# Coronary arterial development is regulated by a Dll4-Jag1-EphrinB2 signaling cascade

**DOI:** 10.7554/eLife.49977

**Published:** 2019-12-04

**Authors:** Stanislao Igor Travisano, Vera Lucia Oliveira, Belén Prados, Joaquim Grego-Bessa, Rebeca Piñeiro-Sabarís, Vanesa Bou, Manuel J Gómez, Fátima Sánchez-Cabo, Donal MacGrogan, José Luis de la Pompa

**Keywords:** coronaries, sinus venosus, erial-venous differentiation, vessel morphogenesis, NOTCH, EphrinB2, Mouse

## Abstract

Coronaries are essential for myocardial growth and heart function. Notch is crucial for mouse embryonic angiogenesis, but its role in coronary development remains uncertain. We show Jag1, Dll4 and activated Notch1 receptor expression in sinus venosus (SV) endocardium. Endocardial *Jag1* removal blocks SV capillary sprouting, while *Dll4* inactivation stimulates excessive capillary growth, suggesting that ligand antagonism regulates coronary primary plexus formation. Later endothelial ligand removal, or forced expression of Dll4 or the glycosyltransferase Mfng, blocks coronary plexus remodeling, arterial differentiation, and perivascular cell maturation. Endocardial deletion of *Efnb2* phenocopies the coronary arterial defects of Notch mutants. Angiogenic rescue experiments in ventricular explants, or in primary human endothelial cells, indicate that EphrinB2 is a critical effector of antagonistic Dll4 and Jag1 functions in arterial morphogenesis. Thus, coronary arterial precursors are specified in the SV prior to primary coronary plexus formation and subsequent arterial differentiation depends on a Dll4-Jag1-EphrinB2 signaling cascade.

## Introduction

Coronary artery disease leading to cardiac muscle ischemia is the major cause of morbidity and death worldwide (Sanchis-Gomar et al., 2016). Deciphering the molecular pathways driving progenitor cell deployment during coronary angiogenesis could inspire cell-based solutions for revascularization following ischemic heart disease. The coronary endothelium in mouse derives from at least two complementary progenitor sources (Tian et al., 2015) that may share a common developmental origin (Zhang et al., 2016a; Zhang et al., 2016b). The sinus venosus (SV) commits progenitors to arteries and veins of the outer myocardial wall (Red-Horse et al., 2010; Tian et al., 2013), and the endocardium contributes to arteries of the inner myocardial wall and septum (Red-Horse et al., 2010; Wu et al., 2012; Tian et al., 2013). Regardless of origin, the endothelial precursors invest the myocardial wall along stereotyped routes and eventually interlink in a highly coordinated fashion. Subsequently, discrete components of the primitive plexus are remodeled into arteries and veins, and stabilized through mural cell investment and smooth muscle cell differentiation (Udan et al., 2013). Arterial-venous specification of endothelial progenitors is genetically pre-determined (Swift and Weinstein, 2009), whereas arterial differentiation and patterning depend on environmental cues, such as blood flow and hypoxia-dependent proangiogenic signals (le Noble et al., 2005; Jones et al., 2006; Fish and Wythe, 2015). Vascular endothelial growth factor (VEGF) binds endothelial receptors and drives the expansion of the blood vessel network as a response to hypoxia (Dor et al., 2001; Liao and Johnson, 2007; Krock et al., 2011).

The Notch signaling pathway is involved in angiogenesis in the mouse embryo and in the post-natal retina. In this processes, the ligand Dll4 is upregulated by VEGF, leading to Notch activation in adjacent endothelial cells (ECs), vessel growth attenuation, and maintenance of vascular integrity (Blanco and Gerhardt, 2013). In contrast, the ligand Jag1 has a proangiogenic Dll4-Notch–inhibitory function, suggesting that the overall response of ECs to VEGF is mediated by the opposing roles of Dll4 and Jag1 (Benedito et al., 2009). Dll4-Notch1 signaling is strengthened in the presence of the glycosyltransferase Mfng (Benedito et al., 2009; D’Amato et al., 2016).

Our understanding of how coronary vessels originate, are patterned, and integrate with the systemic circulation to become functional is still limited. Coronary arteries are distinct from peripheral arteries in that they originate from SV and ventricular endocardium, which is a specialized endothelium that lines the myocardium. Moreover, SV endothelium has a venous identity, as opposed to the retina vascular bed, which has no pre-determined venous identity. Given these differences of developmental context, it is essential to evaluate the role of Notch in coronary arterial development, and importantly, the implications for heart development and repair.

Several components of the Notch pathway have been examined in the context of coronary artery formation. Inactivation of the Notch modifier *Pofut1* results in excessive coronary angiogenic cell proliferation and plexus formation (Wang et al., 2017), while endothelial inactivation of *Adam10*, required for Notch signaling activation, leads to defective coronary arterial differentiation (Farber et al., 2019). Transcriptomics has shown that pre-artery cells appear in the immature coronary vessel plexus before coronary blood flow onset, and express Notch genes, including *Dll4* (Su et al., 2018). Here, we examine the early and late requirements of Notch ligands Jag1 and Dll4, and their downstream effector EphrinB2, for coronary arterial development.

## Results

### Jag1 and Dll4 are expressed in SV endocardium and coronary vessels endothelium

We examined SV and coronary vessels for the expression of Jag1 and Dll4. At embryonic day 11.5 (E11.5), Jag1 was detected in SV ECs and in ECs extending into the right atrium (Figure 1A). Dll4 was also expressed in ECs emanating from the SV and in the endocardium lining the right atrium (Figure 1A). These results suggest that either ligand could potentially activate Notch1 in the SV endocardium (Figure 1A). At E12.5, N1ICD was detected in endomucin (Emcn)-positive ECs in subepicardial capillaries emerging from the SV (Figure 1A). At E13.5, Jag1 and *Dll4*, were expressed in ECs of the developing coronary arteries (intramyocardial vessels; Figure 1—figure supplement 1A). *Dll4* and *Mfng* were also expressed in prospective veins (subepicardial vessels; Figure 1—figure supplement 1A). At E15.5, Jag1, *Dll4*, and *Mfng* were all expressed in arterial ECs, whereas *Mfng* was still found in subepicardial vessels (Figure 1—figure supplement 1B). Thus, Jag1 and Dll4 expression is found in discrete ECs in SV endothelium, abates in sub-epicardial veins and becomes restricted to intramyocardial coronary arteries at later developmental stages.

**Figure 1.**
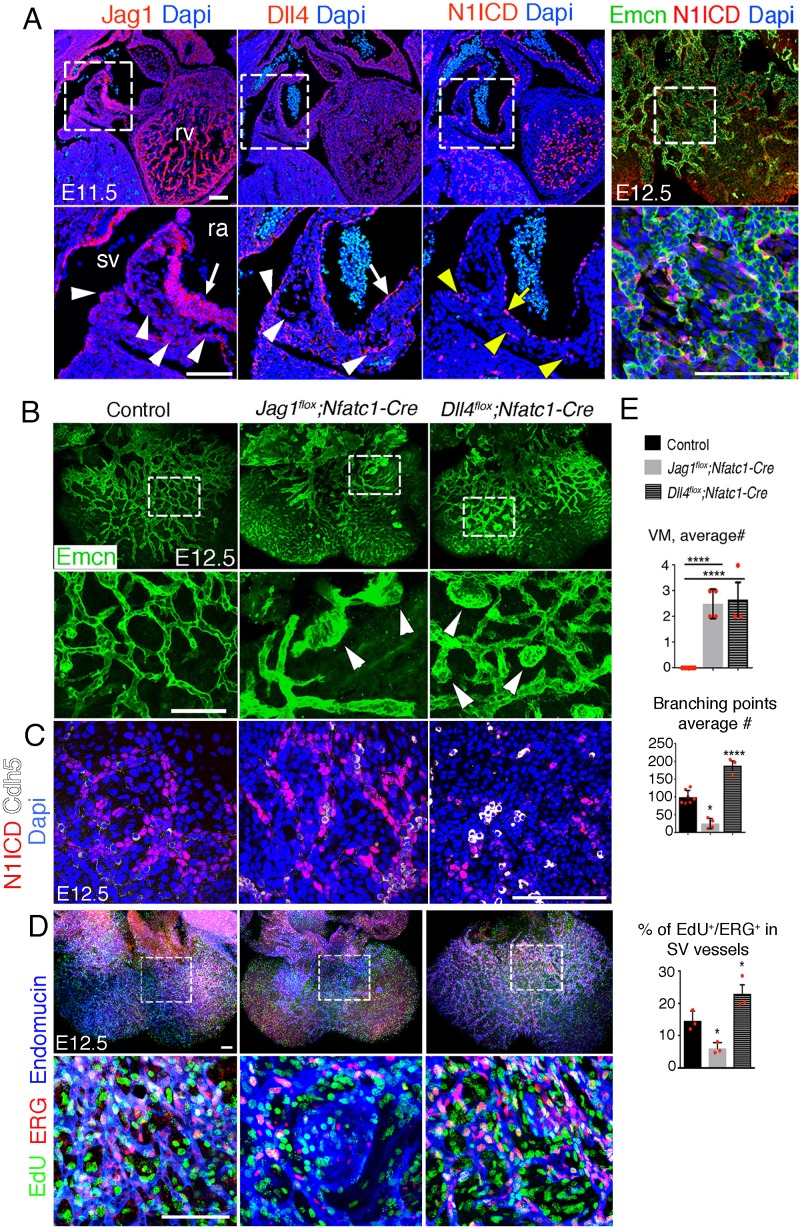
Endocardial *Jag1* or *Dll4* inactivation disrupts coronary plexus formation. (**A**) Jag1, Dll4, and N1ICD immunostaining (red) in E11.5 control hearts, sagittal views. Magnified views of boxed areas show details of sinus venosus (sv, arrowheads) and right atrium (ra, arrow). Whole-mount dorsal view of immunostainings for N1ICD (red) and Emcn (green) in E12.5 control heart. Magnified views show detail of sub-epicardial endothelium. Nuclei are counterstained with Dapi (blue). (**B**) Whole-mount dorsal view of immunostaining for Emcn (green) in E12.5 control, *Jag1^flox^;Nfatc1-Cre*, and *Dll4^flox^;Nfatc1-Cre* mutant hearts. Arrowheads indicate vascular malformations. Quantified data of average number of vascular malformations (VM) and average number of branching points in E12.5 control, *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* hearts. (**C**) Dorsal views of whole-mount E12.5 control, *Jag1^flox^;Nfat-Cre*, and *Dll4^flox^;Nfatc1-Cre* hearts stained for N1ICD (red) and VE-Caderin (white). Microscope: Leica SP5. Software: LAS-AF 2.7.3. build 9723. Objective: HCX PL APO CS 10 × 0.4 dry. HCX PL APO lambda blue 20 × 0.7 multi-immersion. (**D**) Dorsal views of whole-mount E12.5 control, *Jag1^flox^;Nfat-Cre*, and *Dll4^flox^;Nfatc1-Cre* hearts stained for EdU (green), ERG (red), and Emcn (blue). Scale bars, 100 μm. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0.75 DIC N2 dry; Plan Fluor 40x/1.3 Oil DIC H N2 Oil. (**E**) Quantified data for vascular malformations (VM), average number (#) of branching points and EdU-ERG dual-positive nuclei as a percentage of all nuclei in sub-epicardial vessels. Data are mean ± s.d. (n = 7 control embryos and n = 4 *Jag1^flox^;Nfat-Cre* and n = 3 *Dll4^flox^;Nfatc1-Cre* mutant embryos for VM and average # of branching points. n = 3 control embryos and n = 3 mutant embryos for EdU-ERG). *p<0.05, ****p<0.0001 by one-way ANOVA with Tukey’s multiple comparison tests). Abbreviations: rv, right ventricle.

**Figure 1—figure supplement 1.**
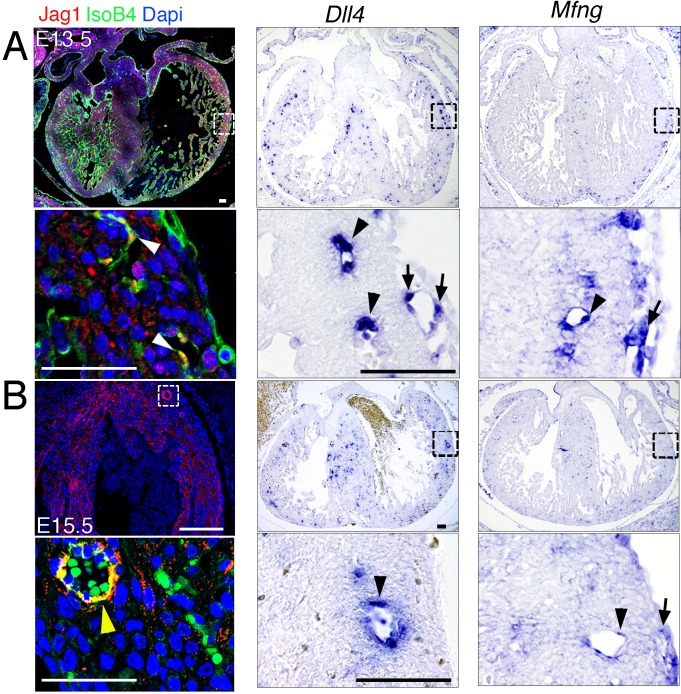
*Jag1*, *Dll4*, and *Mfng* expression in developing coronary vessels. (**A**) E13.5 control heart. *Left,* immunohistochemistry for Jag1 (red) and IsoB4 (green); the magnified view shows co-staining of Jag1 and IsoB4 in coronary arteries (white arrowheads). *Center* and *right*, ISH for *Dll4* and *Mfng*; magnified views show expression in coronary arteries (black arrowheads) and sub-epicardial vein (arrows). (**B**) E15.5 control heart. Immunohistochemistry for Jag1 (red) and IsoB4 co-staining (green); the magnified view shows co-staining of Jag1 and IsoB4 in a coronary artery (yellow arrowhead). Dapi counterstain (blue). ISH for *Dll4* and *Mfng* expression; magnified views show expression in a coronary artery (black arrowheads) and sub-epicardial vein (arrow). Scale bars, 50 μm. Images for Jag1 immunostainings were acquired on Nikon A1-R microscope. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil.

**Figure 1—figure supplement 2.**
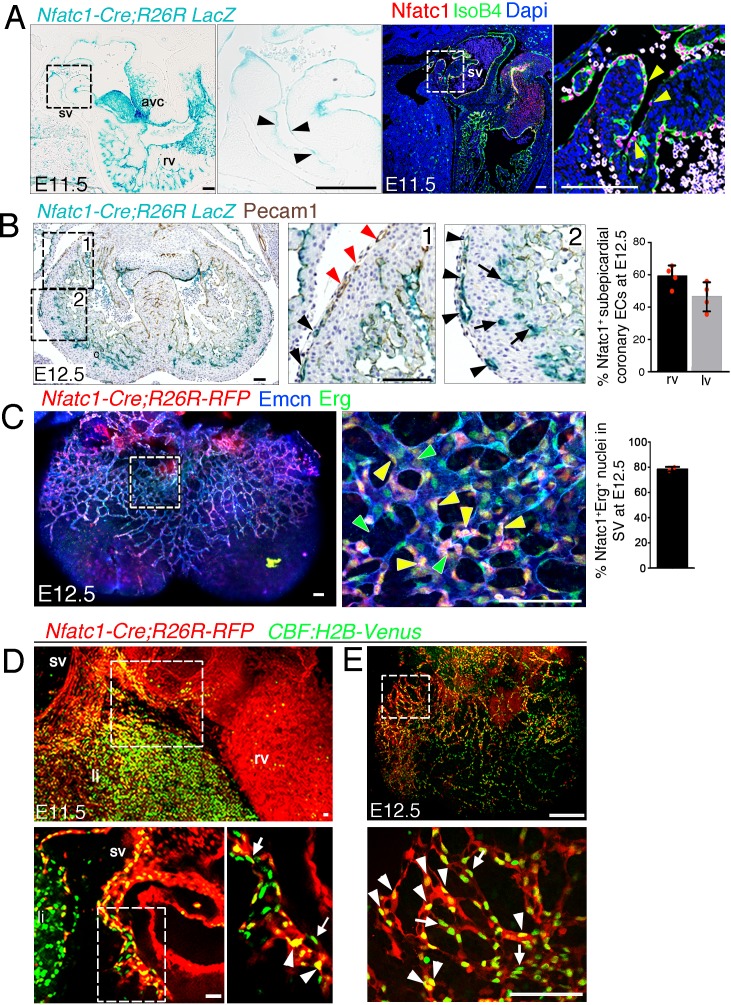
Most ventricular free-wall coronary vessels derive from Nfatc1^+^ progenitors. Nfatc1^+^ progenitors give rise to most coronary vessels. (**A**) *Left:* Sagittal section of a E11.5 *Nfatc1-Cre;R26R-LacZ* heart, showing LacZ expression in the sinus venosus (sv; arrowheads in inset), right ventricle (rv), and atrioventricular canal (avc). *Right:* Sagittal section of a E11.5 control heart immunostained for Nfatc1 (red) and IsoB4 (green); yellow arrowheads indicate nuclear Nfatc1 staining in SV endothelial cells. Dapi counterstain (blue). Scale bars 100 μm. (**B**) E12.5 *Nfatc1-Cre;R26R-LacZ* heart co-stained for LacZ and Pecam-1. (1) LacZ staining is weak in vessels proximal to the AVC (red arrowheads) and strong in distal vessels (1, 2, black arrowheads). (2) LacZ staining in vessels close to chamber endocardium is consistent with an endocardial origin of coronary arteries (arrows). The chart shows Nfatc1-positive vessels (*Nfatc1-Cre*-driven LacZ expression) as a percentage of all sub-epicardial vessels (Pecam-1-stained). Data are mean ± s.d. (n = 3 sections from four embryos). (**C**) Whole-mount E12.5 *Nfatc1-Cre;Rosa26-RFP* heart (dorsal view), showing RFP fluorescence (red) and immunhistochemistry for Emcn (blue) and Erg (green). Sub-epicardial vessel endothelium contains *Nfatc1-Cre;Rosa26-RFP*-positive nuclei (yellow arrowheads) and *Nfatc1-Cre;Rosa26-RFP-*negative nuclei (green arrowheads). Dapi counterstain (blue). The chart shows Nfatc1-Erg dual-positive nuclei as a percentage of all nuclei in subepicardial vessels. Data are mean ± s.d. (n = 2 hearts). Scale bars, 100 μm. (**D**) Whole-mount E11.5 *Nfatc1-Cre;Rosa26-RFP:CBF:H2B-Venus* heart (dorsal view), showing RFP reporter fluorescence (red) and immunohistochemistry for GFP (green). The Z-stack of SV endothelium shows *Nfatc1-Cre;Rosa26-RFP-CBF:H2B-Venus* double-positive nuclei (arrowheads) and *CBF:H2B-Venus* single-positive nuclei (arrows). sv, sinus venosus; rv, right ventricle; li, liver. (**E**) Whole-mount E12.5 *Nfatc1-Cre;Rosa26-RFP-CBF:H2B-Venus* heart (dorsal view), showing RFP reporter expression (red) and immunohistochemistry for GFP (green). The sub-epicardial vessel endothelium contains *Nfatc1-Cre;Rosa26-RFP*, *CBF:H2B-Venus* dual-positive nuclei (white arrowheads) and *CBF:H2B-Venus* single positive nuclei (arrows). Scale bars, 100 μm. Images for fluorescence immunostainings were acquired on a Nikon A1-R microscope. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil.

**Figure 1—figure supplement 3.**
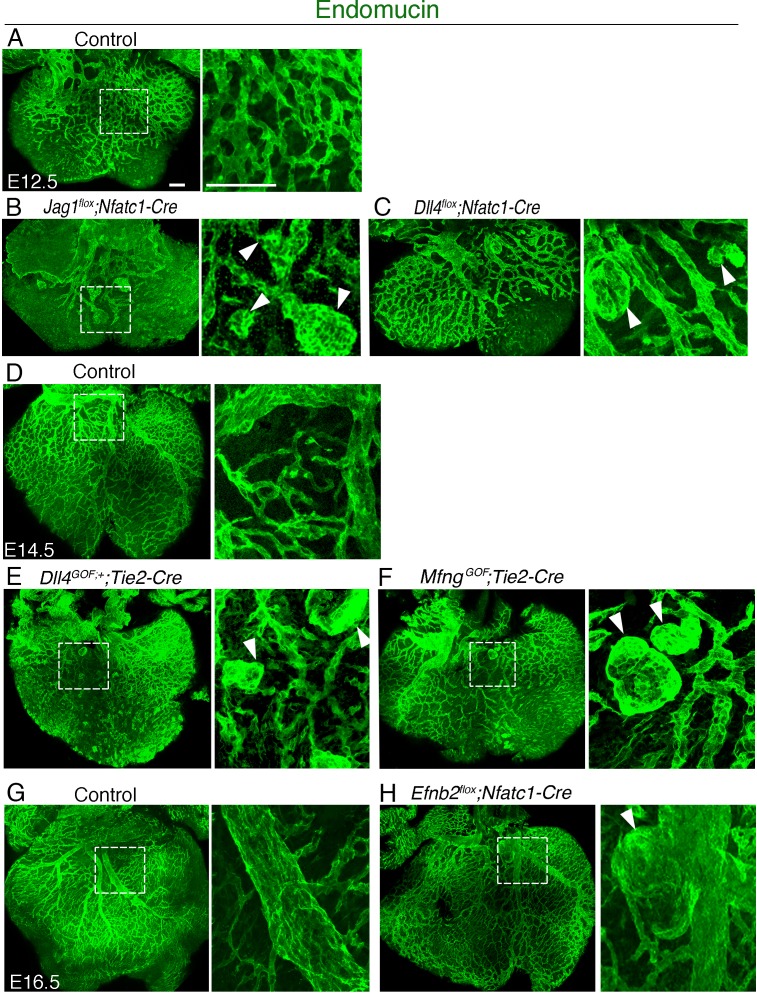
Coronary vessels of Notch pathway and Notch effector mutants display vascular malformations. Dorsal views of whole-mount immunostaining for Emcn (green). (**A**) E12.5 control heart, (**B**) E12.5 *Jag1^flox^;Nfatc1-Cre* heart, (**C**) E12.5 *Dll4^flox^;Nfatc1-Cre* heart, (**D**) E14.5 control heart, (**E**) E14.5 *Dll4^GOF^;Tie2-Cre* heart, (**F**) E14.5 *Mfng^GOF^;Tie2-Cre* heart, (**G**) E16.5 control heart, (**H**) E16.5 *Efnb2^flox^;Nfatc1-Cre* heart. Scale bars, 100 μm.

**Figure 1—figure supplement 4.**
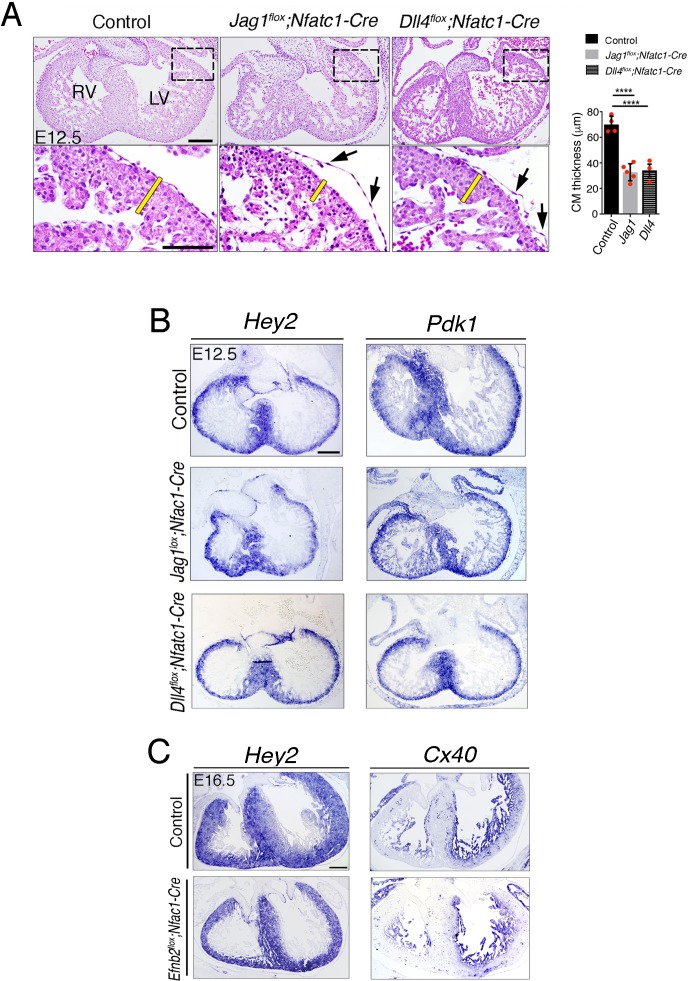
Histological and molecular marker analysis of E12.5 *Jag1^flox^;Nfatc1-Cre*, and *Dll4^flox^;Nfatc1-Cre* and E16.5 *Efnb2^flox^;Nfatc1-Cre* hearts. (**A**) H and E staining on control, *Jag1^flox^;Nfatc1-Cre*, and *Dll4^flox^;Nfatc1-Cre* heart sections. Arrows point to detached epicardium. Yellow bars indicate compact myocardium (CM) thickness. Quantified data of CM thickness in control, *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* hearts. Data are mean ± s.d. (n = 4 control hearts and n = 5 for *Jag1^flox^;Nfatc1-Cre* and n = 3 for *Dll4^flox^;Nfatc1-Cre* mutant hearts). ****p<0.0001 by one-way ANOVA with Tukey’s multiple comparison tests. (**B**) Endocardial *Jag1* or *Dll4* deletion does not affect myocardial patterning. ISH of the compact myocardium markers *Hey2* and *Pdk1* on control, *Jag1^flox^;Nfat-Cre*, and *Dll4^flox^;Nfatc1-Cre* heart sections (**C**) ISH of the compact myocardium marker *Hey2,* and trabecular myocardium marker *Cx40* on control and *Efnb2^flox^;Nfatc1-Cre* heart sections. Scale bars, 100 μm.

### Nfatc1-positive progenitors give rise to the majority of subepicardial vessels

To inactivate Notch ligands in SV progenitors we used the *Nfatc1-Cre* driver line (Wu et al., 2012). To confirm the SV and endocardial specificity of this line, we crossed it with the *Rosa26-LacZ* reporter line (Soriano, 1999). X-gal-staining of heart sections of E11.5 embryos identified patchy LacZ expression in SV endothelium (Figure 1—figure supplement 2A). ß-gal staining was consistent with Nfatc1 protein nuclear localization in a subset of ECs lining the SV (Figure 1—figure supplement 2A). Uniform ß-gal staining was detected in ventricular endocardium and cushion mesenchyme derived from endocardial cells (Figure 1—figure supplement 2A). At E12.5, co-labelling with an anti-Pecam1 antibody revealed ß-gal-positive staining in 60% of Pecam1-positive subepicardial vessels in the right ventricle and about 50% in the left ventricle (Figure 1—figure supplement 2B—Source data 1, sheet 1). Tracking the expression of *Nfatc1-Cre*-driven red fluorescent protein (RFP) and the endothelial-specific nuclear protein Erg at E12.5 indicated that about 80% of nuclei in the endothelial network were Nfatc1-positive and Erg-positive (Figure 1—figure supplement 2B—Source data 1, sheet 1). Thus, SV-derived Nfatc1-positive progenitors give rise to 50–80% of subepicardial vessels in the ventricular wall, consistent with previous reports (Chen et al., 2014; Cavallero et al., 2015; Zhang et al., 2016a).

To trace the fate of Nfatc1-positive cells relative to Notch activity, we crossed *Nfatc1-Cre;Rosa26-RFP* mice with the Notch reporter line *CBF:H2B-Venus*. At E11.5, a subset of nuclear-stained RFP ECs extending from the SV into the right ventricle were co-labelled with CBF:H2B-Venus (Figure 1—figure supplement 2D). At E12.5, some RFP-labelled capillaries on the dorsal side of the heart were co-labeled with CBF:H2B-Venus while others were labelled with CBF:H2B-Venus alone (Figure 1—figure supplement 2E), indicating that Notch signaling activity is present in both Nfatc1-positive and Nfatc1-negative populations of SV-derived ECs.

### Opposing roles of *Jag1* and *Dll4* in coronary plexus formation from SV

*Jag1* inactivation with the *Nfatc1-Cre* driver line, specific of SV and endocardium, resulted in death at E13.5 (Supplementary file 1). Whole-mount Endomucin (Emcn) staining at E12.5 revealed a well-formed vascular network covering the dorsal aspect of control hearts (Figure 1B, E—figure supplement 3A—Source data 1, sheet 2), whereas the vascular network in *Jag1^flox^;Nfatc1-Cre* mutants was poorly developed, and exhibited numerous capillary malformations (Figure 1B, E—figure supplement 3B—Source data 1, sheet 2) with decreased endothelial branching (Figure 1B,E—Source data 1, sheet 2). N1ICD expression was also more prominent (Figure 1C) and EC proliferation reduced 60% relative to control (Figure 1D,E—Source data 1, sheet 2). Ventricular wall thickness in endocardial *Jag1* mutants was reduced by 50–60% relative to controls (Figure 1—figure supplement 4A—Source data 1, sheet 3). Thus, endocardial *Jag1* deletion causes the growth arrest of the primitive coronary plexus.

Deletion of *Dll4* with the *Nfatc1-Cre* driver resulted in the death of high proportion of embryos at E10.5 (Supplementary file 1). Nonetheless, about a third of mutant embryos survived until E12.5 (Supplementary file 1). Whole-mount Emcn immunostaining of E12.5 *Dll4^flox^;Nfatc1-Cre* hearts revealed a comparatively denser capillary network (Figure 1B,E—Source data 1, sheet 2), characterized by numerous capillary malformations (Figure 1B and Figure 1—figure supplement 3A,C—Source data 1, sheet 2), and increased endothelial branching (Figure 1B,E—Source data 1, sheet 2). N1ICD expression was reduced (Figure 1C), as expected, and EC proliferation increased 30% relative to control (Figure 1D,E—Source data 1, sheet 2). These def﻿ects were associated with 50–60% reduction in ventricular wall thickness (Figure 1—figure supplement 4A—Source data 1, sheet 3). Thus, endocardial inactivation of *Dll4* causes excessive growth of the primitive coronary plexus.

### Endocardial *Jag1* or *Dll4* deletion results in a hypoxic and metabolic stress response

To determine the effect of early endocardial *Jag1* or *Dll4* inactivation on cardiac development we performed RNA-seq. This analysis yielded 211 differentially expressed genes (DEG) in the *Jag1^flox^;Nfatc1-Cre* transcriptome (130 upregulated, 81 downregulated; Figure 2A—Supplementary file 2) and 274 DEGs in the *Dll4^flox^;Nfatc1-Cre* transcriptome (180 upregulated, 94 downregulated; Figure 2A—Supplementary file 2).

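*Jag1*, the Notch ligand deleted from the endocardium in *Jag1 flox;Nfatc1-Cre* hearts, was at 49.8%, 61.1%, 49.4% and 64.8% of its WT mean in the 4 mutant libraries. Its normalized count was 42.3 ± 3.66 (SD, n = 4) in WT and 23.8 ± 3.31 (SD, n = 4) in mutant hearts. This is a log2 fold change of -0.82 (standard error 0.0981, adjusted p = 0.00653). *Dll4*, a Notch ligand of arterial and sprouting endothelium, was at 10% and 8.51% of its WT mean in the 2 *Dll4 flox;Nfatc1-Cre* libraries. Its normalized count was 15.2 ± 2 (SD, n = 4) in WT and 1.41 ± 0.164 (SD, n = 2) in mutant hearts. The log2 fold change was -3.03 (standard error 0.146, adjusted p = 0.000164). Both genes lie on chromosome 2 of GRCm38, *Jag1* (ENSMUSG00000027276) from 137081456 to 137116644 and *Dll4* (ENSMUSG00000027314) from 119325784 to 119335962. Of 24 genes of the Notch pathway listed, 3 fell and 0 rose in *Jag1* mutant hearts (3 fell and 1 rose when adjusted over the list alone). Besides *Jag1*, these were the Notch target *Heyl* (-0.74, adjusted p = 0.0178) and the ligand *Dll1* (-0.55, adjusted p = 0.0247). Among the same genes, 3 fell and 1 rose in *Dll4* mutant hearts (5 fell and 3 rose when adjusted over the list alone). *Dll1* (-0.85, adjusted p = 0.0287) and the receptor *Notch1* (-0.34, adjusted p = 0.0234) fell with *Dll4*. *Mfng*, a glycosyltransferase that modifies Notch receptors, rose (0.79, adjusted p = 0.0458). *Heyl* had a log2 fold change of 0.22 there (adjusted p = 0.54), and *Dll4* one of 0.19 in *Jag1* mutant hearts (adjusted p = 0.321). The pathway as a set gave adjusted p = 0.547 from camera, in *Jag1* and adjusted p = 0.954 in *Dll4* mutant hearts. That list holds the deleted gene. Without it, 17 of the 23 others had a positive log2 fold change in *Jag1* and 15 in *Dll4* mutants. They gave adjusted p = 0.252 and 0.585 from camera, in tests chosen after the data were seen. RNA-seq libraries were made from whole hearts at E12.5, each from a pool of 4 embryos. There were 4 mutant and 4 WT libraries for *Jag1 flox;Nfatc1-Cre*, and 2 mutant and 4 WT libraries for *Dll4 flox;Nfatc1-Cre*. The paper states that it discarded 2 *Dll4 flox;Nfatc1-Cre* samples after preliminary analyses of *Dll4* levels and principal components; they are not analysed here. The libraries that remain were thus selected in part on *Dll4* itself, so its fold change and p in this genotype describe the libraries kept and are no test of how far it fell in such hearts at large. Principal components draw on many genes, so the other calls, list tests and overlaps of this genotype also describe the libraries kept. How far the selection changed them was not tested. Counts per library, recovered from the deposited values, were 12914259 to 18581508 (median 14966258) in *Jag1* mutants and 18182839 to 28464430 (median 25215696.5) in their WT counterparts. For *Dll4* they were 20708982 to 22034656 (median 21371819) in mutants and 18954368 to 23784398 (median 22181257) in WT. Mitochondrially encoded transcripts took 2.51% to 3.3% of the counts in *Jag1* mutants against 2.9% to 3.41% in WT. The share was 4.22% to 4.32% in *Dll4* mutants against 4.62% to 5.27% in WT. The authors trimmed the reads with Cutadapt 1.6, estimated expected counts with RSEM on the GRCm38 transcriptome and normalized them with limma. The sample labels name RSEM 1.2.3 and the paper another release. The deposited values, one table per experiment, are the rounded count plus 0.5 in CPM of a scaled library size. Here, fold changes are on the log2(value + 0.5) scale, and each p is from limma with a mean-variance trend and Benjamini-Hochberg adjustment. The test covered the 13982 genes of the *Jag1* table and the 14302 of the *Dll4* table with at least 1 CPM in as many libraries as the smaller group holds. The calls of both deleted genes held without any 1 library, but *Dll1* and *Heyl* lost theirs in *Jag1* mutant hearts at adjusted p = 0.0522 without WT 1, 0.0676 without WT 3 and 0.0681 without WT 4, and 0.0551 without WT 3, respectively, and of the 4 *Dll4* mutant calls, the number lost was 2, 3 and 3 without WT 1, 2 and 4 and 1 and 3 without mutant 1 and 2 (adjusted p up to 0.253). Without the mean-variance trend, *Dll1*, *Notch1* and *Mfng* missed the threshold in *Dll4* mutant hearts (adjusted p up to 0.101), as did *Mfng* with library quality weights (0.0684) or quantile normalization (0.0611).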

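*Mt2* and *Mt1*, which encode zinc-binding metallothioneins, rose in both genotypes. *Mt2* rose from 3.3 ± 0.611 (SD, n = 4) in WT to 33.5 ± 18.4 (SD, n = 4) normalized counts in *Jag1 flox;Nfatc1-Cre* hearts (log2 fold change 2.99, adjusted p = 0.00547). In *Dll4 flox;Nfatc1-Cre* hearts it rose from 3.27 ± 0.567 (SD, n = 4) in WT to 80 ± 29.9 (SD, n = 2) (log2 fold change 4.38, adjusted p = 0.000164). *Mt1* rose by 1.75 (adjusted p = 0.0178) and 2.91 (adjusted p = 0.000405). Of the 3 metallothioneins listed, 3 rose in *Jag1* and 2 in *Dll4* mutant hearts, as many as when adjusted over the list alone. The metallothioneins as a set gave adjusted p = 1.12e-05 from camera, but adjusted p = 0.214 with an estimated correlation, in *Jag1* mutants, and adjusted p = 2.35e-05 from camera, but adjusted p = 0.308 with an estimated correlation, in *Dll4* mutants. They were listed because the study's tables hold them, so this is not independent evidence. Markers of other cells moved in *Jag1* mutant hearts. The erythroid gene *Hemgn* rose by 2.37, and the epicardial genes *Msln* and *Wt1* by 0.68 and 0.41 (adjusted p from 0.0219 to 0.0438). Of 12 erythroid genes, 2 rose and 0 fell (4 rose when adjusted over the list alone), with adjusted p = 3.48e-05 from camera, but adjusted p = 0.409 with an estimated correlation. Of 11 epicardium genes, 2 rose and 0 fell (9 rose when adjusted over the list alone), with adjusted p = 2.29e-06 from camera, but adjusted p = 0.262 with an estimated correlation. The platelet gene *Pf4* (-0.63, adjusted p = 0.039) and the macrophage lysozyme gene *Lyz2* (-0.60, adjusted p = 0.02) fell. Of 6 genes of platelet and megakaryocyte cells, 1 fell and 0 rose (2 fell when adjusted over the list alone), with adjusted p = 0.00139 from camera, but adjusted p = 0.333 with an estimated correlation. *Rora*, a nuclear receptor gene, rose by 1.37 (adjusted p = 0.035). In the *Dll4* mutants, *Bhlhe40*, a transcriptional repressor, *Ndrg1*, a gene induced by stress, and *Oit3* rose by 2.17, 2.17 and 1.72 (adjusted p from 0.00143 to 0.00146). *Ahcy*, an enzyme of the methionine cycle (-2.68, adjusted p = 0.0182), *Palm2* (-0.97, adjusted p = 0.00602) and *Pik3r3*, a regulatory subunit of PI3-kinase (-0.66, adjusted p = 0.00557), fell. Of 13 mitochondrially encoded genes, 2 fell (5 when adjusted over the list alone), among them *mt-Nd5* (-0.46, adjusted p = 0.0432). Mitochondrially encoded genes as a set gave adjusted p = 4.54e-05 from camera, but adjusted p = 0.354 with an estimated correlation. The platelet genes held 0 calls over all genes tested and 6 that fell when adjusted over the list alone (adjusted p = 7.09e-05 from camera, but adjusted p = 0.354 with an estimated correlation). Erythroid genes had a negative log2 fold change in 12 of 12 there, the opposite side to *Jag1* mutants, with 0 calls and 1 that fell when adjusted over the list alone (adjusted p = 0.00771 from camera, but adjusted p = 0.391 with an estimated correlation; 0.21 from camera without mutant 2). Of 5 neutrophil and myeloid genes, 5 had a positive one, with 0 calls and 4 that rose when adjusted over the list alone (adjusted p = 0.00252 from camera, but adjusted p = 0.315 with an estimated correlation). Of 11 epicardium genes, 1 rose and 0 fell (2 rose when adjusted over the list alone), with adjusted p = 0.0172 from camera, but adjusted p = 0.361 with an estimated correlation; from camera it was 0.0664 without WT 1 and 0.131 without mutant 1. The *Jag1* mutant erythroid count was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 0, 0, 2 and 11 without mutant 1, 2, 3 and 4. There, the epicardium count was 1, 1, 0 and 1 without WT 1, 2, 3 and 4 and 1, 0, 4 and 4 without mutant 1, 2, 3 and 4. The *Dll4* mutant epicardium count was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 1 and 0 without mutant 1 and 2, and the neutrophil and myeloid count 1, 0, 1 and 0 without WT 1, 2, 3 and 4 and 0 and 0 without mutant 1 and 2. The *Jag1* mutant metallothionein count was 3, 3, 1 and 2 without WT 1, 2, 3 and 4 and 3, 3, 3 and 3 without mutant 1, 2, 3 and 4. In all, 156 genes rose and 89 fell in *Jag1* mutant hearts at an adjusted p under 0.05 from limma, with 3315 at an unadjusted p under 0.05. In *Dll4* mutant hearts, 188 rose and 123 fell, with 3056 at an unadjusted p under 0.05. Between the genotypes, 34 genes rose in both where independence would give 2.09 (Fisher's exact test over 13795 genes, which are not independent replicates, p = 6.1e-32). Another 6 fell in both where it would give 0.794 (Fisher's exact test, p = 0.000141), and 0 moved in opposite directions. The log2 fold changes of 1 gene, *Dll4*, differed between the genotypes, by 3.22 (adjusted p = 0.00075, in libraries that the authors selected in part on its level), with 2000 genes at an unadjusted p under 0.05. *Jag1*, deleted in the other genotype, differed by -0.61 and missed the threshold in the same test (adjusted p = 0.283). A gene that misses it is therefore not shown to have changed alike in both genotypes. Without WT 1, 2, 3 and 4, the *Jag1* total was 92, 52, 17 and 22 genes, and without mutant 1, 2, 3 and 4 it was 82, 51, 538 and 416. The *Dll4* total was 85, 38, 185 and 36 without WT 1, 2, 3 and 4, and 563 and 61 without mutant 1 and 2. Of the 8 *Jag1* mutant calls named, the number lost was 4, 4, 7 and 5 without WT 1, 2, 3 and 4 and 3 and 5 without mutant 1 and 2 (adjusted p up to 0.13), and of the 9 *Dll4* mutant calls 1, 2, 1 and 1 without WT 1, 2, 3 and 4 and 1 and 2 without mutant 1 and 2 (adjusted p up to 0.181). Of the former, 6 were lost without the mean-variance trend (adjusted p up to 0.0974), 3 with robust variances (up to 0.116), *Pf4* with the spread shared over 5 tables (0.0581), and *Pf4* and *Hemgn* with limma voom, chosen after the data were seen (up to 0.102). Of the latter, *Ahcy* and *mt-Nd5* were lost without the trend (up to 0.085), *Ahcy* with robust variances (0.0693) or voom (0.0839), and *mt-Nd5* with library quality weights (0.0764) or quantile normalization (0.0995). Other settings called from 8 to 1174 genes in *Jag1* and from 24 to 883 in *Dll4* mutants, and quantile normalization gave 138 up and 119 down in the former.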

**Figure 2.**
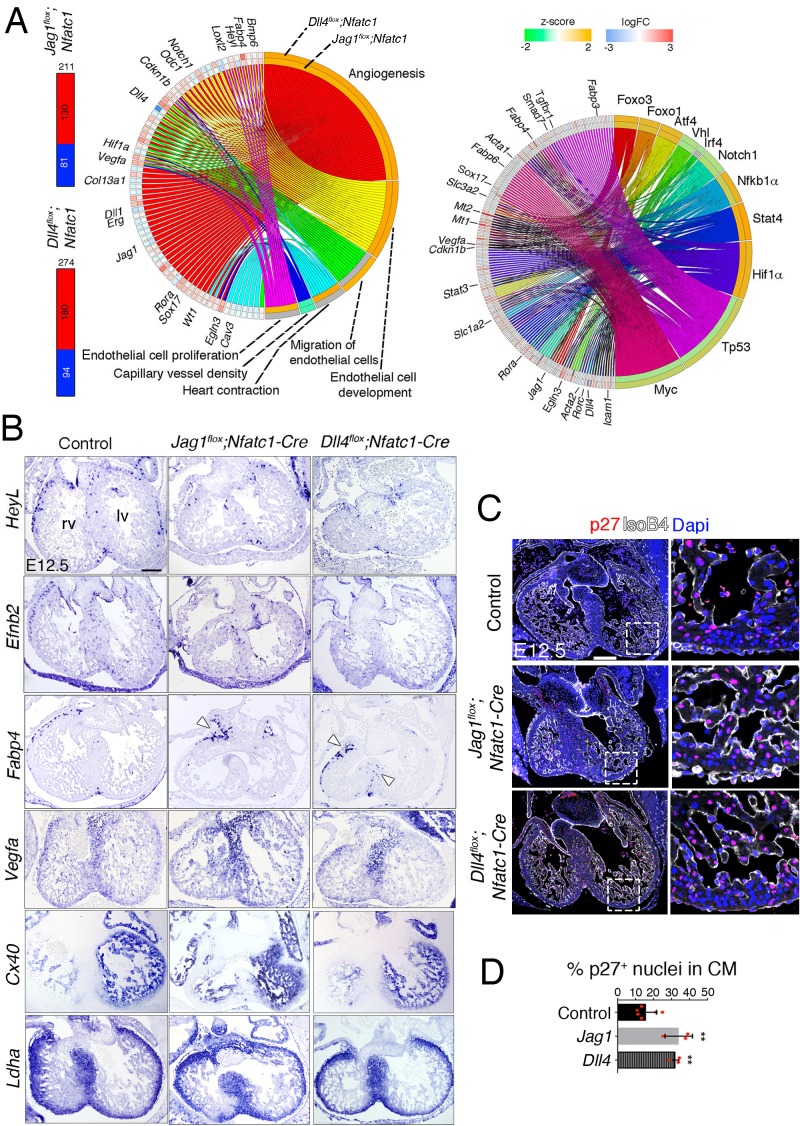
Transcriptome profiling of endocardial *Jag1* and *Dll4* mutant hearts. (**A**) *Left*, Total number of differentially expressed genes identified by RNA-seq (Benjamini-Hochberg (**B–H**) adjusted p<0.05) in the indicated genotypes. Numbers indicate upregulated genes (red) and downregulated genes (blue). *Center*, circular plot of representative differentially expressed genes, presenting a detailed view of the relationships between expression changes (left semicircle perimeter) and IPA functions belonging to the Cardiovascular System Development and Function category (right semicircle perimeter). For both circular plots, in the left semicircle perimeter, the inner ring represents *Jag1^flox^;Nfatc1-Cre* data and the outer ring *Dll4^flox^;Nfatc1-Cre* data. Activation z-score scale: green, repression; orange, activation; white, unchanged. LogFC scale: red, upregulated; blue, downregulated; white, unchanged. Right, circular plot showing representative differentially expressed genes depending of selected upstream regulators. Details in Table supplement 2 and Table supplement 3. (**B**) In situ hybridization (ISH) of *HeyL, Efnb2*, *Fabp4, Vegfa, Cx40* and *Ldha* on E12.5 control, *Jag1^flox^;Nfatc1-Cre*, and *Dll4^flox^;Nfatc1-Cre* heart sections. Arrowheads indicate *Fabp4* expression in capillary vessels. (**C**) Immunohistochemistry of p27 (red) and IsoB4 (white) on E12.5 control, *Jag1^flox^;Nfatc1-Cre*, and *Dll4^flox^;Nfatc1-Cre* mutant heart sections. Dapi counterstain (blue). Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. Quantified data for p27-positive nuclei as a % of total CM nuclei. Data are mean ± s.d. (n = 3 sections from 6 control embryos and n = 3 sections from 3 mutant embryos). **p<0.01 by one-way ANOVA with Tukey’s multiple comparison tests). Abbreviations: lv, left ventricle; rv, right ventricle. Scale bars, 100 μm.

**Figure 2—figure supplement 1.**
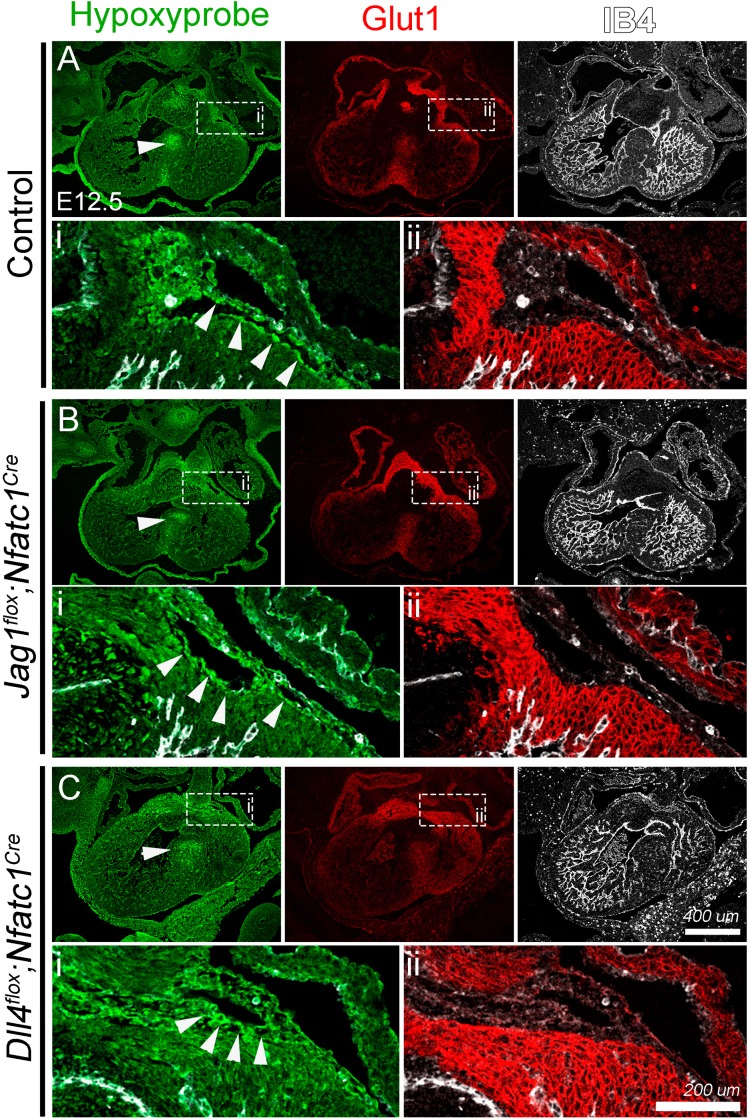
No evidence of hypoxia in *Jag1^flox^;Nfatc1^Cre^* and *Dll4^flox^;Nfatc1^Cre^* hearts at E12.5. (**A**) WT heart. Hypoxyprobe-1 (hypoxyprobe; green) staining is found in the ventricular septum (arrowhead), the AV groove (**i**), and in chamber and valve endocardium. A subset of valve mesenchymal cells in the AV cushions is also distinctly positive for hypoxyprobe. (**i**) Magnification of the sub-epicardial mesenchyme layer region. hypoxyprobe labels endothelial cells lining the vessels emerging from the AV groove (arrowheads). Glut1 immunostaining (red) is prominent in AV groove region, ventricular septum and weakly in compact myocardium, while is generally absent from AV cushion and sub-epicardial mesenchyme. (ii) Magnification of the sub-epicardial region at the AV groove. Glut1 immunofluorescence is strongly positive in compact myocardium underlying sub-epicardial mesenchyme (asterisk). *Jag1^flox^;Nfatc1^Cre^* (**B**) and *Dll4^flox^;Nfatc1^Cre^* (**C**) mutants show similar patterns and intensity of immunofluorescence for hypoxyprobe and Glut1 than WT.

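*Kcne3*, a potassium channel subunit gene of tip cells, rose in *Jag1 flox;Nfatc1-Cre* hearts (0.74, adjusted p = 0.035, limma) and in *Dll4 flox;Nfatc1-Cre* hearts (1.74, adjusted p = 0.0245). In the *Jag1* mutants, the fatty acid translocase gene *Cd36* and the caveolin gene *Cav1* rose by 0.33 (adjusted p = 0.039) and 0.24 (adjusted p = 0.0498) on the log2 scale. *Plvap*, which encodes a diaphragm protein of endocardium and fenestrated vessels, fell (-0.42, adjusted p = 0.0372). In the *Dll4* mutants, *Pdgfb*, a growth factor that recruits pericytes (1.01, adjusted p = 0.0457), *Sox17*, an arterial transcription factor (0.99, adjusted p = 0.0235), and the endothelial receptor gene *Adgrl4* (0.68, adjusted p = 0.0353) rose. The arterial connexin gene *Gja4* fell (-0.56, adjusted p = 0.0139). Of 18 genes of capillary and tip cells, 4 rose and 0 fell in *Jag1* mutants (11 rose when adjusted over the list alone). As many rose in *Dll4* mutants (11 rose and 1 fell when adjusted over the list alone). Capillary and tip cells as a set gave adjusted p = 3.47e-08 from camera, but adjusted p = 0.214 with an estimated correlation, in *Jag1* mutants. For *Dll4* mutants it was adjusted p = 2.11e-05 from camera, but adjusted p = 0.309 with an estimated correlation. Of 25 pan-endothelial genes, 0 passed in *Jag1* mutants (1 rose when adjusted over the list alone; adjusted p = 0.247 from camera). In *Dll4* mutants, 1 rose (8 rose and 1 fell when adjusted over the list alone), with adjusted p = 0.00491 from camera, but adjusted p = 0.366 with an estimated correlation. Of 20 genes of arterial endothelium, 1 rose and 1 fell in *Jag1* mutants (3 rose and 1 fell when adjusted over the list alone; adjusted p = 0.186 from camera). Without *Jag1*, which is on the list, the 19 others there gave adjusted p = 0.0548 from camera (0.028, 0.036 and 0.0286 without WT 1, mutant 2 and mutant 3), but adjusted p = 0.343 with an estimated correlation. Their direction was higher, with 16 of the 19 positive in *Jag1* mutants. *Dll4*, *Notch1* and *Gja4* fell and 2 members rose in *Dll4* mutants (7 fell and 2 rose when adjusted over the list alone). Arterial endothelium as a set gave adjusted p = 0.0239 from camera, but adjusted p = 0.315 with an estimated correlation; without mutant 1 it was 0.186 from camera. That list holds the deleted gene: without *Dll4*, the 19 others gave adjusted p = 0.123 from camera (0.0264 without mutant 2, but adjusted p = 0.309 with an estimated correlation there). Their mean log2 fold change was -0.02 and their median -0.21, with 7 of the 19 positive. Both tests without the deleted gene were chosen after the data were seen. Of 10 endocardium genes, 2 fell in *Jag1* mutants, as many as when adjusted over the list alone (adjusted p = 0.088 from camera, 0.018 without mutant 2, where it was adjusted p = 0.275 with an estimated correlation). In *Dll4* mutants, 0 passed (3 fell and 1 rose when adjusted over the list alone; adjusted p = 0.0172 from camera, but adjusted p = 0.315 with an estimated correlation). The count of capillary and tip cells genes was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 1, 1, 4 and 2 without mutant 1, 2, 3 and 4 in *Jag1* mutants, and 3, 1, 2 and 1 without WT 1, 2, 3 and 4 and 5 and 1 without mutant 1 and 2 in *Dll4* mutants, where the pan-endothelial count was 0, 0, 1 and 0 without WT 1, 2, 3 and 4 and 4 and 0 without mutant 1 and 2. Of the 4 *Jag1* mutant calls named, the number lost was 3, 4, 4 and 4 without WT 1, 2, 3 and 4 and 4, 3, 1 and 2 without mutant 1, 2, 3 and 4 (adjusted p up to 0.127), and of the 5 *Dll4* mutant calls 3, 5, 1 and 5 without WT 1, 2, 3 and 4 and 5 without mutant 2 (adjusted p up to 0.212); without the mean-variance trend only that of *Gja4* was kept (adjusted p of the others up to 0.115).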

Ingenuity Pathway Analysis (IPA) identified enrichment of EC functions (Figure 2A, left plot, Supplementary file 3). 

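*Smad7*, which encodes an inhibitor of TGF-beta signalling, rose in *Jag1 flox;Nfatc1-Cre* hearts (0.44, adjusted p = 0.0388, limma) and in *Dll4 flox;Nfatc1-Cre* hearts (0.54, adjusted p = 0.0423). *Loxl2*, a gene of a matrix crosslinking enzyme, rose from 404 ± 17.1 (SD, n = 4) in WT to 491 ± 15.9 (SD, n = 4) normalized counts in *Jag1* mutants (log2 fold change 0.28, adjusted p = 0.0323). *Comp*, a cartilage matrix gene, fell there (-0.90, adjusted p = 0.0402). The TGF-beta receptor gene *Tgfbr1* fell in *Dll4* mutants (-0.31, adjusted p = 0.0423). Supplementary file 3 assigns genes called by the study on these samples to each term, so their direction is not independent evidence. Of 30 angiogenesis genes found for *Jag1* mutants, 18 rose and 10 fell, and of 41 for *Dll4* mutants 28 rose and 11 fell. Of 13 genes of endothelial cell development, 10 rose and 2 fell in *Jag1* mutants, and of 14 in *Dll4* mutants 7 rose and 6 fell. The 4 genes assigned to capillary vessel density in *Jag1* mutants, *Cdkn1b*, *Egln3*, *Fnip1* and *Vegfa*, rose. Of the 4 assigned in *Dll4* mutants, 3 rose (*Egln3*, *Fnip1* and *Vegfa*) and 1 fell (*Hif1a*). Of 25 angiogenic ligands and receptors, 1 rose and 0 fell in *Jag1* mutants (4 rose when adjusted over the list alone). Angiogenic ligands and receptors as a set gave adjusted p = 0.0657 from camera, 0.0352 without WT 1 and 0.00997 without mutant 3, where it was adjusted p = 0.448 and 0.317 with an estimated correlation. In *Dll4* mutants, 2 rose and 0 fell (10 rose and 4 fell when adjusted over the list alone; adjusted p = 0.0856 from camera, 0.0331 without mutant 1, but adjusted p = 0.326 with an estimated correlation there). Of the 3 *Jag1* mutant calls named, the number lost was 2, 3, 3 and 3 without WT 1, 2, 3 and 4 and 2 and 2 without mutant 1 and 2 (adjusted p up to 0.131), and of the 2 *Dll4* mutant calls 2, 2, 1 and 2 without WT 1, 2, 3 and 4 and 1 and 2 without mutant 1 and 2 (adjusted p up to 0.244). All 5 were lost without the mean-variance trend (adjusted p up to 0.118), both *Dll4* mutant calls with library quality weights (0.0662), and that of *Tgfbr1* with quantile normalization (0.0572) or the spread shared over 5 tables (0.0746).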

The main terms overrepresented in both genotypes were angiogenesis and EC development, and capillary vessel density, possibly reflecting the lack of a normal-sized capillary network (Figure 2A—Supplementary file 3). 

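*Bmp10*, a growth factor gene of trabecular myocardium, rose from 28.7 ± 3.55 (SD, n = 4) in WT to 55.1 ± 11.7 (SD, n = 4) normalized counts in *Jag1 flox;Nfatc1-Cre* hearts (log2 fold change 0.91, adjusted p = 0.0219, limma). The ventricular myosin light chain gene *Myl2* fell from 4161 ± 264 (SD, n = 4) in WT to 2868 ± 143 (SD, n = 4) (log2 fold change -0.54, adjusted p = 0.0182). Supplementary file 3 assigns 10 genes to heart contraction in these mutants, of which 5 rose and 4 fell. Of the genes assigned to endothelial cell proliferation, 10 were found, and 8 rose and 1 fell. *Icam1*, an adhesion molecule gene of activated endothelium, and *Stat3*, a signal transducer gene, rose in *Dll4 flox;Nfatc1-Cre* hearts (0.87, adjusted p = 0.0157, and 0.49, adjusted p = 0.00756). Of 13 genes assigned to endothelial cell migration there, 9 rose and 3 fell. The assignments start from genes called on the same samples, so these tallies are not independent evidence. Of 18 cardiomyocyte contractile genes, 1 fell and 0 rose in *Jag1* mutants (5 fell and 1 rose when adjusted over the list alone). Cardiomyocyte contractile genes were lower as a set with adjusted p = 0.00055 from camera, but adjusted p = 0.335 with an estimated correlation. In *Dll4* mutants, 0 rose and 0 fell (0 rose and 0 fell when adjusted over the list alone), and the set gave adjusted p = 0.0856 from camera. From camera it was 0.011 without WT 3 and 0.0331 without mutant 1, lower in both, but adjusted p = 0.452 and 0.603 with an estimated correlation there. The call of *Bmp10* was lost at adjusted p = 0.0689 without WT 3, 0.0655 without WT 4 and 0.0561 without mutant 2, and that of *Icam1* at 0.0897 without mutant 2. Without the mean-variance trend, *Bmp10* (adjusted p = 0.065) and *Stat3* (adjusted p = 0.0501) missed the threshold.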

EC proliferation and heart contraction were predicted to be upregulated in *Jag1^flox^;Nfatc1-Cre* embryos, while EC migration was upregulated in *Dll4^flox^;Nfatc1-Cre* mice (Figure 2A—Supplementary file 3). Analysis of upstream regulators revealed activation of hypoxia (Hif1α), acute inflammatory response (Nf-κb1α), intracellular stress pathways (Atf4), and response to metabolic stress pathways (Foxo), while cell cycle and DNA repair pathways (Myc, Tp53) were negatively regulated (Figure 2A, right plot).

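Members of the integrated stress response (Atf4) list rose in *Jag1 flox;Nfatc1-Cre* hearts: the asparagine synthetase gene *Asns* by 0.43, the amino acid transporter gene *Slc7a3* by 0.81 and the lipoprotein receptor gene *Vldlr* by 0.53 (adjusted p from 0.0401 to 0.0495, limma). The stress transcription factor genes *Ddit3* (1.03, adjusted p = 0.0176) and *Cebpb* (0.65, adjusted p = 0.0235) and the stanniocalcin gene *Stc2* (1.36, adjusted p = 0.0235) rose in *Dll4 flox;Nfatc1-Cre* hearts. Of the integrated stress response (Atf4) list, 3 of 27 genes rose and 0 fell in *Jag1* mutants (13 rose and 3 fell when adjusted over the list alone). In *Dll4* mutants, 5 of 28 rose and 0 fell (13 rose when adjusted over the list alone). This list gave adjusted p = 2.16e-05 from camera, but adjusted p = 0.335 with an estimated correlation, in *Jag1* mutants and adjusted p = 3.53e-05 from camera, but adjusted p = 0.308 with an estimated correlation, in *Dll4* mutants. Among FoxO targets, the pro-apoptotic gene *Bcl2l11* (0.41, adjusted p = 0.0401) and *Klhl24* (0.51, adjusted p = 0.0395) rose in *Jag1* mutants, and the cyclin gene *Ccng2* (0.75, adjusted p = 0.0224) in *Dll4* mutants. Of 21 FoxO targets, 3 rose and 0 fell in *Jag1* mutants (13 rose when adjusted over the list alone), with adjusted p = 0.00011 from camera, but adjusted p = 0.262 with an estimated correlation. In *Dll4* mutants, 1 rose and 0 fell (5 rose and 1 fell when adjusted over the list alone; adjusted p = 0.171 from camera, 0.0286 without mutant 1, but adjusted p = 0.326 with an estimated correlation there). *Ier3* (1.61, adjusted p = 0.00176) and *Tnfaip3* (0.85, adjusted p = 0.0213), both induced by NF-kB, rose in *Dll4* mutants. Of 18 genes of NF-kB and acute inflammation, 8 rose and 0 fell there (11 rose when adjusted over the list alone), with adjusted p = 2.29e-09 from camera, but adjusted p = 0.29 with an estimated correlation. In *Jag1* mutants, 0 of 17 passed (7 rose when adjusted over the list alone; adjusted p = 0.00188 from camera, but adjusted p = 0.238 with an estimated correlation). Of 31 interferon response genes, 5 rose and 0 fell in *Dll4* mutants (20 rose when adjusted over the list alone), and 31 had a positive log2 fold change, with adjusted p = 1.58e-12 from camera, but adjusted p = 0.315 with an estimated correlation. The interferon count was 0, 0, 3 and 0 without WT 1, 2, 3 and 4 and 0 and 3 without mutant 1 and 2. Over the list alone it was 18, 21, 20 and 18 without WT 1, 2, 3 and 4 and 0 and 23 without mutant 1 and 2. In *Jag1* mutants, 0 of 29 passed (1 rose when adjusted over the list alone; adjusted p = 0.258 from camera, 0.0301 without mutant 4, but adjusted p = 0.51 with an estimated correlation there, and 0.959 from camera, with the opposite direction, without mutant 2). Of 30 cell cycle genes, 2 fell and 0 rose in *Jag1* mutants (7 fell when adjusted over the list alone), with adjusted p = 2.2e-05 from camera, but adjusted p = 0.262 with an estimated correlation. These were *Ccne1*, a cyclin gene of S phase entry (-0.35, adjusted p = 0.0419), and *Mcm3*, which encodes a subunit of the replicative helicase (-0.19, adjusted p = 0.0498). In *Dll4* mutants, 0 of 30 passed (2 fell when adjusted over the list alone; adjusted p = 0.648 from camera, 0.018 without mutant 1, but adjusted p = 0.637 with an estimated correlation there). Of 30 Myc targets and ribosome biogenesis genes, 2 fell and 0 rose in *Jag1* mutants (13 fell when adjusted over the list alone), with adjusted p = 2.07e-07 from camera, but adjusted p = 0.214 with an estimated correlation. They were the nucleoside diphosphate kinase gene *Nme1* (-0.42, adjusted p = 0.02) and *Cad*, an enzyme gene of pyrimidine synthesis (-0.26, adjusted p = 0.039). In *Dll4* mutants, 1 rose and 0 fell (2 rose and 2 fell when adjusted over the list alone), and the set gave adjusted p = 0.0806 from camera. From camera it was 0.0245 without WT 3 and 0.0235 without mutant 1, lower in both, but adjusted p = 0.597 and 0.603 with an estimated correlation there. The immediate early genes, which respond to handling among other stimuli, held 0 calls among 12 in either genotype (5 rose in *Jag1* and 6 in *Dll4* mutants when adjusted over the list alone). Immediate early genes as a set gave adjusted p = 0.000974 from camera, but adjusted p = 0.409 with an estimated correlation, in *Jag1* mutants and adjusted p = 7.88e-05 from camera, but adjusted p = 0.383 with an estimated correlation, in *Dll4* mutants. Supplementary file 3 gives targets chosen on these samples, which are not independent evidence. Of these, 9 of 10 of ATF4, 8 of 10 of FOXO3, 11 of 12 of NFKBIA and 10 of 19 of MYC rose in *Jag1* mutants. In *Dll4* mutants, 10 of 10 of ATF4, 10 of 11 of FOXO3 and 17 of 21 of NFKBIA rose. The *Jag1* mutant stress response count was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 0, 0, 9 and 5 without mutant 1, 2, 3 and 4, and the FoxO count 2, 0, 0 and 0 without WT 1, 2, 3 and 4 and 2, 0, 7 and 7 without mutant 1, 2, 3 and 4. The *Dll4* mutant stress response count was 3, 1, 4 and 1 without WT 1, 2, 3 and 4 and 5 and 2 without mutant 1 and 2, and the NF-kB count 3, 3, 6 and 3 without WT 1, 2, 3 and 4 and 6 and 3 without mutant 1 and 2. Of the 9 *Jag1* mutant calls named, the number lost was 7, 8, 9 and 9 without WT 1, 2, 3 and 4 and 8, 8, 1 and 3 without mutant 1, 2, 3 and 4 (adjusted p up to 0.137), and of the 6 *Dll4* mutant calls 3, 5 and 5 without WT 1, 2 and 4 and 4 without mutant 2 (adjusted p up to 0.155). Without the mean-variance trend, 8 and 3 were lost (adjusted p up to 0.105 and 0.0812).

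**Figure D1:**
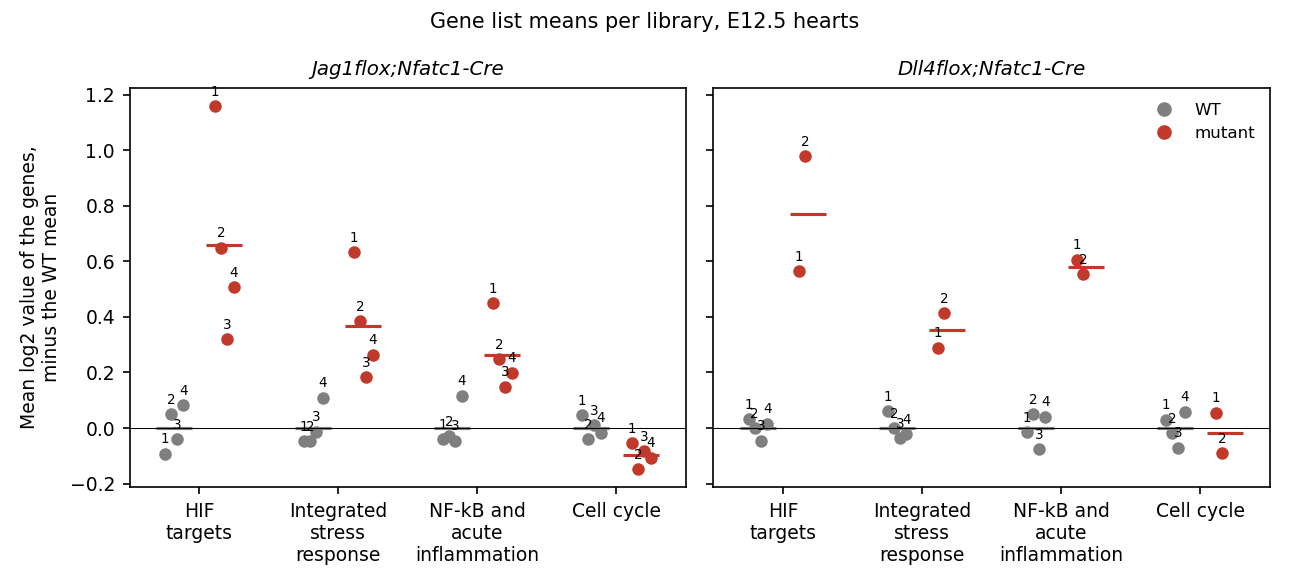
Mean log2 value of the genes of 4 lists in each E12.5 library, minus the mean of the WT libraries, for *Jag1 flox;Nfatc1-Cre* (left) and *Dll4 flox;Nfatc1-Cre* (right). Points are libraries with their replicate numbers and lines are group means; mutant 1 stands highest among the *Jag1 flox;Nfatc1-Cre* libraries for HIF targets, the integrated stress response and NF-kB.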

In situ hybridization (ISH) showed reduced expression of *HeyL* and the Notch target *Efnb2* in subepicardial vessels (Figure 2B). *Fabp4,* a member of the fatty-acid-binding protein family, was upregulated (Figure 2A). 

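*Fabp4* (ENSMUSG00000062515, chromosome 3 of GRCm38 from 10204088 to 10208576) had a normalized count of 9.02 ± 1.68 (SD, n = 4) in WT and 14.8 ± 3 (SD, n = 4) in mutant *Jag1 flox;Nfatc1-Cre* hearts. This is a log2 fold change of 0.68 (standard error 0.158, adjusted p = 0.0518) from limma. For *Dll4 flox;Nfatc1-Cre*, the count was 23.3 ± 17.5 (SD, n = 4) in WT and 82.4 ± 12.6 (SD, n = 2) in mutant hearts. The log2 fold change was 2.17 (standard error 0.66, adjusted p = 0.115), with a wide spread between the WT libraries. *Fabp4* passed in *Jag1* mutants without mutant 2 (adjusted p = 0.0468), with robust variances (0.0402), library quality weights (0.0192), the upper 75% of genes by mean (0.0415), edgeR (0.0434), DESeq2 (0.000892) and limma voom (0.0476), the last chosen after the data were seen. In *Dll4* mutants it passed with the spread shared over 5 tables (adjusted p = 0.000371). That fit pools the spread of all tables, so the wide WT spread here counts for less in it. With a block for the replicate number, *Fabp4* passed in both genotypes, though libraries of the same number were not taken as pairs.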

Fabp4 is a DLL4-NOTCH target downstream of VEGF and FOXO1 in human EC (Harjes et al., 2014), required for EC growth and branching (Elmasri et al., 2009). *Fapb4* expression was found exclusively in the atrio-ventricular groove in *Jag1^flox^;Nfatc1-Cre* hearts (Figure 2B), but extended sub-epicardially into the base of the heart in *Dll4^flox^;Nfatc1-Cre* hearts (Figure 2B). *Vegfa* expression was not globally affected in mutant hearts (Figure 2B), despite being upregulated in the RNA-seq (Figure 2A). 

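*Vegfa* (ENSMUSG00000023951, chromosome 17 of GRCm38 from 46016993 to 46032369), the main growth factor gene of endothelial sprouting, rose in both genotypes. Its normalized count was 100.5 ± 11.4 (SD, n = 4) in WT and 232 ± 99.4 (SD, n = 4) in mutant *Jag1 flox;Nfatc1-Cre* hearts. The log2 fold change was 1.11 (standard error 0.234, adjusted p = 0.0403, limma). Mutant 1, 2, 3 and 4 had 361, 252, 132 and 182, each above the WT range of 91 to 116. For *Dll4 flox;Nfatc1-Cre*, the count was 112 ± 6.7 (SD, n = 4) in WT and 271 ± 51.1 (SD, n = 2) in mutant hearts, with 235 and 307 in the mutant libraries. This is a log2 fold change of 1.26 (standard error 0.103, adjusted p = 0.00146), which passed without any 1 library. The *Jag1* mutant call was lost at adjusted p = 0.0714 without WT 1, 0.073 without WT 2, 0.127 without WT 3, 0.105 without WT 4, 0.056 without mutant 1 and 0.111 without mutant 2, and also without the mean-variance trend (0.0974) or with robust variances (0.113).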

Cell cycle-associated genes such as *Cdkn1b/*p27, a negative regulator of cell proliferation, were also upregulated in both genotypes (Figure 2A), and p27 nuclear staining was increased twofold in compact myocardium (Figure 2C,D—Source data 1, sheet 4), indicating decreased cellular proliferation. 

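*Cdkn1b* (ENSMUSG00000003031, chromosome 6 of GRCm38 from 134920401 to 134925513), which encodes an inhibitor of cyclin-dependent kinases, rose in *Jag1 flox;Nfatc1-Cre* hearts. The normalized count was 59.6 ± 3.08 (SD, n = 4) in WT and 77.7 ± 6.43 (SD, n = 4) in mutant hearts. This is a log2 fold change of 0.38 (standard error 0.0659, adjusted p = 0.0283) from limma. For *Dll4 flox;Nfatc1-Cre*, it was 72.3 ± 2.55 (SD, n = 4) in WT and 94.2 ± 19.2 (SD, n = 2) in mutant hearts, a log2 fold change of 0.36 (standard error 0.103, adjusted p = 0.101). *Cdkn1a*, a related inhibitor gene, had a log2 fold change of 0.43 in these mutants (adjusted p = 0.0939). The *Jag1* mutant call was lost at adjusted p = 0.055 without WT 2, 0.105 without WT 3, 0.0718 without WT 4 and 0.0541 without mutant 2, and without the mean-variance trend (0.0702). In *Dll4* mutants, *Cdkn1b* passed without mutant 1 (adjusted p = 0.00911), with the spread shared over 5 tables (0.0266) and with DESeq2 (0.0103), and *Cdkn1a* without mutant 1 (0.0277) and with DESeq2 (0.0196).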

*Connexin 40* (*Cx40*) and *Hey2*, which label trabecular and compact myocardium respectively, showed no alteration in their expression domains by ISH (Figure 2B; Figure 1—figure supplement 4B), suggesting that chamber patterning was normal in these mutants. Likewise, the glycolytic marker genes *Ldha* and *Pdk1* (Menendez-Montes et al., 2016) were confined, as normal, to the compact myocardium (Figure 2B; Figure 1—figure supplement 4B), indicating maintenance of ventricular chamber metabolic identity.

We examined E12.5 *Jag^1flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* mutants for evidence of hypoxia given that the gene signatures in the RNA-seq analysis suggested an ongoing hypoxic/metabolic stress response. 

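Some genes induced through hypoxia-inducible factor rose in hearts of both genotypes. Of 39 HIF targets listed, 16 rose and 0 fell in *Jag1 flox;Nfatc1-Cre* hearts (33 rose when adjusted over the list alone). As a set they gave adjusted p = 2.24e-21 from camera, but adjusted p = 0.262 with an estimated correlation. In *Dll4 flox;Nfatc1-Cre* hearts, 23 of 40 HIF targets rose and 0 fell (33 rose and 1 fell when adjusted over the list alone), with adjusted p = 3.88e-26 from camera, but adjusted p = 0.309 with an estimated correlation. In *Jag1* mutants, *Pdk1*, which limits entry of pyruvate into the mitochondrion, rose from 194 ± 9.4 (SD, n = 4) in WT to 276 ± 15.8 (SD, n = 4) normalized counts (log2 fold change 0.50, adjusted p = 0.00547, limma). The mitophagy gene *Bnip3*, the oxygen sensor gene *Egln3*, the collagen-modifying enzyme gene *Plod2* and the peptide hormone gene *Adm* rose by 0.79, 1.29, 0.74 and 1.67 (adjusted p from 0.0128 to 0.0401). In *Dll4* mutants, *Adm*, the prolyl hydroxylase gene *P4ha1* and *Ddit4*, an inhibitor of mTOR signalling, rose by 1.80, 0.77 and 1.07 (adjusted p from 0.00143 to 0.0031). *Hif1a*, which encodes the oxygen-regulated subunit of the factor, fell (-0.38, adjusted p = 0.0423). The lactate dehydrogenase gene *Ldha* had log2 fold changes of 0.18 (adjusted p = 0.175) in *Jag1* and 0.21 (adjusted p = 0.248) in *Dll4* mutants. Of 20 glycolysis genes, 1 rose and 0 fell in *Jag1* mutants (4 rose when adjusted over the list alone). Glycolysis as a set gave adjusted p = 0.0111 from camera, but adjusted p = 0.507 with an estimated correlation; without WT 1 it was 0.0767 from camera. In *Dll4* mutants, 2 of 20 rose and 0 fell (8 rose when adjusted over the list alone), and 19 had a positive log2 fold change, with adjusted p = 1.69e-07 from camera, but adjusted p = 0.366 with an estimated correlation. The glycolysis count was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 1, 0, 3 and 1 without mutant 1, 2, 3 and 4 in *Jag1* mutants, and 2, 0, 2 and 0 without WT 1, 2, 3 and 4 and 5 and 2 without mutant 1 and 2 in *Dll4* mutants. Some circadian clock genes rose in *Dll4* mutants: *Per1*, *Dbp* and *Bhlhe41* rose by 0.70, 0.86 and 1.06 (adjusted p from 0.00584 to 0.0235). Of 14 circadian clock genes, 5 rose there (7 when adjusted over the list alone), with adjusted p = 4.21e-05 from camera, but adjusted p = 0.308 with an estimated correlation. In *Jag1* mutants, 0 passed (6 rose when adjusted over the list alone; adjusted p = 5.49e-05 from camera, but adjusted p = 0.214 with an estimated correlation). The clock gene count was 2, 2, 4 and 2 without WT 1, 2, 3 and 4 and 4 and 3 without mutant 1 and 2 in *Dll4* mutants, and 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 0, 0, 2 and 4 without mutant 1, 2, 3 and 4 in *Jag1* mutants. This list was added from the study's tables and is not independent evidence. Nor are the targets of HIF1A in Supplementary file 3, of which 20 of 23 rose in *Jag1* and 24 of 31 in *Dll4* mutants. The other lists, HIF targets among them, were written after the study's tables of called genes had been seen. From the gene signatures of these libraries, the paper proposes that a hypoxic or metabolic stress response was under way, and it therefore examined the mutants for hypoxia. The count of HIF targets was 5, 6, 2 and 3 without WT 1, 2, 3 and 4 and 11, 3, 27 and 18 without mutant 1, 2, 3 and 4 in *Jag1* mutants, and 16, 7, 15 and 6 without WT 1, 2, 3 and 4 and 28 and 11 without mutant 1 and 2 in *Dll4* mutants. Of the 5 *Jag1* mutant calls named, the number lost was 2, 1, 3 and 3 without WT 1, 2, 3 and 4 and 3 without mutant 2 (adjusted p up to 0.127), and of the 7 *Dll4* mutant calls 2, 2, 1 and 2 without WT 1, 2, 3 and 4 and 2 without mutant 2 (adjusted p up to 0.202); without the mean-variance trend 3 and 2 were lost (adjusted p up to 0.0935 and 0.119).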

The hypoxic response might also explain the defect of ventricular wall growth. We performed immunohistochemical detection of pimonidazole on E12.5 *Jag1f^lox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* heart sections (Figure 2—figure supplement 1). Pimonidazole hydrochloride (Hypoxyprobe) immunostaining for hypoxic tissues was detected most intensely in cells lying within the ventricular septum and atrio-ventricular (AV) groove in the subepicardial area where the primitive coronary endothelium emerges to cover the myocardium (Figure 2—figure supplement 1Ai, arrowheads). Immunostaining for Glut1 (*Slc2a1*), a direct HIF1 target, showed myocardial expression partially overlapping with hypoxyprobe distribution (Figure 2—figure supplement 1Aii). There was no Glut1 immunostaining in the subepicardial mesenchyme zone (Figure 2—figure supplement 1Aii). We found no difference in the intensities of hydroxyprobe or Glut1 staining in either the ventricular free wall, or in the ventricular septum in *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* hearts (Figure 2—figure supplement 1). There was no obvious change in hydroxyprobe immunostaining of endothelial cells emerging at the AV groove either (Figure 2—figure supplement 1Ai-Ci). These results indicate that *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* mutant hearts are not overtly hypoxic at E12.5, suggesting that the hypoxic/metabolic stress gene signatures may be due to a cell autonomous defect of endocardial/endothelial cells.

### Defective coronary remodeling and maturation in endothelial *Jag1* or *Dll4* mutants

We next examined the requirements of endothelial Jag1 and Dll4 for coronary vessel remodeling and maturation. To circumvent the early lethality of *Jag1^flox^*- o*r Dll4^flox^;Nfatc1-Cre* mutants, we crossed *Jag1^flox^* and *Dll4^flox^* mice with the vascular endothelium-specific *Pdgfb-iCre^ERT2^* transgenic mice (Wang et al., 2010) to obtain the corresponding tamoxifen-inducible lines. Tamoxifen-induced *Jag1* deletion at E12.5 resulted in 68% reduction in *Jag1* expression (Figure 3—figure supplement 1A,C—Source data 1, sheet 5) and a complete absence of arteries at E15.5, whereas the veins appeared unaffected (Figure 3A,C—Source data 1, sheet 6). We measured NOTCH pathway activity by carrying out a N1ICD staining that showed a 50% increase in endothelial N1ICD (Figure 3B,C—Source data 1, sheet 6), consistent with Jag1 acting as an inhibitory Notch ligand. Next, we examined perivascular coverage of the *Jag1^flox^;Pdgfb-iCre^ERT2^* endothelial coronary tree. We used α-smooth muscle actin (αSMA) and Notch3 to measure the extent of coronary vessel smooth muscle cell differentiation and pericyte coverage, respectively (Volz et al., 2015). We found that the proportion of αSMA- and Notch3-positive cells was significantly reduced in E15.5 *Jag1^flox^;Pdgfb-iCre^ERT2^* coronary arteries (Figure 3B,C—Source data 1, sheet 6) reflecting the lack of differentiation of perivascular cells. Although αSMA is a commonly used marker of vascular smooth muscle cells, it is expressed more broadly in mesenchymal cells and cardiomyocytes throughout the embryonic heart prior to E16.5. To evaluate smooth muscle differentiation more specifically in E15.5 hearts, we used SM22a (Figure 3—figure supplement 2A,B). After co-staining with Notch3, we found that the proportion of SM22a and Notch3-positive cells in the *Jag1^flox^;Pdgfb-iCre^ERT2^* mutants was significantly reduced (Figure 3—figure supplement 2A,B,E—Source data 1, sheet 7), confirming that pericytes fail to properly differentiate into smooth muscle.

**Figure 3.**
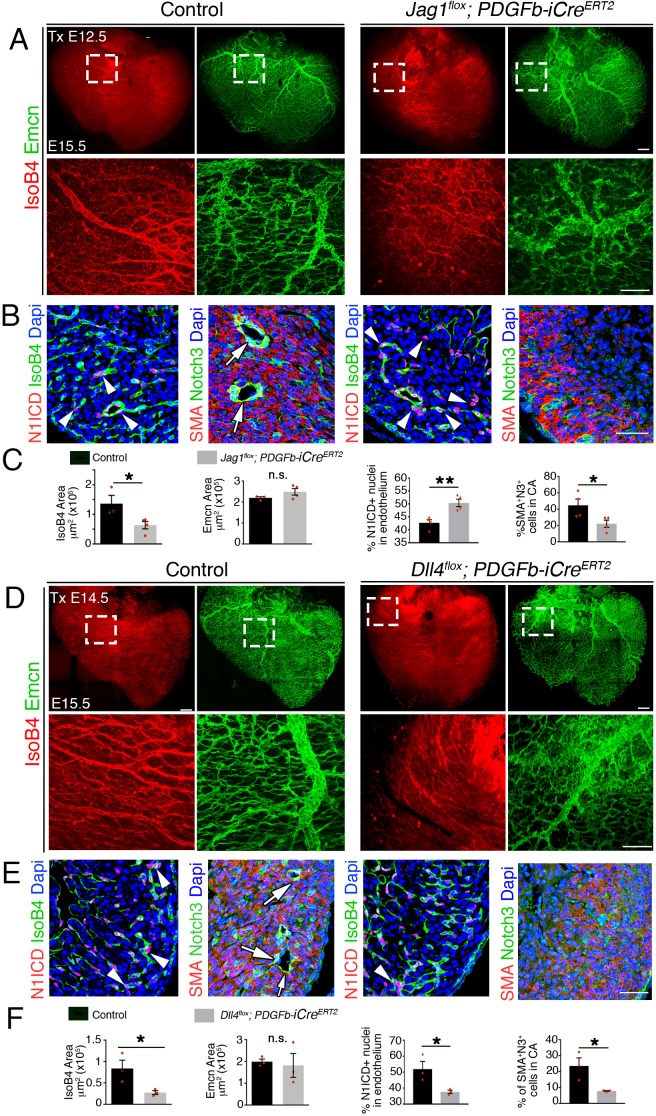
Late endothelial Jag1 or Dll4 inactivation disrupts coronary plexus remodeling. (**A**) Dorsal view of whole-mount immunochemistry for IsoB4 (red), labelling arteries and Emcn (green), labeling veins and capillaries, in E15.5 control and *Jag1^flox^;Pdgfb-iCre^ERT2^* mutant hearts, tamoxifen (Tx)-induced at E12.5. Scale bars, 100 μm. (**B**) E15.5 control and *Jag1^flox^;Pdgfb-iCre^ERT2^* mutant heart sections. Left, Immunostaining for N1ICD (red) and IsoB4 (green). Right, α-smooth-muscle actin (SMA, red) and Notch3 (green). Dapi counterstain (blue). Arrowheads point to N1ICD-positive nuclei. Arrows point to αSMA-Notch3 co-immunostaining. Scale bars, 100 μm. (**C**) Quantified data from E15.5 control and *Jag1^flox^;Pdgfb-iCre^ERT2^* hearts: area of coverage by coronary arteries (IsoB4-positive vessels) and veins (Emcn-positive vessels); Data are mean ± s.d. (n = 3 control embryos and 4 mutant embryos. N1ICD-positive nuclei as a percentage of total endothelial nuclei; and SMA-Notch3 co-immunostaining in coronary arteries. Data are mean ± s.d. (n = 3 sections from 4 control embryos and from 4 mutant embryos. (**D**) Whole-mount dorsal view of immunohistochemistry for Emcn (green) and IsoB4 (red) in E15.5 control and *Dll4^flox^;Pdgfb-iCre^ERT2^* mutant hearts. Tx-induced at E14.5. (**E**) Left, immunohistochemistry for N1ICD (red) and IsoB4 (green); right, immunohistochemistry for SMA (red) and Notch3 (green) on control E15.5 WT and *Dll4^flox^;Pdgfb-iCre^ERT2^* mutant heart sections. Dapi counterstain (blue). Arrowheads indicate N1ICD-positive nuclei. Arrows point to SMA-Notch3 co-immunostaining. Scale bars, 100 μm. Microscopes: Nikon A1-R, Leica SP5. Softwares: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits (Nikon); LAS-AF 2.7.3. build 9723 (Leica). Objectives: Plan Apo VC 20x/0.75 DIC N2 dry; Plan Fluor 40x/1.3 Oil DIC H N2 Oil (Nikon); HCX PL APO CS 10 × 0.4 dry. HCX PL APO lambda blue 20 × 0.7 multi-immersion (Leica). (**F**) Quantified data from E15.5 control and *Dll4^flox^;Pdgfb-iCre^ERT2^* hearts: area covered by coronary arteries (IsoB4-positive vessels); area covered by veins (Emcn-positive vessels); percentage of N1ICD-positive nuclei in endothelium as a percentage (%) of total nuclei; and SMA-Notch3 co-immunostaining in coronary arteries. Data are mean ± s.d. (n = 3 sections from 3 control embryos and from three mutant embryos). *p<0.05, **p<0.01, by Student’s t-test; n.s., not significant. Scale bars, 100 μm.

**Figure 3—figure supplement 1.**
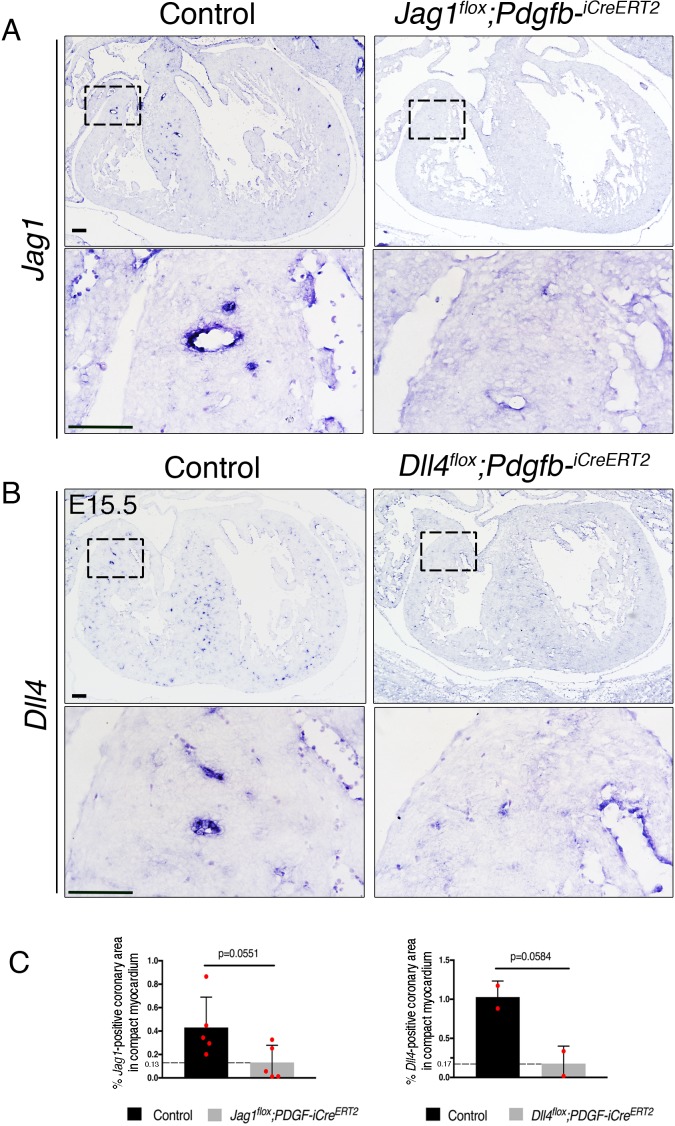
Efficient tamoxifen-induced endothelial deletion of *Jag1* and *Dll4* using *Pdgfb-^iCreERT2^* driver line. (**A**) ISH of *Jag1* on sections of E15.5 control and *Jag1^flox^;Pdgfb-^iCreERT2^* embryo hearts tamoxifen-induced at E12.5. (**B**) ISH of *Dll4* on sections of E15.5 control and *Dll4^flox^;Pdgfb-^iCreERT2^* hearts tamoxifen-induced at E14.4. (**C**) Quantified data of ISH staining as percentage of *Dll4-* or *Jag1*-positive coronary artery area in compact myocardium of E15.5 control, *Jag1^flox^;Pdgfb-^iCreERT2^* and *Dll4^flox^;Pdgfb-^iCreERT2^* tamoxifen-induced at E12.5 and E14.5, respectively. A Student’s t test was applied. n = 2 for control and *Dll4^flox^;Pdgfb-^iCreERT2^* hearts, and n = 5 for control and *Jag1^flox^;Pdgfb-^iCreERT2^* hearts. Scale bar, 100 μm.

**Figure 3—figure supplement 2.**
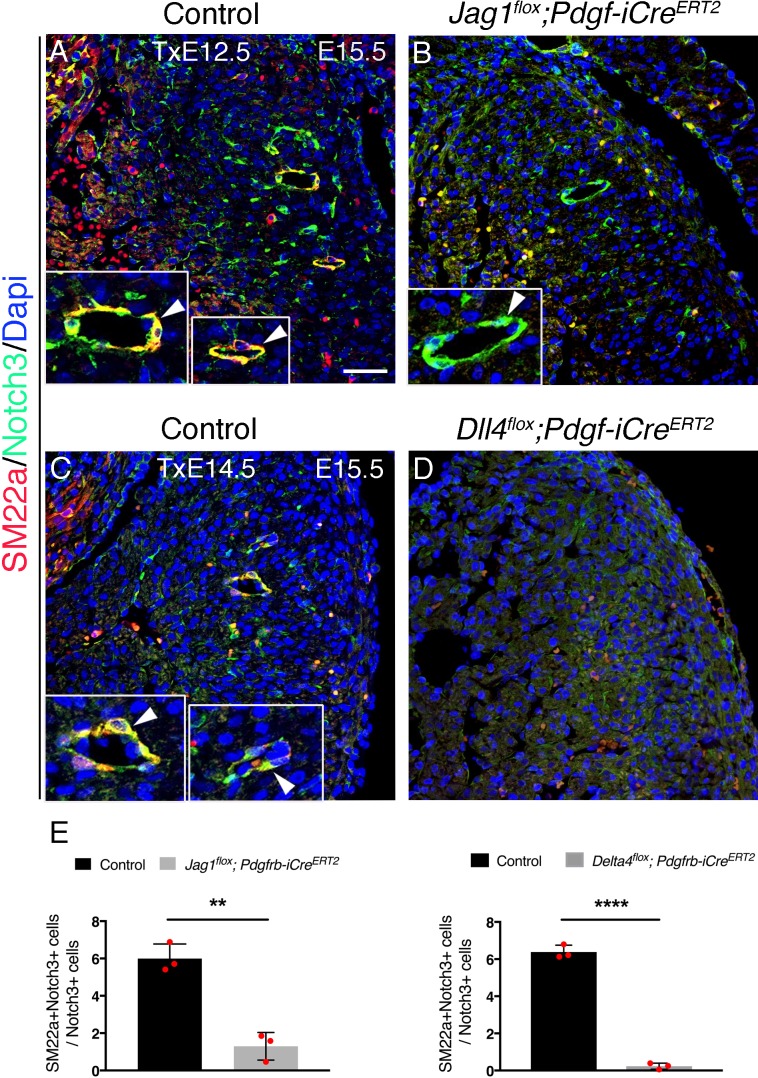
Induced endothelial *Jag1* or *Dll4* deletion disrupts coronary smooth muscle cell differentiation. (**A**) Immunofluorescence for SM22a (red) and Notch3 (green) on sections of E15.5 control, and *Jag1^flox^;Pdgfb-^iCreERT2^* and *Dll4^flox^;Pdgfb-^iCreERT2^* mutants tamoxifen-induced at E12.5 and E14.5 respectively. Dapi counterstain (blue). Inserts, magnification of larger coronary arteries. Arrowheads point to larger arteries that are both SM22a and Notch3-positive in control and SM22a-negative/Notch3-positive in the *Jag1^flox^;Pdgfb-^iCreERT2^* mutant. Coronaries are altogether absent in the *Dll4^flox^;Pdgfb-^iCreERT2^* mutant. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**B**) Quantified data from E15.5 control, and *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc-Cre* mutants. Data are mean of ± s.d. (n = 3 controls and three mutants). **p<0.01, ****p<0.0001 by Student's t-test. Scale bar, 100 µm.

**Figure 3—figure supplement 3.**
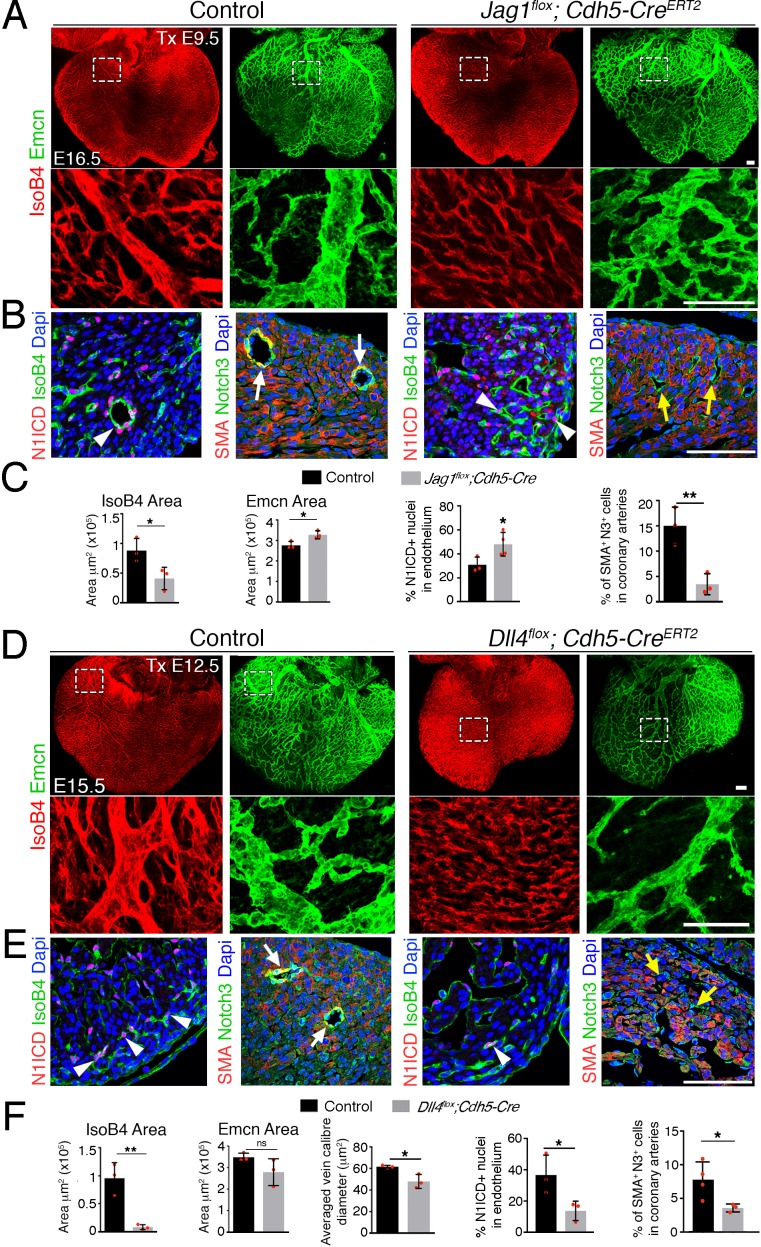
Late endothelial *Jag1* or *Dll4* inactivation disrupts coronary plexus remodeling. (**A**) Dorsal view of whole-mount immunochemistry for IsoB4 (red), labeling arteries and Emcn (green), labeling veins and capillaries, in E16.5 control and *Jag1^flox^;Cdh5-Cre^ERT2^* mutant hearts, tamoxifen (Tx)-induced at E9.5. Scale bars, 100 μm. (**B**) E16.5 control and *Jag1^flox^;Cdh5-Cre^ERT2^* mutant heart sections. Left, Immunostaining for N1ICD (red) and IsoB4 (green). Right, α-smooth-muscle actin (SMA, red) and Notch3 (green). Dapi counterstain (blue). Arrowheads point to N1ICD-positive nuclei. Arrows point to SMA-Notch3 co- immunostaining. Yellow arrows point to small calibre intramyocardial vessels in Jag1 mutant. (**C**) Quantified data from E15.5 control and *Jag1^flox^;Cdh5-Cre^ERT2^* hearts: area of coverage by coronary arteries (IsoB4-positive vessels) and veins (Emcn-positive vessels). Data are mean ± s.d. (n = 3 control embryos and 3 mutant embryos); N1ICD-positive nuclei as a percentage of total endothelial nuclei Data are mean ± s.d. (n = 3 sections from 3 control embryos and 4 mutant embryos); and SMA-Notch3 co-immunostaining in coronary arteries. Data are mean ± s.d. (n = 3 sections from 3 control embryos and 3 mutant embryos). (**D**) Whole-mount dorsal view of immunohistochemistry IsoB4 (red), labeling arteries and Emcn (green), labeling veins and capillaries, in E15.5 control and *Dll4^flox^;Cdh5-Cre^ERT2^* mutant hearts Tx-induced at E12.5. (**E**) Immunohistochemistry on the left for N1ICD (red) and IsoB4 (green), and on the right for SMA (red) and Notch3 (green) on control E15.5 WT and *Dll4^flox^;Cdh5-Cre^ERT2^* mutant heart sections. Dapi counterstain (blue). Arrowheads indicate N1ICD-positive nuclei. Arrows point to SMA-Notch3 co- immunostaining. Yellow arrows point to small calibre intramyocardial vessels in the Dll4 mutant. Scale bars as in (**A**). (**F**) Quantified data from E16.5 control and *Dll4^flox^;Cdh5-Cre^ERT2^* hearts: area covered by coronary arteries (IsoB4-positive vessels); area covered by veins (Emcn-positive vessels); mean vein caliber Data are mean ± s.d. (n = 3 control embryos and 3 mutant embryos); percentage of N1ICD-positive nuclei in endothelium as a percentage (%) of total nuclei; and SMA-Notch3 co- immunostaining in coronary arteries. Data are mean ± s.d. (n = 3 sections from 3Control embryos and from 3 to 4 mutant embryos). *p<0.05, **p<0.01, by Student’s t-test; n.s., not significant. Scale bars, 100 μm. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil.

**Figure 3—figure supplement 4.**
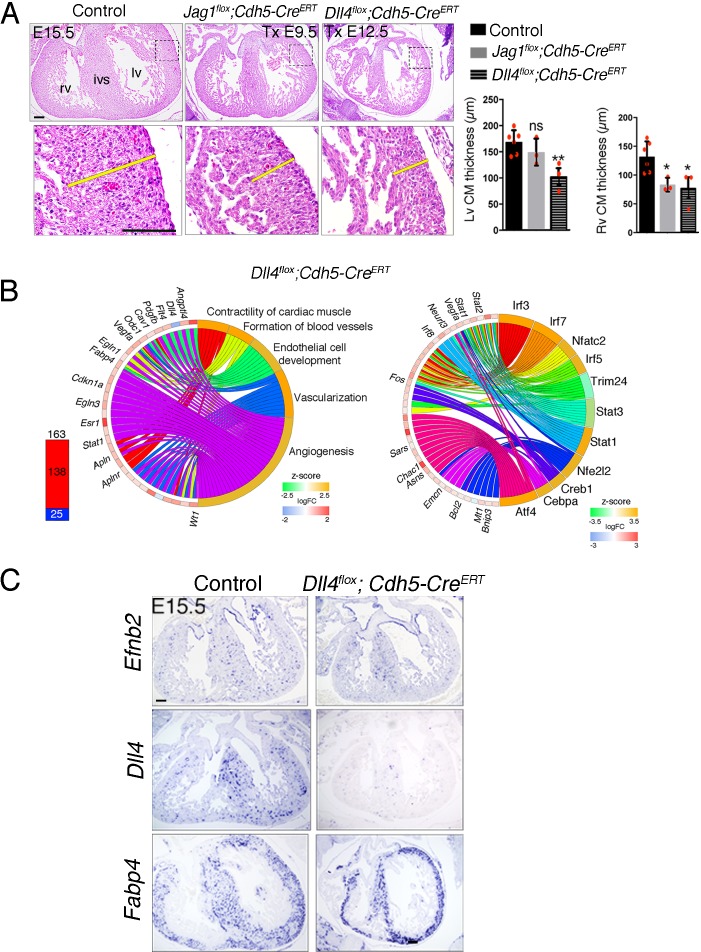
Induced endothelial *Jag1* or *Dll4* deletion disrupts myocardial growth. (**A**) H & E staining of transverse sections of E15.5 hearts from control mice, *Jag1^flox^;Cdh5-Cre^ERT2^* mice tamoxifen (Tx)-induced at E9.5 and *Dll4^flox^;Cdh5-Cre^ERT2^* mice Tx-induced at E12.5. Yellow bars indicate compact myocardium (CM) thickness. Charts show CM thickness in the left ventricle (lv) and right ventricle (rv). ivs, interventricular septum. Data are mean ± s.d. (n = 6 control embryos and 3 mutant embryos). *p<0.05, **p<0.01, 01 by one-way ANOVA with the Dunnett multiple comparison tests; n.s., not significant. (**B**) Transcriptome profiling of *Dll4^flox^;Cdh5-Cre^ERT^* hearts at E15.5. Left, total number of differentially expressed genes identified by RNA-seq (BH adjusted p<0.05; abs(logFC)>0.5) in E15.5 *Dll4^flox^;Cdh5-Cre^ERT^* hearts. Numbers indicate upregulated genes (red) and downregulated genes (blue). Right, circular plot showing representative differentially expressed genes associated to selected IPA functions belonging to the Cardiovascular System Development and Function category. Activation z-score scale: green repression; orange, activation; white, unchanged. LogFC scale: red, upregulated; blue, downregulated; white, unchanged. Right, circular plot showing representative differentially expressed genes depending of selected upstream regulators. Colour codes for z-score and logFC scale as in Left . (**C**) Induced *Dll4* deletion disrupts arterial differentiation. ISH for the arterial markers *Efnb2, Dll4*, and *Fabp4* on E15.5 heart sections from control and *Dll4^flox^;Cdh5-Cre*^ERT^mice tamoxifen-induced at E12.5. Scale bars, 100 μm.

To examine Dll4 function in coronary artery formation, we crossed *Dll4^fllox^* mice with *Pdgfb-iCre^ERT2^* to obtain *Dll4^flox^;Pdgfb-iCre^ERT2^* mice. Tamoxifen-induced *Dll4* deletion from E12.5 or E13.5, resulted in embryonic lethality at E15.5, confirming that embryo survival is highly sensitive to reduction in endothelial *Dll4* expression. However, induction at E14.5 resulted in a 82% reduction in *Dll4* expression (Figure 3—figure supplement 1B,C—Source data 1, sheet 5) and a complete absence of arteries at E15.5, whereas veins were unaffected (Figure 3D,F—Source data 1, sheet 6). Endothelial N1ICD staining was decreased by 60% compared with controls (Figure 3E,F—Source data 1, sheet 6), consistent with Dll4 activating Notch1 during angiogenesis. Furthermore, *Dll4^flox^;Pdgfb-iCre^ERT2^* mutants had deficient perivascular cell coverage as indicated by decreased αSMA- and Notch3-positive cells (Figure 3E,F—Source data 1, sheet 6). This was confirmed by co-immunostaining with SM22a and Notch3 demonstrating near complete absence of smooth muscle differentiation in *Dll4^flox^;Pdgfb-iCre^ERT2^* mutants (Figure 3—figure supplement 2C,D,E—Source data 1, sheet 7).

### Endocardium/endothelial Notch ligand inactivation impairs coronary artery formation and ventricular growth

To confirm endothelial Jag1 requirement for coronary arterial formation, we crossed *Jag1^flox^* mice with *Cdh5-Cre^ERT2^* driver line (Wang et al., 2010) to obtain homozygous *Jag1^flox^;Cdh5^CreERT2^* mice. Tamoxifen-induced *Jag1* inactivation from E9.5 onwards (Figure 3—figure supplement 3A) resulted in reduced coronary artery coverage and marginally increased vein coverage (Figure 3—figure supplement 3A,C—Source data 1, sheet 8). N1ICD staining in the endothelium was increased (Figure 3—figure supplement 3B,C—Source data 1, sheet 8), reflecting Jag1 inhibitory Notch function during angiogenesis. Furthermore, *Jag1^flox^;Cdh5^CreERT2^* mutant heart coronaries had decreased perivascular cell coverage, as indicated by the reduced proportion of αSMA- and Notch3-positive cells (Figure 3—figure supplement 3B,C—Source data 1, sheet 8).

To confirm Dll4 requirement for coronary arterial formation and circumvent the lethality resulting from E12.5 tamoxifen administration in *Dll4^flox^;Pdgfb-iCre^ERT2^* mice, we crossed *Dll4^flox^* mice with *Cdh5-Cre^ERT2^* driver line (Wang et al., 2010) to obtain homozygous *Dll4^flox^;Cdh5-Cre^ERT2^* mice (Figure 3—figure supplement 3D). Tamoxifen induction at E12.5 resulted in the reduction of coronary arterial coverage, unchanged vein coverage but reduced vein caliber (Figure 3—figure supplement 3D,F—Source data 1, sheet 8). N1ICD staining in the endothelium was decreased by 60% compared with controls (Figure 3—figure supplement 3E,F—Source data 1, sheet 8), likely due to reduced EC contribution to the arteries. Furthermore, *Dll4^flox^;Cdh5-Cre^ERT2^* mutant heart coronaries had decreased perivascular cell coverage as indicated by the reduced proportion of αSMA- and Notch3-positive cells (Figure 3—figure supplement 3E,F—Source data 1, sheet 8). The impact of impaired coronary vessel formation in endothelial *Jag1*- or *Dll4-* mutants was also indicated by their diminished ventricular wall thickness (Figure 3—figure supplement 4A—Source data 1, sheet 9).

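*Dll4* was at 30.9%, 79% and 36.3% of its WT mean in mutant 2, 3 and 4 of the *Dll4 flox;Cdh5-Cre ERT2* ventricles, so mutant 3 stood apart. Its normalized count was 26.2 ± 2.51 (SD, n = 4) in WT and 12.8 ± 6.91 (SD, n = 3) in mutant ventricles. This is a log2 fold change of -1.12 (standard error 0.24, adjusted p = 0.0507) from limma. Without mutant 3, the log2 fold change of *Dll4* was -1.52 (standard error 0.118, adjusted p = 0.000129). RNA-seq libraries came from ventricles at E15.5, each from a pool of 3 embryos, with 3 mutant and 4 WT libraries. Counts per library were 8262124 to 12539286 (median 10310816) in mutants and 10622477 to 14774561 (median 11294303) in WT. Mitochondrially encoded transcripts took 5.6% to 6.55% of the counts in mutants and 6.56% to 7.41% in WT. Of 13 mitochondrially encoded genes, 0 passed over all genes tested and 3 fell when adjusted over the list alone (adjusted p = 2.49e-06 from camera, but adjusted p = 0.292 with an estimated correlation). The values were made and tested as for the hearts at E12.5, again on the log2(value + 0.5) scale, over 13897 genes. *Dll4* also passed with library quality weights (adjusted p = 0.00288), the upper 75% of genes by mean (0.0441), a pseudocount of 1 (0.049), the spread shared over 5 tables (0.000127) and limma voom (0.0265), the last chosen after the data were seen. A block for the replicate number gave a call of *Dll4* too, though libraries of the same number were not taken as pairs.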

To examine the effect of endothelial *Dll4* deletion on cardiac gene expression, we performed RNA-seq on E15.5 *Dll4^flox^;Cdh5-Cre^ERT2^* mutant ventricles. Therefore of 163 DEGs, 138 were upregulated, while 25 were downregulated (Figure 3—figure supplement 4B and Supplementary file 2, sheet 3). 

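*Aqp4*, a water channel gene, fell from 39.7 ± 1.79 (SD, n = 4) in WT to 23.6 ± 1.36 (SD, n = 3) normalized counts in *Dll4 flox;Cdh5-Cre ERT2* ventricles (log2 fold change -0.74, adjusted p = 0.00319, limma). The calcium channel subunit gene *Cacng6* (-1.05, adjusted p = 0.0179) and the kinase anchor gene *Sphkap* (-0.63, adjusted p = 0.0179) fell as well. Of the integrated stress response (Atf4) list, *Chac1*, which encodes a glutathione-degrading enzyme, rose by 2.00, *Slc7a3* by 1.94, the pseudokinase gene *Trib3* by 1.67, *Asns* by 1.07 and *Mthfd2*, an enzyme gene of mitochondrial folate metabolism, by 0.89 (adjusted p from 0.00896 to 0.0179). Of its 28 genes, 10 rose and 0 fell (18 rose when adjusted over the list alone), with adjusted p = 1.42e-18 from camera, but adjusted p = 0.174 with an estimated correlation. Of 12 ATF4 targets in Supplementary file 3, chosen on these samples and so not independent evidence, 12 rose. The metallothionein genes *Mt1* (0.71, adjusted p = 0.0162) and *Mt2* (1.15, adjusted p = 0.0157) rose. They are 2 of 3 metallothioneins on a list that is not independent evidence either (2 when adjusted over the list alone; adjusted p = 5.13e-05 from camera, but adjusted p = 0.174 with an estimated correlation). In all, 131 genes rose and 29 fell at an adjusted p under 0.05, with 1975 at an unadjusted p under 0.05. At both stages, 36 genes rose in *Dll4* mutants where independence would give 1.8 (Fisher's exact test over 13536 genes, which are not independent replicates, p = 2.03e-37). The 1 gene that fell at both stages was *Cdkn1c*, chosen after its values were seen, where independence would give 0.227 (Fisher's exact test, p = 0.204). The total was 51, 50, 11 and 73 genes without WT 1, 2, 3 and 4, and 6 and 574 without mutant 2 and 3, and other settings called from 4 to 791. The stress response count was 7, 7, 1 and 8 without WT 1, 2, 3 and 4 and 1, 13 and 9 without mutant 2, 3 and 4. The metallothionein count was 2, 2, 0 and 2 without WT 1, 2, 3 and 4 and 0, 2 and 2 without mutant 2, 3 and 4. Of the 10 calls named, the number lost was 2, 3 and 7 without WT 1, 2 and 3 and 8 without mutant 2 (adjusted p up to 0.127), and it was 9 without the mean-variance trend (up to 0.0973), which left that of *Aqp4*.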

As expected, *Dll4* was downregulated, while *Vegfa* was upregulated, suggesting cardiac hypoxia (Figure 3—figure supplement 4B—Supplementary file 2, sheet 3). 

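*Vegfa* rose in *Dll4 flox;Cdh5-Cre ERT2* ventricles, to 309, 208 and 278 normalized counts in mutant 2, 3 and 4 against 138 to 151 in WT. Its means were 145 ± 6.64 (SD, n = 4) in WT and 265 ± 52 (SD, n = 3) in mutant ventricles. The log2 fold change was 0.85 (standard error 0.111, adjusted p = 0.0157, limma). *Dll4* missed the threshold with all libraries and passed without mutant 3, which kept more of it than the other mutant libraries. Of 39 HIF targets, 12 rose and 0 fell (30 rose and 1 fell when adjusted over the list alone), with adjusted p = 1.16e-22 from camera, but adjusted p = 0.174 with an estimated correlation. Among them, *Egln3* and *P4ha2* rose by 0.86 and 0.64, and *Angptl4*, an inhibitor of lipoprotein lipase, by 0.78 (adjusted p from 0.0175 to 0.0362). The glucose transporter gene *Slc2a1* had a log2 fold change of 0.56 (adjusted p = 0.0525). The gene model *Gm14207*, which overlaps the start of *Dll4*, rose (1.31, adjusted p = 0.0213), and *Chac1*, which rose as well, lies next to *Dll4*, so both sit beside the floxed locus. Of 20 glycolysis genes, 2 rose and 0 fell (10 rose when adjusted over the list alone), with adjusted p = 2.67e-07 from camera, but adjusted p = 0.238 with an estimated correlation. Beside the fall of *Dll4*, the paper reports the rise of *Vegfa* and proposes cardiac hypoxia. The count of HIF targets was 4, 3, 2 and 8 without WT 1, 2, 3 and 4 and 0, 22 and 6 without mutant 2, 3 and 4. The glycolysis count was 1, 0, 0 and 1 without WT 1, 2, 3 and 4 and 0, 5 and 1 without mutant 2, 3 and 4. Of the 5 calls named, the number lost was 2, 4 and 3 without WT 1, 2 and 3 and 5 and 2 without mutant 2 and 4 (adjusted p up to 0.223); all 5 were lost without the mean-variance trend (up to 0.139) and that of *Egln3* with robust variances (0.129). *Slc2a1* passed without mutant 3 (adjusted p = 0.00291), with library quality weights (0.00589), the upper 75% of genes by mean (0.0461), edgeR (0.0451) and DESeq2 (0.000338).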

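*Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727), which encodes a kinase inhibitor that arrests the cell cycle, rose in *Dll4 flox;Cdh5-Cre ERT2* ventricles. The normalized count was 28 ± 3.99 (SD, n = 4) in WT and 44.2 ± 5.49 (SD, n = 3) in mutant ventricles, a log2 fold change of 0.65 (standard error 0.117, adjusted p = 0.0254) from limma. *Cdkn1b* had a log2 fold change of -0.04 (adjusted p = 0.853). Of 30 genes of the cell cycle (S, G2 and M), 0 passed, also when adjusted over the list alone (adjusted p = 0.0981 from camera). Without mutant 3, 2 of them fell, and the set gave adjusted p = 0.02 from camera, but adjusted p = 0.124 with an estimated correlation. Of 21 FoxO targets, 17 had a negative log2 fold change, with 0 calls, also when adjusted over the list alone (adjusted p = 0.0203 from camera, but adjusted p = 0.476 with an estimated correlation). From camera it was 0.0735, 0.266 and 0.0585 without WT 4, mutant 2 and mutant 3. Of 30 Myc targets and ribosome biogenesis genes, 2 rose, *Fbl* and *Odc1*, and 0 fell (2 rose when adjusted over the list alone). Myc targets and ribosome biogenesis as a set gave adjusted p = 3.36e-05 from camera, but adjusted p = 0.27 with an estimated correlation. The count of Myc targets was 0, 0, 0 and 0 without WT 1, 2, 3 and 4 and 0, 3 and 2 without mutant 2, 3 and 4. The call of *Cdkn1a* was lost at adjusted p = 0.0671 without WT 1, 0.0837 without WT 3, 0.058 without WT 4 and 0.17 without mutant 2, and at 0.109 without the mean-variance trend.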

*Cdkn1a/*p21 was upregulated, indicating impaired cell proliferation (Figure 3—figure supplement 4B—Supplementary file 2, sheet 3). IPA identified strong upregulation of endothelial cell functions (Figure 3—figure supplement 4B and Supplementary file 3), whereas analysis of upstream regulators identified an enrichment for transcriptional activators associated with innate inflammatory responses (Irfs and Stats), suggesting defective vascular integrity. 

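Some endothelial genes rose in *Dll4 flox;Cdh5-Cre ERT2* ventricles. *Fabp4*, a fatty acid carrier gene of capillary endothelium, rose from 181 ± 19 (SD, n = 4) in WT to 298 ± 43.1 (SD, n = 3) normalized counts (log2 fold change 0.71, adjusted p = 0.0162, limma). *Kcne3* (1.59, adjusted p = 0.0179) and *Pdgfb* (0.64, adjusted p = 0.0179) rose with it. The secreted endothelial factor gene *Egfl7* (0.59, adjusted p = 0.0157), the adhesion gene *Icam2* (0.50, adjusted p = 0.0162) and the transcription factor gene *Erg* (0.50, adjusted p = 0.0258) were higher. So were the venous receptor genes *Aplnr* (0.45, adjusted p = 0.0258) and *Flt4* (0.65, adjusted p = 0.0179). Of 25 pan-endothelial genes, 6 rose and 0 fell (18 rose and 1 fell when adjusted over the list alone), with adjusted p = 7.19e-16 from camera, but adjusted p = 0.174 with an estimated correlation. Of 17 genes of capillary and tip cells, 8 rose and 0 fell (11 rose when adjusted over the list alone), with adjusted p = 1.19e-12 from camera, but adjusted p = 0.174 with an estimated correlation. Of 7 genes of venous endothelium, 3 rose and 0 fell (4 rose when adjusted over the list alone), with adjusted p = 0.000426 from camera, but adjusted p = 0.211 with an estimated correlation. Of 20 genes of arterial endothelium, 0 passed (2 rose and 3 fell when adjusted over the list alone; adjusted p = 0.262 from camera, 0.0491 without WT 2, but adjusted p = 0.256 with an estimated correlation there). That list holds the deleted gene. Without *Dll4*, the 19 others gave adjusted p = 0.498 from camera and 0.137 without WT 2, in a test chosen after the data were seen. Of 10 endocardium genes, 2 had a positive log2 fold change and 0 passed, also when adjusted over the list alone (adjusted p = 0.0823 from camera). From camera, endocardium was 0.0214 without WT 2 and 0.00787 without mutant 4, lower in both, but adjusted p = 0.353 and 0.437 with an estimated correlation there. The arterial connexin gene *Gja5* had a log2 fold change of -0.38 (adjusted p = 0.173). Of 25 angiogenic ligands and receptors, 4 rose and 0 fell (10 rose and 3 fell when adjusted over the list alone). Angiogenic ligands and receptors as a set gave adjusted p = 0.00257 from camera, but adjusted p = 0.449 with an estimated correlation; without mutant 4 it was 0.202 from camera. Interferon-induced genes rose too: the antiviral gene *Rsad2* by 1.76, *Oasl2* by 1.41, *Ifitm3* by 1.11 and *Irf8*, a transcription factor gene of myeloid cells, by 0.47 (adjusted p from 0.0157 to 0.0402). *Stat2* had a log2 fold change of 0.39 (adjusted p = 0.0556). Of 33 genes of the interferon response, 17 rose and 0 fell (30 rose when adjusted over the list alone), with adjusted p = 5.62e-29 from camera, but adjusted p = 0.174 with an estimated correlation. Of 12 macrophage genes, 0 passed and 6 rose when adjusted over the list alone (adjusted p = 1.95e-05 from camera, but adjusted p = 0.27 with an estimated correlation). Of 18 genes of NF-kB and acute inflammation, 1 rose, *Maff* (8 when adjusted over the list alone; adjusted p = 2.71e-06 from camera, but adjusted p = 0.182 with an estimated correlation). Of 11 immediate early genes, 1 rose and 0 fell (2 rose when adjusted over the list alone), with adjusted p = 0.000153 from camera, but adjusted p = 0.174 with an estimated correlation. Of 4 neutrophil and myeloid genes, 4 had a positive log2 fold change, with 0 calls and 2 that rose when adjusted over the list alone (adjusted p = 0.0225 from camera, but adjusted p = 0.449 with an estimated correlation). From camera it was 0.0994, 0.0671 and 0.0636 without WT 3, WT 4 and mutant 2. Of 10 genes of fibroblasts and cushion mesenchyme, 9 had a negative log2 fold change, with 0 calls, also when adjusted over the list alone (adjusted p = 0.0411 from camera, but adjusted p = 0.449 with an estimated correlation). From camera it was 0.0604, 0.0704 and 0.13 without WT 1, 3 and 4 and 0.285 and 0.0687 without mutant 2 and 3. Of 10 genes of atrium and sinus venosus, 9 had a negative one, and 1 rose and 0 fell (1 rose and 2 fell when adjusted over the list alone), with adjusted p = 0.0247 from camera, but adjusted p = 0.27 with an estimated correlation. From camera it was 0.0905 without WT 3 and 0.0857 and 0.0718 without mutant 3 and 4. Among targets in Supplementary file 3, chosen on these samples and so not independent evidence, 10 of 11 of IRF3, 9 of 10 of IRF7 and 5 of 6 of IRF5 rose. Of its genes of angiogenesis and endothelial cell development, 26 of 30 and 8 of 9 rose. From the innate inflammatory regulators, the paper proposes defective vascular integrity. The interferon response count was 4, 3, 0 and 5 without WT 1, 2, 3 and 4 and 0, 28 and 5 without mutant 2, 3 and 4, and the pan-endothelial count 2, 3, 0 and 3 without WT 1, 2, 3 and 4 and 0, 14 and 5 without mutant 2, 3 and 4. The count of capillary and tip cells genes was 4, 2, 0 and 4 without WT 1, 2, 3 and 4 and 0, 11 and 6 without mutant 2, 3 and 4. The venous count was 1, 0, 0 and 3 without WT 1, 2, 3 and 4 and 0, 4 and 3 without mutant 2, 3 and 4. The immediate early count was 0, 1, 0 and 0 without WT 1, 2, 3 and 4 and 0, 2 and 0 without mutant 2, 3 and 4. The NF-kB count was 0, 1, 0 and 0 without WT 1, 2, 3 and 4 and 0, 5 and 0 without mutant 2, 3 and 4. The count of atrium genes that rose was 1, 1, 0 and 1 without WT 1, 2, 3 and 4 and 0, 1 and 1 without mutant 2, 3 and 4. Of the 12 calls named, the number lost was 4, 5, 12 and 3 without WT 1, 2, 3 and 4 and 12 and 3 without mutant 2 and 4 (adjusted p up to 0.174); 12 were lost without the mean-variance trend (up to 0.115), and those of *Fabp4* and *Aplnr* with the spread shared over 5 tables (up to 0.211). *Stat2* passed without mutant 3 (adjusted p = 0.0166) and with 7 other settings (from 0.00161 to 0.0494), and *Gja5* without mutant 4 (0.0201), with library quality weights (0.0132) and with the shared spread (0.0287).

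**Figure D2:**
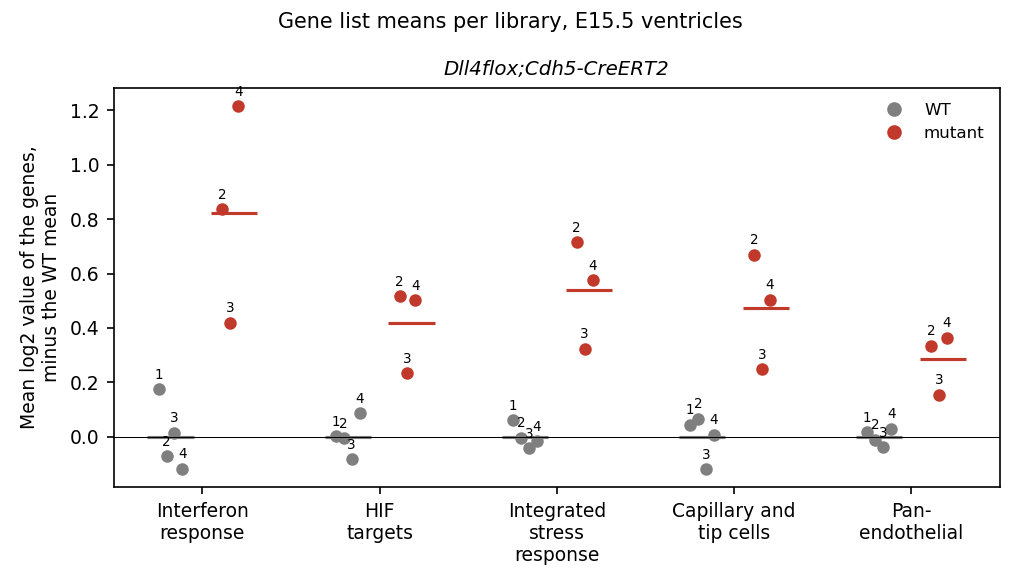
Mean log2 value of the genes of 5 lists in each E15.5 ventricle library of the *Dll4 flox;Cdh5-Cre ERT2* experiment, minus the mean of the WT libraries. Points are libraries with their replicate numbers and lines are group means; mutant 3 is the lowest of the mutant libraries for each of the 5 lists.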

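*Hmox1*, which encodes a heme-degrading enzyme and is induced by Nrf2 (Nfe2l2), rose from 15.7 ± 1.19 (SD, n = 4) in WT to 25 ± 4.7 (SD, n = 3) normalized counts in *Dll4 flox;Cdh5-Cre ERT2* ventricles. This is a log2 fold change of 0.64 (standard error 0.124, adjusted p = 0.0345) from limma. Supplementary file 3 lists 8 targets of NFE2L2 (*Bcl2*, *Bnip3*, *Fabp4*, *Hmox1*, *Mt1*, *Pkia*, *Rrs1* and *Vegfa*), of which 7 rose and 1 fell. Of its 6 targets of NFATC2, among them the interferon-induced genes *Cmpk2*, *Rsad2* and *Stat2*, 5 rose and 0 fell. Both sets were chosen on these samples, so they are not independent evidence. Of 16 Nrf2 (Nfe2l2) targets listed, 1 rose, *Hmox1* itself, and 0 fell (2 rose and 1 fell when adjusted over the list alone; adjusted p = 0.262 from camera). Of 11 trabecular and hypertrophy genes, such as those of natriuretic peptides, 0 passed (2 rose and 1 fell when adjusted over the list alone; adjusted p = 0.743 from camera). The call of *Hmox1* was lost at adjusted p = 0.058 without WT 1, 0.109 without WT 2, 0.119 without WT 3, 0.0934 without WT 4, 0.204 without mutant 2 and 0.0681 without mutant 4, and at 0.112 without the mean-variance trend.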

Other upstream regulators were associated with cardiovascular disease, including hypertrophy (Nfatc2) and oxidative stress responses (Nfe212; Figure 3—figure supplement 4B right and Supplementary file 3). Moreover, ISH showed reduced endothelial expression of *Efnb2* and *Dll4* in smaller caliber vessels (Figure 3—figure supplement 4C), suggesting a loss of arterial identity, whereas *Fapb4* was upregulated (Figure 3—figure supplement 4C) consistent with increased coronary vessel density of the un-remodeled coronary plexus. Thus, endothelial Jag1 or Dll4 signaling promotes remodeling and maturation of the coronary vascular tree, and in the absence of adequate vascular remodeling, cardiac growth is impaired.

### Forced endothelial *Dll4* expression disrupts coronary vascular remodeling

To further characterize the role of Notch in coronary development, we generated a transgenic line (*Dll4^GOF^*) bearing a *Rosa26-CAG-floxNeoSTOPflox-Dll4-6xMycTag* expression cassette (see Materials and methods). *Tie2-Cre-*mediated removal of the *floxed NeoSTOP* sequences resulted in a mild 1.2-fold endothelial *Dll4* overexpression that permitted survival of transgenic embryos bearing a single copy of the *Dll4^GOF^* allele (not shown). At E14.5, forced *Dll4* expression lead to marginally increased, sub-epicardial vessel (Emcn-positive) coverage (Figure 4A,F—Source data 1, sheet 10) and vascular malformations similar to those found in *Dll4^flox^;Pdgfb-iCre^ERT2^* and *Dll4^flox^;Cdh5-Cre^ERT2^* mutants (Figure 1—figure supplement 3E). However, by E16.5 IsoB4-positive (arteries) intramyocardial vessels were substantially decreased (Figure 4B,F—Source data 1, sheet 10). Accordingly, *Dll4* and *Efnb2* expression was restricted to smaller caliber vessels in *Dll4^GOF^* transgenics (Figure 4C). In contrast, superficial Emcn-positive vessels (veins) were more numerous and dense (Figure 4B,F—Source data 1, sheet 10). N1ICD expression was increased and extended to the prospective veins (Figure 4D,G—Source data 1, sheet 10), consistent with Notch1 gain-of-function in endothelium. Arterial smooth muscle cell coverage was also substantially reduced (Figure 4E,G—Source data 1, sheet 10), suggesting defective pericyte and/or smooth muscle differentiation. These coronary vascular defects were associated with below-normal cardiomyocyte proliferation and reduced myocardial thickness (not shown). Therefore, endothelial *Dll4* overexpression blocks coronary artery formation, vessel remodeling and maturation, and impairs cardiac growth. These results were surprising, as our loss-of-function data support a pro-arteriogenic role for Dll4.

**Figure 4.**
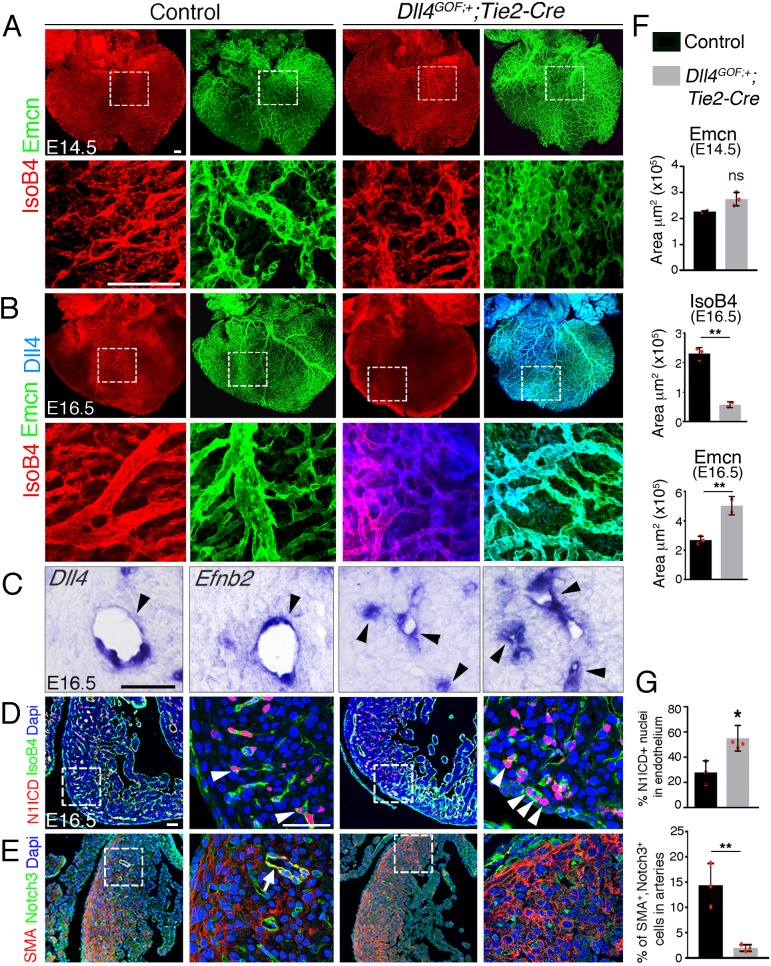
Forced Dll4 expression in endothelium disrupts coronary arteriovenous differentiation and remodeling. (**A**) Dorsal view of whole-mount immunochemistry for IsoB4 (red), labeling arteries, and Emcn (green), labeling veins and capillaries, in E14.5 control and *Dll4^GOF^;Tie2-Cre* heart. Scale bar, 100 μm. (**B**) Dorsal view of whole-mount immunochemistry for IsoB4 (red) and Emcn (green) in E16.5 control and *Dll4^GOF^;Tie2-Cre* mutant heart. Scale bar, 100 μm. (**C**) ISH of *Dll4* and *Efnb2* on E16.5 control and *Dll4^GOF^;Tie2-Cre* heart sections. Arrowheads indicate coronary arteries. Scale bar, 50 μm. (**D**) Immunohistochemistry for N1ICD (red) and IsoB4 (green) on E16.5 control and *Dll4^GOF^;Tie2-Cre* heart sections. Dapi counterstain (blue). Arrowheads indicate N1ICD-stained nuclei. Scale bar, 50 μm. (**E**) Immunohistochemistry for SMA (red) and Notch3 (green) on E16.5 control and *Dll4^GOF^;Tie2-Cre* heart sections. Dapi counterstain (blue). The arrow points to a coronary vessel stained by SMA and Notch3. Scale bar, 50 μm. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**F**) Quantified data for control and *Dll4^GOF^;Tie2-Cre* hearts: E14.5, area covered by veins (Emcn-positive vessels). Data are mean ± s.d, (n = 2 control embryos and n = 3 mutant embryos); E16.5, area covered by coronary arteries (IsoB4-positive vessels), and area covered by veins (Emcn-positive vessels). Data are mean ± s.d, (n = 3 control embryos and n = 2 mutant embryos). (**G**) Quantified data of the percentage of N1ICD-positive nuclei in E16.5 endothelium as a percentage (%) of total nuclei; and SMA-Notch3 co-immunostaining in coronary arteries. Data are mean ± s.d, (n = 3 sections from 3control embryos and n = 4 sections from 3 mutant embryos) *p<0.05, **p<0.01, by Student’s *t*-test; ns. not significant.

**Figure 4—figure supplement 1.**
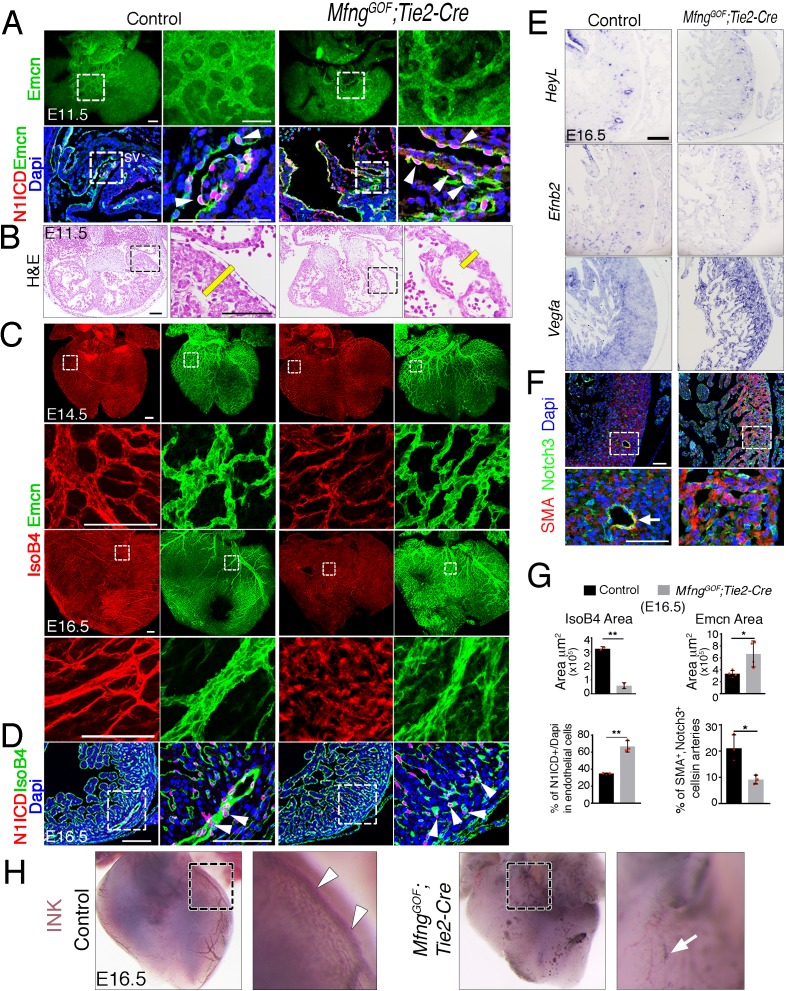
Forced *Mfng* expression disrupts arterio-venous differentiation and arterial endothelial integrity. (**A**) *Top*, Dorsal view of whole-mount immunochemistry for Emcn (labeling SV endothelium, green) in E11.5 control and *Mfng^GOF^;Tie2-Cre* hearts. *Bottom*, Immunohistochemistry for N1ICD (red) and Emcn (green) on E11.5 control and *Mfng^GOF^;Tie2-Cre* heart sections. Dapi counterstain (blue). Arrowheads indicate N1ICD-stained nuclei. sv, sinus venosus. Scale bars, 100 μm. (**B**) H & E staining of E11.5 control and *Mfng^GOF^;Tie2-Cre* heart sectionas showing reduced compact myocardium (CM) thickness in transgenic embryo (yellow bar). Scale bars, 100 μm. (**C**) Dorsal view of whole-mount immunohistochemistry for IsoB4 (red), labeling arteries and Emcn (green), labeling veins and capillaries, in E14.5 and E16.5 control and *Mfng^GOF^;Tie2-Cre* hearts. Scale bars, 100 μm. (**D**) Immunohistochemistry for N1ICD (red) and IsoB4 (green) on E16.5 WT and *Mfng^GOF^;Tie2-Cre* heart sections. Arrowheads indicate N1ICD-stained nuclei. Scale bars, 100 μm. (**E**) ISH of *HeyL, Efnb2*, and *Vegfa* on E16.5 control and *Mfng^GOF^;Tie2-Cre* heart sections. Scale bar, 100 μm. (**F**) Immunohistochemistry for SMA (red) and Notch3 (green) on E16.5 control and *Mfng^GOF^;Tie2-Cre* heart sections. Dapi counterstain (blue). The arrow indicates SMA-Notch3 co-immunostaining in coronary vessels. Scale bar, 50 μm. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**G**) Quantified data for E16.5 control and *Mfng^GOF^;Tie2-Cre* hearts: area covered by coronary arteries (IsoB4-positive vessels). Data are mean ± s.d. (n = 2 control embryos and 2 mutant embryos); area covered by veins (Emcn-positive vessels). Data are mean ± s.d. (n = 4 control embryos and 4 mutant embryos); percentage of N1ICD-positive nuclei in endothelium as a percentage (%) of total nuclei; and SMA-Notch3-co-immunostaining in coronary arteries. Data are mean ±s.d. (n = 3 sections from 3 control embryos and n = 3 from 3 transgenic embryos). *p<0.05, **p<0.01 by Student’s *t*-test. (**H**) Visualization of the coronary arterial vasculature at E16.5. Whole–mount aortic ink perfusion of the left coronary artery in control and *Mfng^GOF^;Tie2-Cre* hearts. Note normal artery perfusion in the control (arrowheads) and the interrupted hemorrhaging artery in the transgenic heart (arrow).

To support our *Dll4^GOF^* results, we used a transgenic line conditionally overexpressing Mfng (*Mfng^GOF^*) (D’Amato et al., 2016) to test whether increased Mfng activity favored Dll4-mediated signaling, and thus impaired arteriogenesis. At E11.5, *Mfng^GOF^;Tie2-Cre* embryos displayed reduced SV sprouting, increased Notch1 signaling and myocardial wall thinning (Figure 4—figure supplement 1A,B). However, by E14.5 *Mfng^GOF^;Tie2-Cre* embryos displayed an extensive vascular network (Figure 4—figure supplement 1C), although the arteries appeared atrophied (Figure 4—figure supplement 1C) and prospective veins appeared more numerous and intricately branched (Figure 4—figure supplement 1C). *Mfng^GOF^;Tie2-Cre* embryos displayed numerous capillary malformations at E14.5 (Figure 1—figure supplement 3F), suggesting defective arterial-venous differentiation. The decrease in arterial coverage and increase in venous coverage in *Mfng^GOF^;Tie2-Cre* embryos became more obvious by E16.5 (Figure 4—figure supplement 1C,G—Source data 1, sheet 11). N1ICD expression was markedly increased (Figure 4—figure supplement 1D,G—Source data 1, sheet 11), as expected, while the expression of the Notch targets *HeyL* and *Efnb2* was restricted to smaller caliber vessels (Figure 4—figure supplement 1E). *Vegfa* appeared upregulated throughout (Figure 4—figure supplement 1E), suggesting that *Mfng^GOF^;Tie2-Cre* hearts are hypoxic. Pericyte coverage and smooth muscle differentiation, as shown by αSMA and Notch3 co-immunostaining, were significantly decreased at E16.5 (Figure 4—figure supplement 1F,G—Source data 1, sheet 11), suggesting defective pericyte recruitment and/or differentiation. Ink injection confirmed that *Mfng^GOF^;Tie2-Cre* coronaries were ‘leaky’ (Figure 4—figure supplement 1H), and therefore functionally deficient.

### EphrinB2 is required for coronary arteriogenesis and vessel branching

*Efnb2* is necessary for arterial-venous differentiation and vascular maturation (Kania and Klein, 2016) and is a Notch target during ventricular chamber development (Grego-Bessa et al., 2007). We find *Efnb2* expression in ventricular endocardium at E10.5 (Figure 5—figure supplement 1A) but not in SV endothelium (not shown). At E13.5, *Efnb2* was expressed in emerging arteries and prospective veins (Figure 5—figure supplement 1A), and at E16.5 was confined to arteries (Figure 5—figure supplement 1A). Therefore, *Efnb2* is expressed dynamically in a pattern similar to *Dll4* and *Mfng*.

To examine EphrinB2 function in coronary angiogenesis, we crossed mice bearing a conditional *Efnb2^flox^* allele with the *Nfatc1-Cre* line. Whole-mount IsoB4 immunostaining revealed reduced artery coverage in E15.5 *Efnb2^flox^;Nfatc1-Cre* hearts (Figure 5A,F—Source data 1, sheet 12), while vein coverage (Emcn-positive) was unchanged (Figure 5A,F—Source data 1, sheet 12). Histological examination showed that the compact myocardium in the ventricles was 30% thinner at E16.5 (Figure 5—figure supplement 1B,C—Source data 1, sheet 13), which could be attributed to the reduced proliferation observed at E14.5 (Figure 5—figure supplement 1C,D—Source data 1, sheet 13). The presence of smaller caliber arteries coincided with higher Notch1 activity (Figure 5B,F—Source data 1, sheet 12) and increased *Hey1* expression (Figure 5C), suggesting negative feedback between EphrinB2 and Notch signaling. Although the patterning of prospective veins was unchanged, we found occasional malformations (Figure 1—figure supplement 3G,H) and transmural communications or shunts between the endocardium and epicardium, which we interpret to be arteriovenous fistulae (Figure 5—figure supplement 1E, F).

Accordingly, the venous marker EphB4 was expressed ectopically in a subset of intramyocardial vessels at E16.5 (Figure 5—figure supplement 1E), indicative of abnormal venous identity. *Vegfa* was upregulated throughout the heart (Figure 5—figure supplement 1F), suggesting that *Efnb2^flox^;Nfatc1-Cre* hearts are hypoxic. Arterial smooth muscle coverage was reduced substantially (Figure 5E,F—Source data 1, sheet 12), suggesting defective vessel maturation. Dye perfusion in *Efnb2^flox^;Nfatc1-Cre* heart*s* revealed absence of left anterior descending coronary artery at E16.5 (Figure 5—figure supplement 1G) and ink perfusion revealed vascular hemorrhaging in the most distal section of the coronary arterial tree at E18.5 (Figure 5—figure supplement 1H), consistent with vessel leakiness, while aortic connections were normal (Figure 5—figure supplement 1H). Thus, endocardial EphrinB2 is required for coronary arterial remodeling, vessel structural integrity, and cardiac growth.

**Figure 5.**
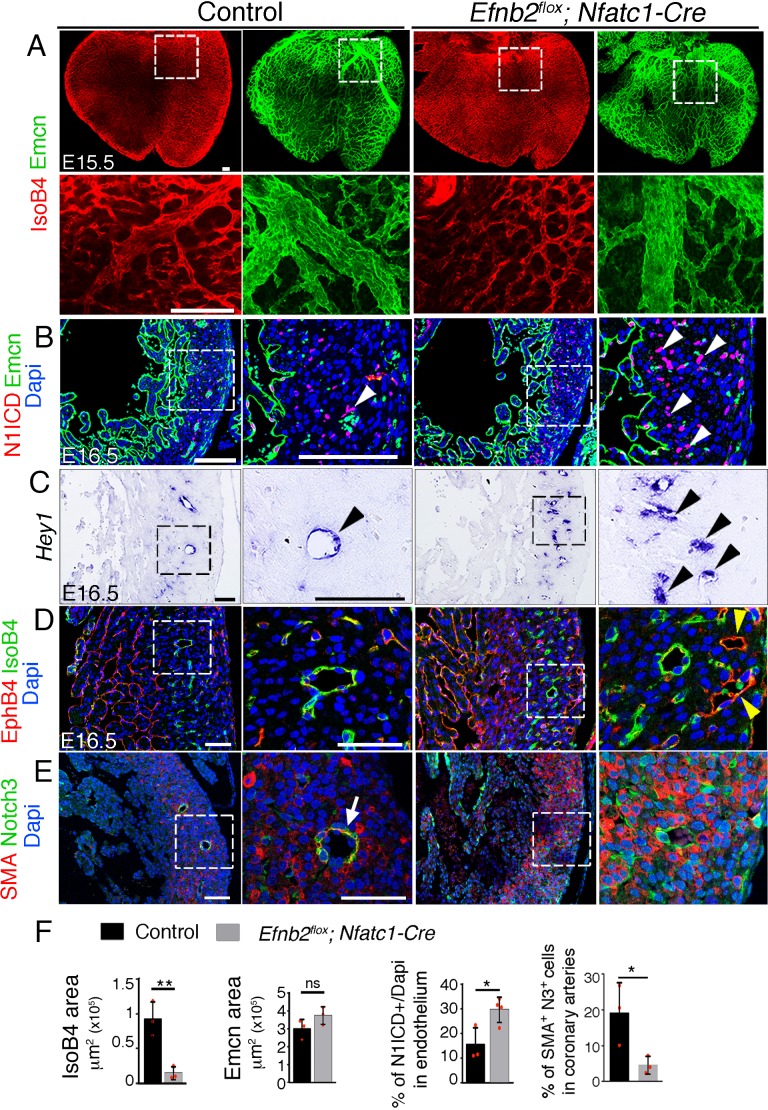
Endocardial *Efnb2* inactivation disrupts coronary artery differentiation and remodeling. (**A**) Dorsal view of whole-mount immunochemistry for IsoB4 (red), labelling arteries and Emcn (green), labeling veins and capillaries, in E15.5 control and *Efnb2^flox^;Nfatc1-Cre* hearts. Scale bars,100 μm. (**B**) Immunohistochemistry of N1ICD (red) and Emcn (green) on E16.5 control and *Efnb2^flox^;Nfatc1-Cre* heart sections. Dapi-counterstain (blue). Arrowheads indicate N1ICD-stained nuclei. Scale bars,100 μm. (**C**) ISH of *Hey1* on E16.5 control and *Efnb2^flox^;Nfatc1-Cre* heart sections. Arrowheads indicate *Hey1*-expressing coronaries. Scale bars, 100 μm. (**D**) Immunohistochemistry for EphB4 (red) and IsoB4 (green) on E16.5 control and *Efnb2^flox^;Nfatc1-Cre* heart sections. Dapi-counterstain (blue). Yellow arrowheads indicate EphB4-stained vessels. Scale bar, 50 μm. (**E**) Immunohistochemistry for SMA (red) and Notch3 (green) on E16.5 control and *Efnb2^flox^;Nfatc1-Cre* heart sections. Dapi-counterstain (blue). Arrow points to a coronary artery stained by SMA and Notch3. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**F**) Quantified data for control and E16.5 WT and *Efnb2^flox^;Nfatc1-Cre* hearts: E15.5, area covered by coronary arteries (IsoB4-positive vessels), area covered by veins (Emcn-positive vessels). Data are mean ± s.d, (n = 3 control embryos and n = 3 mutant embryos), and percentage of N1ICD-stained nuclei in endothelium as percentage (%) of total nuclei Data are mean ± s.d. (n = 3 sections from 3 control embryos and n = 3 sections from 4 mutant embryos); E16.5, SMA-Notch3 co-immunostaining in coronary arteries. Data are mean ± s.d. (n = 3 sections from three control embryos and n = 3 sections from 3 mutant embryos). *p<0.05, **p<0.01 by Student’s *t*-test; n.s., not significant.

**Figure 5—figure supplement 1.**
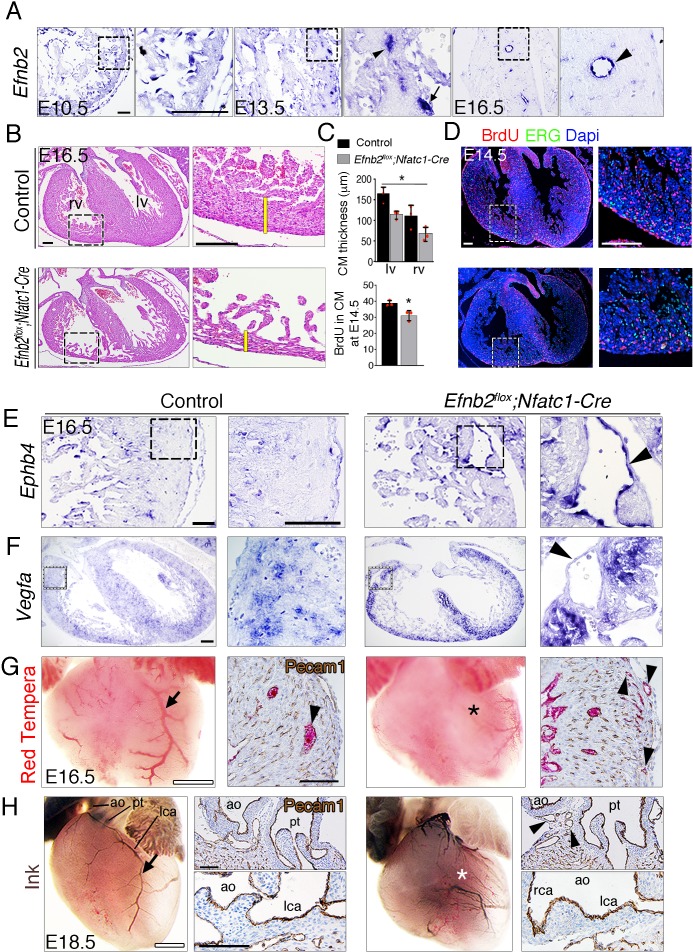
Endocardial *Efnb2* deletion disrupts myocardial proliferation, arterio-venous differentiation, and arterial endothelial integrity. (**A**) ISH in control embryos, showing *Efnb2* expression in chamber endocardium at E10.5 (arrowheads); coronary arteries (arrowheads) and a coronary vein (arrow) at E13.5; and a coronary artery at E16.5 (arrowhead). Scale bars, 50 μm. (**B**) H a&E staining of transverse heart sections of E16.5 control and *Efnb2^flox^;Nfatc1-Cre* hearts. Yellow bars indicate compact myocardium (CM) thickness. BrdU (red) and ERG (green) staining in E14.5 control and *Efnb2^flox^;Nfatc1-Cre* hearts. Scale bars, 100 μm. (**C**) Charts showing CM thickness in left ventricle (lv) and right ventricle (rv) and BrdU-stained nuclei in CM as a percentage (%) of all Dapi-stained nuclei. Data are mean ± s.d. (n = 3 sections from 3 control embryos, and n = 3 sections from 3 mutant embryos). (**D**) BrdU (red) and ERG (green) staining in E14.5 control and *Efnb2^flox^;Nfatc1- Cre* hearts. Scale bars, 100 μm. Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**E**) ISH of the venous marker *Ephb4* in E16.5 control and *Efnb2^flox^;Nfatc1-Cre* hearts, showing increased *Ephb4* expression and a severe arterio-venous malformation or fistula in the mutant (arrowhead). (**F**) ISH of *Vegfa* in E16.5 control and *Efnb2^flox^;Nfatc1-Cre* hearts, showing increased *Vegfa* expression in myocardium and an arterio-venous fistula (arrowhead). Scale bars, 50 μm. (**G**) Visualization of the coronary arterial vasculature at E16.5; whole-mount heart aortic Red Tempera perfusion reveals perfusion of the left coronary artery in the control (arrow) and the absence of perfusion in the *Efnb2^flox^;Nfatc1-Cre* mutant (asterisk). Scale bars, 500 μm. Pecam-1 staining of histological sections shows larger perfused coronaries in the control heart (arrowhead) and smaller perfused coronaries in the mutant (arrowheads). Scale bars, 100 μm. (**H**) Visualization of the coronary arterial vasculature at E18.5; whole-mount heart aortic ink perfusion reveals perfusion of the left coronary artery (lca) in control (arrow) and its absence in the *Efnb2^flox^;Nfatc1-Cre* mutant (asterisk). Scale bars, 500 μm. Pecam-1 staining of histological sections shows numerous peritruncal vessels surrounding the pulmonary trunk (pt) in the mutant ( arrowheads), while lca rooting to the aorta (ao) is maintained. rca, right coronary artery. Scale bars, 100 μm.

### EphrinB2 mediates Jag1 and Dll4 signaling in arterial branching morphogenesis

To model coronary angiogenesis ex vivo, we developed a ventricular explant assay (Figure 6A; (Zhang and Zhou, 2013). Compared with controls, *Jag1^flox^;Nfatc1-Cre* explants had a lower angiogenic potential, manifested as smaller caliber vessels, longer distances between branching points and a lower number of transmural endothelial branches (Figure 6B,C,K—Source data 1, sheet 14). Conversely, *Dll4^flox^;Nfatc1-Cre* or *Notch1^flox^;Nfatc1-Cre* explants yielded more densely interconnected vascular networks of larger vessel caliber, longer distances between vessel branching points, and more transmural endothelial branches (Figure 6B,D,E,K—Source data 1, sheet 14). *Notch1^flox^;Nfatc1-Cre* explants displayed a phenotype similar to *Dll4^flox^;Nfatc1-Cre* explants, although the differences in vessel caliber and endothelial branch number did not reach significance (Figure 6B,E,K—Source data 1, sheet 14). *Mfng^GOF^;Tie2-Cre* and *Dll4^GOF^;Tie2-Cre* explants showed a broadly similar phenotype, with substantial lengthening of branching point distance and a below-normal number of endothelial branches (Figure 6B,I,J,K—Source data 1, sheet 14). In contrast, *Mfng^GOF^;Tie2-Cre* explants had smaller caliber vessels than *Dll4^GOF^;Tie2-Cre* explants (Figure 6I,J,K—Source data 1, sheet 14). *Efnb2^flox^;Nfatc1-Cre* explants formed sparsely interconnected networks with decreased vessel caliber, reduced number of transmural endothelial branches, and increased distances between branching points, similar to those seen in *Jag1^flox^;Nfatc1-Cre* explants (Figure 6B,F,K—Source data 1, sheet 14).

**Figure 6.**
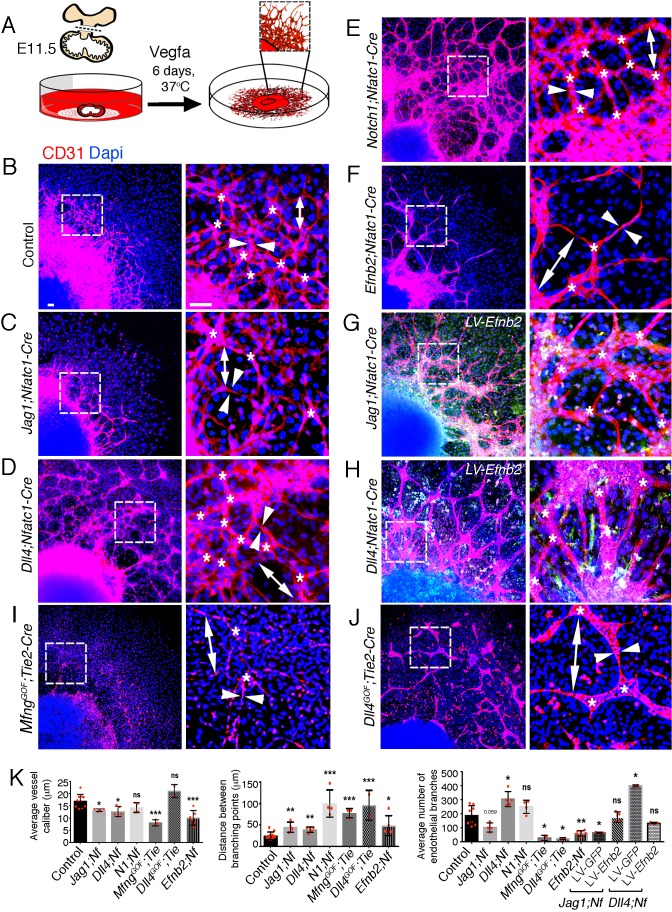
EPHRINB2 rescues disrupted arterial branching in ventricular explants from *Jag1* and *Dll4* mutant hearts. (**A**) Ventricular explant assay procedure. (**B–J**) Representative images of E11.5 cultured ventricular explants from the following embryos: (**B**) control (n = 8–10), (**C**) *Jag1^flox^;Nfatc1-Cre* (n = 4), (**D**) *Dll4^flox^;Nfatc1-Cre* (n = 5), (**E**) *Notch1^flox^;Nfatc1-Cre* (n = 4), (**F**) *Mfng^GOF^;Tie2-Cre* (n = 3), (**G**) *Dll4^GOF^;Tie2-Cre* (n = 3), (**H**) *Efnb2^flox^;Nfatc1-Cre* (n = 5–7), (**I**) *Dll4^flox^;Nfatc1-Cre* infected with *Efnb2-*overexpressing lentivirus (n = 5–7). Microscope: Nikon A1-R. Software: NIS Elements AR 4.30.02. Build 1053 LO, 64 bits. Objectives: Plan Apo VC 20x/0,75 DIC N2 dry; Plan Fluor 40x/1,3 Oil DIC H N2 Oil. (**J**) Quantification of vessel caliber (arrowheads), branching point distance (double ended arrowhead), and mean endothelial branch (asterisk) number. Data are means ± s.d. ***p<0.001; **p<0.01; *p<0.05, by Student’s t-test; Benjamini-Hochberg adjusted p-value. n.s not significant. Scale bars, 100 μm.

Based on the congruence of endocardial/endothelial *Jag1*, *Dll4* and *Efnb2* loss-of-function phenotypes, we tested whether EphrinB2 mediates Notch function in coronary angiogenesis. Thus, delivery of a lentivirus expressing *Efnb2* to *Jag1^flox^;Nfatc1-Cre* ventricular explants normalized the reduced endothelial branch number to the number seen in control explants (Figure 6B,G,K—Source data 1, sheet 14). Likewise, *Efnb2* expression restored the elevated number of endothelial branches in *Dll4^flox^;Nfatc1-Cre* explants to control levels (Figure 6B,H,K—Source data 1, sheet 14), showing that the branching defect could be normalized in both mutants.

### EphrinB2 functions downstream of Jag1 and Dll4 in capillary tube formation

The ventricular explant assay assesses the collective behaviors of endocardium and coronary endothelial outgrowth. In order to determine endothelial behavior exclusively, we performed capillary tube formation assays with primary human endothelial cells (HUVEC). shRNA directed against *JAG1*, *DLL4* or *EFNB2* were lentivirally-transduced into HUVEC. This resulted in reduction of mRNA levels of 30% and 60% for *JAG1* and *DLL4*, respectively (Figure 7A—Source data 1, sheet 15), and of 50% for *EFNB2* (Figure 7—figure supplement 1A—Source data 1, sheet 16). The NOTCH target *HEY1* was unchanged in *shJAG1*-infected cells and 50% decreased in *shDLL4*-infected cells (Figure 7A—Source data 1, sheet 15). The activity of *EFNB2* lentivirus was verified by rescuing shRNA-mediated *EFNB2* knockdown (Figure 7—figure supplement 1B,C—Source data 1, sheet 16). *EFNB2* knockdown resulted in decreased capillary network complexity (Figure 7—figure supplement 1B,C—Source data 1, sheet 16). These parameters were restored to control levels by lentiviral-mediated *EFNB2* overexpression (Figure 7—figure supplement 1B,C—Source data 1, sheet 16).

**Figure 7.**
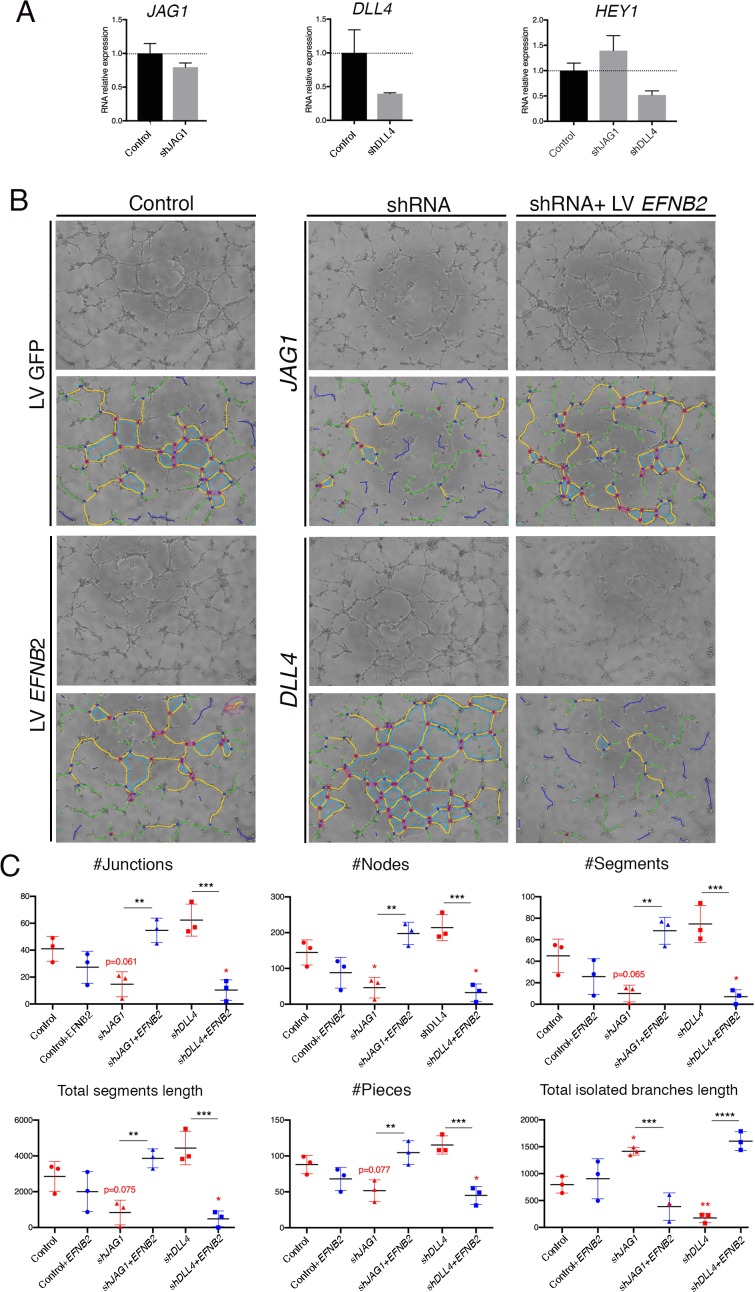
EPHRINB2 rescues defective capillary network formation resulting from shRNA-mediated silencing of JAG1 and DLL4 in HUVEC. (**A**) qRT-PCR of *JAG1, DLL4* and *HEY1* after transduction of shRNA. (**B**) Representative phase contrast images (1 of 2 experiments) of the HUVEC network, after transduction of indicated shRNA and rescue by *EFNB2* analyzed by the Angiogenesis Analyzer from ImageJ. (**C**) Significantly changed measurements in the analyzed area: nodes surrounded by junctions (red dot surrounded by dark blue circle). Isolated elements (dark blue line). Segments (yellow). Number of branches (green) and meshes (light blue) were not significantly altered (not shown). Total segments length: sum of length of the segments. Number of pieces: sum of number of segments, isolated elements and branches detected. Total isolated branches length: sum of the length of the isolated elements. Red asterisks refer to comparisons between experimental and control situations. Black asterisks refer to comparisons between shRNA-mediated inhibition and LV-mediated rescue. Data are means ± s.d. ****p<0.0001; ***p<0.001; **p<0.01; *p<0.05, by ANOVA.

**Figure 7—figure supplement 1.**
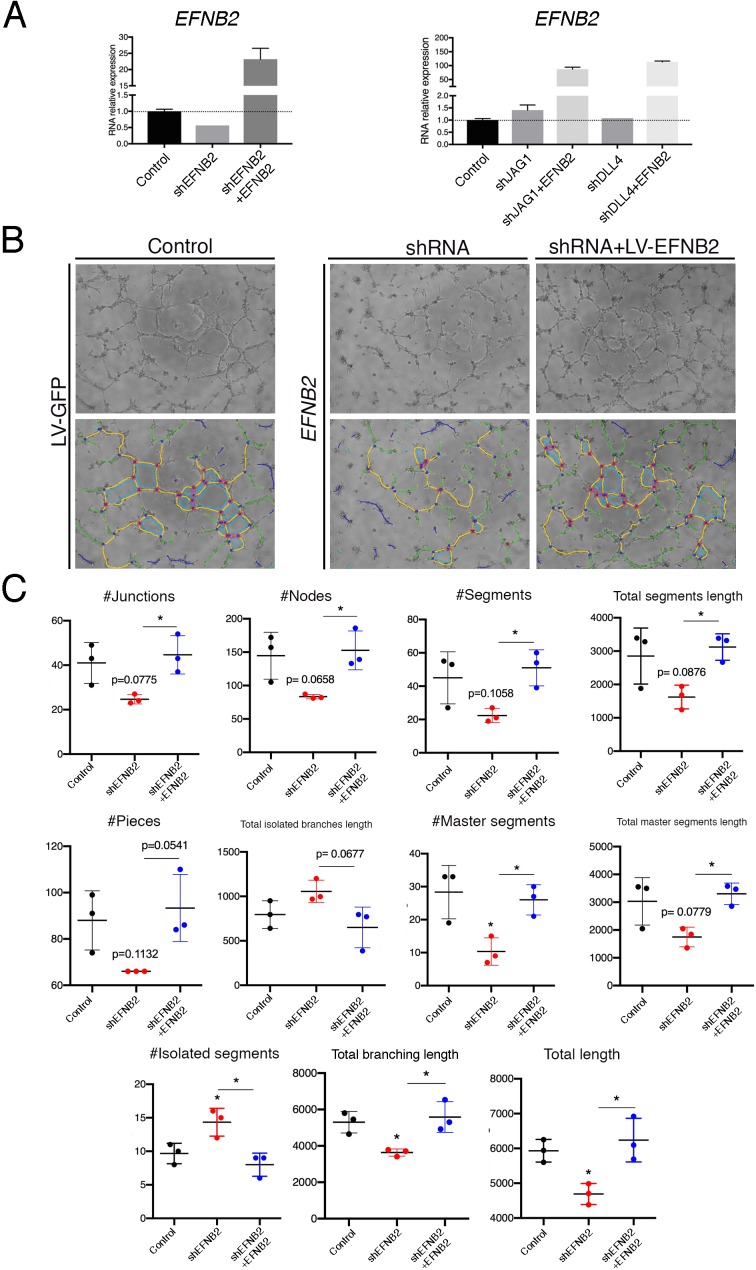
EPHRINB2 rescues defective capillary network formation after shRNA-mediated silencing of *EFNB2*. (**A**) qRT-PCR of expression of *EFNB2* after transduction of indicated shRNA. (**B**) Representative phase contrast images (1 of 2 experiments) of the HUVEC network, after transduction of indicated shRNA and rescue by *EFNB2* analyzed by the Angiogenesis Analyzer fromImageJ. (**C**) Informative measurements in the analyzed area: nodes surrounded by junctions (red dot surrounded by dark blue circle). Isolated elements (dark blue line). Segments (yellow). Total segments length: sum of length of the segments. Number of pieces: sum of number of segments, isolated elements and branches detected. Total isolated branches length: sum of the length of the isolated elements. Red asterisks refer to comparisons between experimental and control situations. Black asterisks refer to comparisons between shRNA-mediated inhibition and LV-mediated rescue. Data are means ± s.d. ****p<0.0001; ***p<0.001; **p<0.01; *p<0.05, by ANOVA.

We next tested whether EPHRINB2 acts downstream of JAG1 and DLL4 in capillary tube formation. *JAG1* knockdown inhibited capillary tube formation and decreased network complexity as determined by measuring EC junctions, nodes, segments and pieces that were below control, while the ‘total isolated branches length’ was above control (Figure 7B,C—Source data 1, sheet 15). However, these parameters were restored to control levels in presence of the *EFNB2* transgene (Figure 7B,C—Source data 1, sheet 15), suggesting that EPHRINB2 compensates for *JAG1* knockdown in this assay. In contrast, knockdown of *DLL4* increased capillary tube formation and network complexity (junctions, nodes, segments and pieces; Figure 7B,C—Source data 1, sheet 15), while measurements were restored and even went beyond control by overexpressing *EFNB2* (Figure 7B,C—Source data 1, sheet 15). Thus, *EFNB2* overexpression not only compensates for the absence of DLL4 in this assay, but has an added effect as well.

Taken together, our observations with ventricular explants and HUVEC indicate that JAG1 and EPHRINB2 promote coronary vessel sprouting and branching, whereas DLL4, MFNG and NOTCH1 inhibit these processes. Moreover, EPHRINB2 mediates signaling from both JAG1 and DLL4 to regulate endothelial branching during coronary angiogenesis.

## Discussion

The origin of the coronary endothelium from a venous source has prompted the suggestion that arteries need to be ‘reprogrammed’ from veins (Red-Horse et al., 2010). We found Jag1, Dll4, Mfng, and N1ICD expression in SV endothelium and sub-epicardial capillaries, with Dll4 and Mfng expression maintained subsequently in prospective veins. These Notch pathway elements are co-expressed with the venous marker endomucin, which is also expressed in the endocardium and SV (Cavallero et al., 2015). This implies that nascent subepicardial vessels have a mixed arterial/venous identity. During embryonic angiogenesis, Notch is necessary for artery-vein specification—the reversible commitment of ECs to arterial or venous fate—before the onset of blood flow (Swift and Weinstein, 2009). Our finding of SV endothelial cell heterogeneity in relation to arterial-venous identity is consistent with the notion that early vascular beds are phenotypically plastic during embryonic development (Moyon et al., 2001; Chong et al., 2011; Fish and Wythe, 2015). Our results are consistent with recently published data showing that pre-arterial cells expressing Notch pathway elements are present in coronary endothelium (Su et al., 2018), prior to blood flow onset.

We show that Notch ligands Jag1 and Dll4 are required for SV sprouting angiogenesis, further supporting the notion that coronary arteries are specified by Notch prior to blood flow (Su et al., 2018) (Figure 8A). Dll4 is the key Notch ligand activator regulating embryonic (Duarte, 2004; Gale et al., 2004; Krebs et al., 2004; Benedito et al., 2008) and postnatal retinal angiogenesis (Hellström et al., 2007; Lobov et al., 2007), whereas Jag1 antagonizes Dll4-Notch1 signaling (Benedito et al., 2009) and acts downstream of Dll4-Notch1 to promote smooth muscle differentiation (Pedrosa et al., 2015). *Jag1* or *Dll4* inactivation in the SV results in arrested and excessive angiogenesis, respectively, resembling the situation in the retina (Benedito et al., 2009) (Figure 8B). Moreover capillary ‘entanglements’ suggestive of vascular malformations were present in the early plexus of *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* mutants. Vascular malformations in Notch mutants have been attributed to unresolved intermingling of arteries and veins during differentiation, or to failed maintenance of arterial and venous identities in the vascular bed (Gale et al., 2004; Krebs et al., 2004). The presence of these malformations in *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* mutants could therefore indicate that endothelial progenitors begin to differentiate into arteries and veins very soon after exiting the SV.

**Figure 8.**
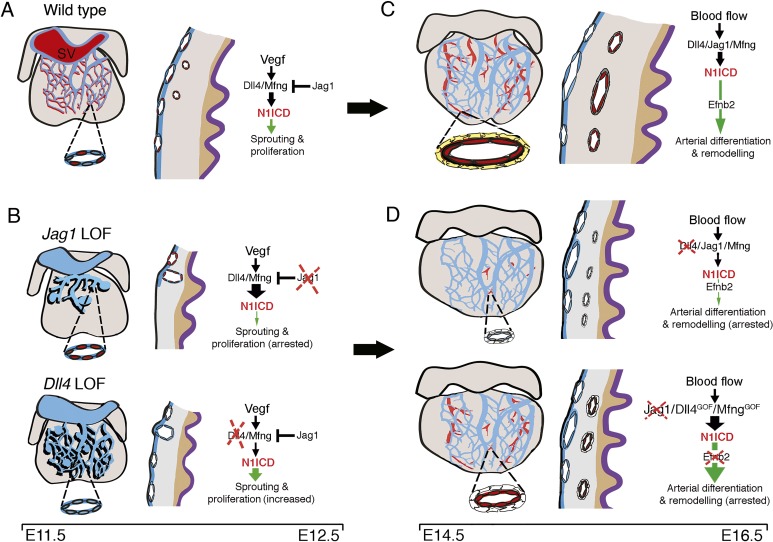
Coronary arterial development is regulated by a Dll4-Jag1-EphrinB2 signaling cascade. (**A,B**) Embryonic stages E11.5-E12.5. Development of the primitive coronary plexus. (**A**) Left: sinus venous (SV)-derived vessels covering the dorsal side of a wild-type heart. Zoomed view showing a subepicardial vessel with a subset of ECs expressing N1ICD (red). These N1ICD-expressing cells are equivalent to pre-artery cells defined by Su et al. (2018). Center: cross-section through the ventricular wall. SV-derived ECs invade the sub-epicardial space over the myocardium to cover the heart dorsally. Some pre-artery ECs invade the myocardium and begin to differentiate into arteries. Right: during EC sprouting and proliferation, a regulatory balance between Dll4/Mfng and Jag1 modulates Notch signaling output downstream of Vegf. (**B**) Left: E12.5 *Jag1^flox^;Nfatc1-Cre* (Jag1LOF; top) exhibit arrested coronary angiogenesis, *Dll4^flox^;Nfatc1-Cre* mutants (Dll4LOF; bottom) display increased angiogenesis, and both mutants display vascular malformations. The zoomed views show details of a sub-epicardial vessels with increased N1ICD expression in the *Jag1*LOF mutants (red), and decreased expression in the *Dll4*LOF mutants (blue). Center: the sub-epicardial capillary plexus is either poorly developed in *Jag1*LOF mutants or over-developed in *Dll4*LOF mutants, and with vascular malformations. Mutant hearts have a thin myocardial wall, but maintain myocardial patterning (grey-brown boundary). Right: Endocardial *Jag1* deletion disrupts the regulatory balance with Dll4/Mfng, leading to increased N1ICD and arrested migration and proliferation. In contrast, endocardial *Dll4* deletion results in decreased N1ICD signaling, and increased network complexity and proliferation. (**C,D**) Embryonic stages E14.5-E16.5. Arterial differentiation and plexus remodeling. (**C**) Left: coronary vasculature at the dorsal aspect of the wild-type heart. Zoomed view showing a coronary artery with an inner layer of ECs expressing N1ICD (red) and an outer layer of smooth muscle cells (yellow). Center: capillary differentiation and patterning give rise to large veins sub-epicardially and large arteries intra-myocardially. Right: systemic blood flow activates Dll4/Jag1/Mfng/N1ICD/EphrinB2 signaling to drive terminal arterial differentiation and remodeling. (**D**) Left: in coronary endothelial-*Dll4^flox^;Pdgfb-iCre^ERT2^* or -*Jag1^flox^;Pdgfb-iCre^ERT2^* mutants, the coronary vasculature is mis-patterned. Zoomed view detailing near absence of arteries in *Dll4* mutants, and comparatively smaller caliber coronary artery in *Jag1* mutants. The arteries in both mutants have an inner layer of a ‘leaky’ endothelium and an outer layer of poorly differentiated perivascular cells (white). Center: *Dll4* mutants are characterized by the near-absence of coronary arteries while arteries in *Jag1* mutants are decreased. In either case, veins are unaffected. Mutant hearts have a thin myocardial wall but maintain myocardial patterning (grey-brown boundary). Right: Coronary endothelial-*Jag1* or *Dll4*LOF leads to increased or decreased N1ICD respectively, causing arrested arterial differentiation and remodeling. Inactivation of *Efnb2* leads to a similar phenotype. Endothelial Notch gain-of-function (GOF), resulting from *Dll4* or *Mfng* overexpression, also leads to increased N1ICD and disrupted arterial differentiation and remodeling.

Consistent with the known roles of the Notch ligands in angiogenesis, the hierarchical organization of the coronary vascular tree was profoundly altered in the late-induced *Jag1* and *Dll4* mutants, implying that both Notch ligands are required for high-order complexity of the coronary vessels (Figure 8C). *Jag1* or *Dll4* inactivation during coronary arterial remodeling results in smaller diameter arteries, consistent with Notch promoting vascular remodeling and arterial fate commitment, as described in other developmental settings (Figure 8D; (Duarte, 2004; Gale et al., 2004; Krebs et al., 2004). However, gain of Notch function also led to smaller caliber arteries (Figure 8D), when the opposite outcome was anticipated (Uyttendaele et al., 2001; Trindade et al., 2008; Krebs et al., 2010). This result implies that non-physiological variations of Notch activity lead to the arrest of coronary artery differentiation. *Dll4* mutants also showed coronary vessel hemorrhaging reminiscent of that found in vascular disorders (Park-Windhol and D'Amore, 2016) or tumors (Goel et al., 2011) and indicative of disrupted endothelial integrity.

We reasoned that the coronary maturation defects observed in *Jag1* or *Dll4* mutants are due, at least in part, to the loss of EphrinB2 function given that *Efnb2* is a direct Dll4-Notch signaling target in ECs (Iso et al., 2006) and endocardium during ventricular development (Grego-Bessa et al., 2007). Moreover, EphrinB2 and VEGF are functionally linked during angio- and lymphangiogenesis; EphrinB2 is a direct activator of VEGFR2 and VEGFR3, and therefore cooperates in the mechanism leading to tip cell extension and vessel sprouting (Sawamiphak et al., 2010; Wang et al., 2010). Thus, *Efnb2* inactivation leads to coronary artery remodeling defects, similar to those resulting from *Jag1* or *Dll4* inactivation, suggesting that EphrinB2 functions downstream of Notch to promote coronary arterial remodeling (Figure 8D). This notion is supported by the angiogenic ventricular explant and EC capillary tube assays, in which opposite effects of *Jag1* or *Dll4* deficiency on vessel branching are rescued by transduction of an *EFNB2*-expressing lentivirus, identifying EphrinB2 as a Notch effector during coronary artery development.

A common feature among the endocardial or endothelial Notch loss- and gain-of-function models analyzed in our study is the thin ventricular wall (Figure 8B,D). Of interest is that myocardial inactivation of *Jag1*, or combined inactivation of *Jag1* and *Jag2*, or *Mib1*, leads to thinner ventricular walls, accompanied by reduced cardiomyocyte proliferation, disrupted ventricular chamber patterning, and cardiomyopathy (Luxán et al., 2013; D’Amato et al., 2016). In contrast, chamber patterning is maintained in endocardial *Jag1*, *Dll4*, and *Efnb2* mutants and endothelial *Dll4* and *Jag1* mutants. Our results suggest that disturbed ventricular wall growth in the earlier E11.5-E12.5 *Jag1^flox^;Nfatc1-Cre* is caused by altered endocardial-myocardial signaling, as suggested for *Dll4^flox^;Nfatc1-Cre* mutants (D’Amato et al., 2016). In the later E14.5-E16.5 *Jag1^flox^;Pdgfb-iCre^ERT2^*, *Dll4^flox^;Pdgfb-iCre^ERT2^*, *Jag1^flox^;Cdh5-Cre^ERT2^* and *Dll4^flox^;Cdh5-Cre^ERT2^* mutant embryos, a thinner ventricular wall would be due to the lack of a well-formed coronary plexus (Figure 8D). At E12.5-E13-5, myocardial growth may also depend on ‘angiocrine signals’ from the un-perfused primitive coronary plexus (Rafii et al., 2016), as the diffusion limit of oxygen and nutrients from the endocardium is reached during the transition from endocardial to coronary myocardial perfusion. Therefore, ventricular compaction relies on two interconnected Notch-dependent processes: patterning and maturation of the chamber myocardium, and timely development of a functional coronary vessel network, as previously suggested (D’Amato et al., 2016). This may be clinically relevant to the study and treatment of cardiomyopathies.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent	*Mus Musculus* (Mouse strain)	(Nowotschin et al., 2013)	*CBF1:H2B-Venus*	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Kisanuki et al., 2001)	*Tie2-Cre*	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Wu et al., 2012)	*Nfatc1-Cre*	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Wang et al., 2010)	*Pdgfb-iCre*^*ERT2*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Wang et al., 2010)	*Cdh5-Cre*^*ERT2*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Koch et al., 2008)	*Dll4*^*flox*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Mancini et al., 2005)	*Jag1*^*flox*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Grunwald et al., 2004)	*Efnb2*^*flox*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(Radtke et al., 1999)	*Notch1*^*flox*^	
Genetic reagent	*Mus Musculus* (Mouse strain)	(D’Amato et al., 2016)	*Mfng*^*GOF*^	
Sequenced-based reagent	FH1_DLL4	5’-GTTACACAGTGAAAAGCCAG-3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	RH1_DLL4	5’-CTCTCCTCTGATATCAAACAC-3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	FH1_JAG1	5’-ACTACTACTATGGCTTTGGC-3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	RH1_JAG1	5’-ATAGCTCTGTTACATTCGGG-3’	KiCqStart_ SIGMA qPCR primer	
Squenced-based reagent	FH1_HEY1	5’-CCGGATCAATAACAGTTTGTC -3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	RH1_HEY1	5’-CTTTTTCTAGCTTAGCAGATCC-3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	FH1_EFNB2	5’-AAAGTTGGACAAGATGCAAG-3’	KiCqStart_ SIGMA qPCR primer	
Sequenced-based reagent	RH1_EFNB2	5’-TGTACCAGCTTCTAGTTCTG-3’	KiCqStart_ SIGMA qPCR primer	
Transfected construct (human)	VSV-G	Viral Vectors Unit, CNIC, Spain		Lentiviral construct to transfect shRNA
Cell line (include species here)	HUVEC	Lonza		
Transfected construct (mouse)	pRLL-IRESeGFP	Addgene		Lentiviral construct to transfect eGFP or Full-length murine EphrinB2
Transfected construct (human)	shRNA to JAG1	SIGMA	SHCLNG-NM_000214 Clone ID:NM_000214.2-3357s21c1;Clone ID:NM_000214.2-1686s21c1	transfected construct (human)
Transfected construct (human)	shRNA to DLL4	SIGMA	SHCLNV-NM_019074 Clone ID:NM_019074.2-2149s21c1; Clone:NM_019074.2-2276s21c1	transfected construct (human)
Antibody	Anti-CD31/Pecam1 (Monoclonal Rat)	BD Biosciences Pharmingen	550274 MEC13.3	IF=1:100
Antibody	Dll4 (Polyclonal Rabbit)	Santa Cruz Biotechnology	Sc-28915	IF=1:100
Antibody	Endomucin (Polyclonal Rat)	Santa Cruz Biotechnology	sc-65495 V.7C7	IF=1:200
Antibody	Jag1 (Monoclonal Rabbit)	Cell Signaling Technology	2620 28H8	IF=1:100
Antibody	NFATc1 (Monoclonal Mouse)	Enzo Life Sciences	ALX- 804-022-R100 7A6	IF=1:100
Antibody	Cleaved Notch1 (Val1744) (Monoclonal Rabbit)	Cell Signaling Technology	4147 D3B8	IF=1:100
Antibody	p27 (Polyclonal Mouse)	Medical and Biological Laboratories	K0082-3 p27 Kip1	IF=1:100
Antibody	Notch 3 (Polyclonal Rabbit)	Abcam	ab23426 G00041	IF=1:100
Antibody	ERG (Monoclonal Rabbit)	Abcam	ab110639 EPR3863	IF=1:100
Antibody	Glut1 (Polyclonal Rabbit)	MERCK Millipore	07-1401 C00222	IF=1:100
Antibody	BrdU (Monoclonal Mouse)	BD Biosciences	347580 B-44	IF=1:50
Antibody	Isolectin IB4- Alexa Fluor 647	Molecular Probes	I32450	IF=1:300
Antibody	Biotin Anti-rat	Vector laboratories	BA4001	IF=1:200
Antibody	Biotin Anti-rabbit	Jackson	111-066-003	IF=1:200
Antibody	Anti-mouse Alexa Fluor 647	Jackson	115-606-003	IF=1:200
Antibody	Anti-mouse Alexa Fluor 488	Invitrogen	A-11029	IF=1:200
Antibody	Anti-rat	Invitrogen	A-11006	IF=1:200
Peptide, recombinant protein	Human-Vegf165	Human Peprotech	100-20	10ng/ml
Commercial assay or kit	Click-iT EdU Imaging Kit	Thermo Fisher Scientific	C10340	
Commercial assay or kit	HydroxyprobeTM-1 Plus Kit	Hydroxyprobe, Inc (HPI).	(Pimonidazole Hydrochloride CAS#70132-50-3)	
Other	Matrigel	Corning	354234	
Software	Cutadapt v1.6	(Martin, 2011)		
Software	RSEM v1.2.20	(Li and Dewey, 2011)		
Software	Limma	(Ritchie et al., 2015)	Bioconductor package	
Software	GOplot	(Walter et al., 2015)		
Software	IPA	http://www.ingenuity.com		

### Mouse strains and genotyping

Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Madrid regional government (Ref. PROEX 118/15). All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under Real Decreto 1201/2005. Mouse strains were *CBF1:H2B-*Venus (Nowotschin et al., 2013), *Tie2-Cre* (Kisanuki et al., 2001), N*fatc1-Cre* (Wu et al., 2012), *Pdgfb-iCre^ERT2^* (Wang et al., 2010), *Cdh5-Cre^ERT2^* (Wang et al., 2010), *Dll4^flox^* (Koch et al., 2008), *Jag1^flox^* (Mancini et al., 2005), *Efnb2^flox^* (Grunwald et al., 2004), *Notch1^flox^* (Radtke et al., 1999), *Mfng^GOF^* (D’Amato et al., 2016). To generate the *R26CAGDll4^GOF^* transgenic line, a full-length mouse *Dll4* cDNA was obtained from clone IMAGE 6825525. The sequence was PCR amplified with Phusion High-Fidelity DNA Polymerase (NEB) and primers containing *BamH*I and *Cla*I sites and was cloned in-frame with 6 Myc Tag epitopes into the *BamH*I and *Cla*I sites of a *pCS2-MT* plamid. The *Dll4*-MT fragment was subcloned into pCDNA3.1 with *BamH*I and *EcoR*I and excised with *BamH*I and *Not*I. We then modified *pCCALL2* (Lobe et al., 1999) by cloning new *Xba*I sites before and after a CAG cassette, which includes a CMV enhancer/*β-actin* promoter and a rabbit β-globin polyA signal. The *Kpn*I and *Not*I PCR *Dll4*-MT was cloned into the *Bgl*II-*Not*I sites of the modified *pCCALL2*. The *Xba*I-cassette containing *CAG-loxP-β-Geo-loxP-Dll4-IRESeGFP* was obtained by digestion and cloned into the *Xba*I site of the *pROSA26-1* plasmid (Soriano, 1999). The final construct was linearized with *Xho*I and electroporated into R1 mESCs derived from a cross of 129/Sv x 129/Sv-CP mice (Nagy et al., 1993). After G418 (200 μg/ml) selection for 7 days, 231 clones were picked. Homologous recombination was identified by Southern blot of *EcoR*V-digested DNA and hybridized with 5’ and 3’ probes. About 25% of the clones were positive, and we selected three clones to confirm karyotype. One positive clone was injected into C57/BL6C blastocysts to generate chimaeras that transmitted the transgene to their offspring. The resulting founders were genotyped by PCR of tail genomic DNA using primers targeting the *R26* locus before and after the cloning site and the transgene polyA signal.

Throughout the MS, *Jag1^flox/flox^;Nfatc1-Cre* mice are called *Jag1^flox^;Nfatc1-Cre* for simplicity; this also applies to the *Dll4^flox^;Nfatc1-Cre* mice, *Jag1^flox^;Pdgfb-iCre^ERT2^* mice, *Dll4^flox^;Pdgfb-iCre^ERT2^, Dll4^flox^;Cdh5-Cre^ERTT2^, Jag1^flox^;Cdh5-Cre^ERT2^* mice, *Dll4^flox^;Cdh5-Cre^ERT2^, Dll4^flox^;Cdh5-Cre^ERTT2^ Mfng^GOF^;Tie2-Cre* mice (which carry two extra copies of *Mfng*), and *Efnb2^flox^;Nfatc1-Cre* mice, but not to *Dll4^GOF^;Tie2-Cre* mice, which carry only one extra copy of *Dll4*.

### Tamoxifen induction

Double heterozygous *Cdh5-Cre^ERTT2/+^;Jag1^flox/+^* females were crossed with homozygous *Jag1^flox/flox^* males, and pregnant females were administered by oral gavage 200 µl of tamoxifen solution (Sigma, T5648; 5 mg/ ml; generated by diluting 50 mg of tamoxifen in ml of 95% ethanol plus 9 ml of Corn Oil). To obtain *Jag1^flox/flox^;Cdh5-Cre^ERTT2^* embryos, pregnant females were induced at E9.5 and opened at E16.5. To obtain *Dll4^flox/flox^;Cdh5-Cre^ERTT2^* embryos, *Dll4^flox/flox^* males were crossed with double heterozygous *Cdh5-Cre^ERTT2/+^;Dll4^flox /+^* females, and pregnant females were induced at E12.5 and opened at E15.5. With *Pdgfb-iCre^ERT2^*, double heterozygous *Pdgfb-iCre^ERT2/+^;Jag1^flox/+^*(or *Dll4^flox/+^*) males were crossed with homozygous *Jag1^flox/flox^* or *Dll4^flox/flox^* females. Pregnant females were induced at E12.5 and dissected at E15.5 (for *Jag1^flox^*), or induced at E14.5 and dissected at E15.5 for *Dll4^flox^*.

### Histology and in situ hybridization

Hematoxylin and eosin (H & E) staining and in situ hybridization (ISH) on sections were performed as described (Kanzler et al., 1998). Details of probes will be provided on request.

### Whole-mount immunofluorescence

Embryos were dissected and fixed for 2 hr in 4% paraformaldehyde (PFA) in PBS at 4°C, then permeabilized for 1 hr with 0.5% Triton X‐100/PBS and subsequently blocked for 1 hr in Histoblock solution (5% goat serum, 3% BSA, 0.3% Tween‐20 in PBS). After several washes in PBS‐T (PBS containing 0.1% Tween‐20), embryos were mounted in 1% agar in a 60 mm petri dish. For whole-mount immunofluorescence on E11.5-E12.5 *CBF:H2B-Venus* embryos endogenous GFP, was imaged with a NIKON A1R confocal microscope. Z-stacks were captured every 5 μm.

For EdU immunofluorescence, pregnant females at E12.5 were injected intraperitoneally with 100 μl EdU nucleotides (2 mg/ml in PBS). The mice were euthanized 1 hr later and fixed in 4% PFA. EdU incorporation was detected with the Click-iT EdU Imaging Kit (Thermo Fisher Scientific, C10340) according to manufacturer's instructions. For IsoB4 and Endomucin immunostaining on E11-4-E16.5 embryos, imaging by confocal z-projection of the deeper section of the myocardium captures the arteries (IsoB4-stained) with the outer section corresponding to the veins (IsoB4+Endomucin-stained). N1ICD embryos were fixed for 5 hr at 4°C in frozen Methanol, washed and incubated 20 min at 98°C in DAKO target retrieval solution pH6 (Agilent). After washing in H_2_O, hearts were fixed again in acetone at −20°C for 10 min. After washing in PBT, the hearts were blocked in 10% FBS, 5%BSA, 0.4% TritonX100 for 3 hr at RT under gentle rocking. Hearts were incubated with primary N1ICD-antibody at 1:500 for 2 days at 4°C and allowed to settle at RT for 1 hr. This was followed by washing 5 hr in PBS/0.4% TritonX100 at RT. Hearts were then incubated in presence of anti-rabbit HRP (1:500), DAPI (1:1500) and anti-VE cadherin (1:500) overnight at 4°C. After resting for 1 hr at RT, hearts were washed in PBT, and 30 min in presence TSA (tyramides) diluted 1:200 in PBS. Quantifications were carried out using ImageJ software. The main coronary trees were selected with the tool ‘Freehand selection’ manually and measured directly from the autoscaled images obtained by Z-projection. The selected area was quantified in μm^2^. Confocal microscopy analysis was carried out on a Nikon A1R or Leica LAS-AF 2.7.3.

### Immunofluorescence on sections

Paraffin sections (7 μm) were incubated overnight with primary antibodies, followed by 1 hr incubation with a fluorescent-dye–conjugated secondary antibody. N1ICD, Dll4, Jag1, and p27 were immunostained using tyramide signal amplification (TSA) (Del Monte et al., 2007); see Supplementary file 4 for antibodies. All immunostainings were performed in the same way except for co-immunostaining of SM22a (+ secondary chicken anti-goat-594) and Notch3 (+secondary donakey anti-rabbit-488), which required continued permeabilization in PBS 1X + 0.3% TritonX100. Images were processed using ImageJ software. For p21 and N1ICD quantification, the number of positive nuclei was divided by the total number of nuclei counted on sections (≥3). For αSMA and Notch3 quantification, the number of mural cells surrounding intramyocardial vessels expressing both SMA+ and Notch3+ (double positives) was counted and divided by the total number of intramyocardial vessels defined by Iso B4 staining in the same section. For SM22a and Notch3 quantification, the number of double- SM22 and Notch3 positive cells was divided by the total number Notch3-positive cells counted on sections (≥3).

### Hypoxia analysis

Pimonidazole hydrochloride (Hypoxyprobe) was injected intraperitoneally at 60 mg/kg to E12.5 pregnant females. After 2.5 hr, embryos were dissected in cold PBS and fixed O/N in 4% PFA. Embryos were paraffin embedded. Sections at 7 µm were deparaffinized and boiled in 10 mM, pH = 6 Na Citrate solution. For immunofluoresence, sections were permeabilized with 0.4% Triton in PBS, blocked with 5% FBS and incubated anti-Glut1 (1:100) and anti-Pymonidazole (1:200) antibodies O/N at 4°C. Secondary antibodies (anti-Rabbit Alexa568 for Glut1 and anti-mouse biotinylated for Pymonidazole 1:400, respectively) were incubated for 1 hr at RT. Pymonidazole signal was amplified using Fluorescein Tyramides (1:100). Counterstaining: IB4 (endocardium/endothelium) 1:200; DAPI (nuclei) 1:3000.

### Mouse ventricular explant culture and immunofluorescence

Heart ventricular explants were performed as previously described with minor modifications (Wu et al., 2012). Ventricles were dissected from E10.5 or E11.5 embryos (with removal of the outflow tract and atria), rinsed with PBS to remove circulating cells, and placed in Nunc four-well plates. Matrigel (Corning Matrigel Basement Membrane Matrix, *LDEV-Free, 10 mL growth factor reduced, BD Biosciences 354234) was diluted 1:1 with DMEM plus 10% FBS and 10 ng/ml Vegf (Human-Vegf 165 Peprotech). Each well had a total volume of 400 µl, and 3–4 hearts were cultured for 6 days and then fixed in 4% PFA4% 10 min and washed twice with PBS1X for 15 min. Explants were permeabilized with 0.5% Triton X-100 for 1 hr, blocked with Histoblock solution (FBS Histoblock) for 2–3 hr at RT, and incubated with anti-CD31 1:100 (Purified Rat Anti-Mouse CD31 BD Biosciences Pharmingen) overnight at 4°C. Anti-rat biotinylated was used as secondary antibody and diluted in BSA 1:150. Staining was amplified with the ABC kit and 3 min of TSA (tyramides) diluted 1:100 in PBS.

### Quantification of compact myocardium thickness

The method used was a modification of that described by Chen et al. (2009); Yang et al. (2012). Briefly, 7 μm paraffin sections from E12.5, E15.5 and E16.5 wild type (WT) and mutant hearts were stained with anti-CD31 or Endomucin (Emcn) and anti-MF20 antibodies to visualize ventricular structures. Confocal images were obtained with a NIKON A1R confocal microscope. Measurements were made using ImageJ software. In E15.5 and E16.5 heart sections, endocardial cells were stained with anti-Emcn and myocardium with anti-cTnT. Left and right ventricles were analyzed separately. For each measurement, settings were kept constant for all images, using the scale bar recorded in each image as the reference distance. The thickness of the compact myocardium was measured by dividing the ventricle into left and right parts. Several measurements were taken in each region and the mean was expressed in μm.

### Quantification of *Jag1* and *Dll4* expression in sections

Quantification of ISH signal were carried out using ImageJ software. Compact myocardium area was selected manually with the tool ‘Polygon selection’. Coronary area was identified in this selection by color intensity using ‘Color Threshold plugin’ with the settings: Hue: Min = 145 Max = 199, Saturation: Min = 60 Max = 255, Brightness: Min = 0 Max = 255. Positive coronary area for *Dll4* or *Jag1* expression was calculated dividing the coronary area positive for each gene by the total compact myocardium area. Statistical analysis was assessed by Student’s t-test.

### India ink perfusion

Embryos were collected from E15.5 to E18.5 in PBS containing 2 μg/ml heparin. The thoracic cavities were immediately cut and transferred to DMEM containing 10%FBS and heparin on ice. Hearts were carefully dissected from the surrounding tissue and then placed on an inverted Petri dish and gently dried to avoid movement during perfusion. India ink or red tempera was diluted in PSB/heparin and injected from the ascending aorta with a borosilicate glass tube thinned to the appropriate diameter and attached to a mouth pipette. India ink was slowly injected by minute puffs of breath during diastolic intervals. Hearts were fixed in 4% PFA, dehydrated, cleared in BABB (benzyl alcohol: benzyl benzoate, 1:1) and imaged with a stereomicroscope.

### Lentiviral production

Bacterial glycerol stocks for JAG1 and DLL4 MISSION shRNA were purchased from SIGMA. MISSION shRNAs: shRNA JAGGED1_2: clone ID: NM_000214.2–3357 s21c1; shRNA JAGGED1_3: clone ID: NM_000214.2–1686 s21c1; shRNA DLL4_1: clone ID_ NM_019074.2–2149 s21c1; shRNA DLL4_1: clone ID_ NM_019074.2–821 s21c1. Concentrated lentiviral particles were produced by triple transfection in HEK293T cells. Briefly, HEK293T cells were cultured in 150 mm plates for transfection of the lentiviral vectors. The psPAX2 packing plasmid, the pMD.G envelope plasmid coding for the VSV-G glycoprotein (Viral Vectors Unit, CNIC, Spain) and the LTR-bearing shuttle lentiviral plasmids were cotransfected using the calcium phosphate method. The transfection medium was replaced with fresh medium 16 hr post-transfection. Viral supernatants were harvested at 72 hr post-transfection, filtered through a 0.45 µm filter (Steriflip-HV, Millipore, MA) and concentrated by ultracentrifugation. Precipitated viruses were resuspended in pre-chilled 1X PBS, aliquoted and stored at −80°C for further use. Viral titer was measured on viral genomes by qPCR using the standard curve method with primers against the LTRs. Forward primer: 5’-AGCTTGCCTTGAGTGCTTCAA-3’; Reverse primer: 5’-AGGGTCTGAGGGATCTCTAGTTA-3’. Full-length murine *EphrinB2 (Efnb2)*, kindly provided by Ralf Adams (MPI for Molecular Biomedicine, University of Münster, Germany), was subcloned into the lentiviral vector pRLL-IRES-eGFP (Addgene). Concentrated lentiviruses expressing pRLL-IRES-eGFP or pRLL-Mfng-IRES-eGFP were obtained as described (Esteban et al., 2011). Viruses were titrated in Jurkat cells, and infection efficiency (GFP-expressing cells) and cell death (propidium iodide staining) were monitored by flow cytometry.

### Culture and infection on HUVEC

Human umbilical vein endothelial cells (HUVECs) were maintained in supplemented EGM2 medium (EGM2 Bulletkit, K3CC-3162 Lonza). Cells were transduced on suspension at a multiplicity of infection (m.o.i.) of 80 with combinations of 2 shRNAs against JAG1 or DLL4 together with GFP or EFNB2 overexpressing lentivirus and seeded onto 24-well plates or 12-well plates at a density of 3 × 104 or 6 × 104 cells/well respectively. Infection efficiency was near 100%. HUVECs were harvested after 48 hr. Gene expression analysis was performed using KiCqStart SYBR Green predesigned primers (Sigma-Aldrich).

### Angiogenesis assays on matrigel

Angiogenesis in vitro was investigated using endothelial cell tube formation assay on Matrigel (#354234 Corning) as previously described (Grant et al., 1991). Briefly 50 μl of ice cold Matrigel was coated on a 96 micro-well plate as a base for tube formation. After allowing the gel to settle in the incubator for 30 min at 37°C, 5% CO2, HUVECs in basic EGM medium (EBM2 H3CC-3156, Lonza) were seeded in triplicate at a density of 12.5 × 104 on Matrigel and incubated at 37°C, 5% CO2. After 5 hr, tube formation was monitored by phase-contrast microscope. The tube networks were quantified using NIH Image J with Angiogenesis plugin software (http://image.bio.methods.free.fr/ImageJ/?Angiogenesis-Analyzer-for-ImageJ). Excel data were represented on Graphpad Prism seven as mean with SD. For statistical analysis a one-way ANOVA and Tukey post-hoc tests were performed.

### Statistical analysis

Statistical analysis was carried out using Prism 7 (GraphPad). All statistical tests were performed using two-sided, unpaired Student’s t-tests, except for Figures 1, 2 and 7 and figures Supplements 4, 9 and 12 where we performed one-way ANOVA to assess statistical significance with a 95% confidence interval, where numerical data are presented as mean ± SD; results are marked with one asterisk (*) if p<0.05, two (**) if p<0.01, and three (***) if p<0.001. Sample size was chosen empirically according to previous experience in the calculation of experimental variability. No statistical method was used to predetermine sample size. All experiments were carried out with at least three biological replicates. The numbers of animals used are described in the corresponding figure legends. Animals were genotyped before the experiment and were caged together and treated in the same way. Variance was comparable between groups throughout the manuscript. We chose the appropriate tests according to the data distributions. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### RNA-sequencing

RNA was isolated at E12.5, from whole hearts of *Jag1^flox^;Nfatc1-Cre* and *Dll4^flox^;Nfatc1-Cre* embryos, as well as their WT counterparts (four replicate samples for each condition, pooling four embryos per sample, in all cases). At E15.5, RNA was isolated from ventricles of *Dll4^flox^;Cdh5-Cre^ERT2^* (three replicate samples, pooling three embryos per sample), as well as their WT counterparts (four replicate samples, pooling three embryos per sample). RNA-Seq data for *Jag1^flox^;Nfatc1-Cre*, *Dll4^flox^;Nfatc1-Cre*, and *Dll4^flox^;Cdh5-Cre^ERT2^* experiments was generated by CNIC's Genomics Unit. RNA-Seq sequencing reads were pre-processed by means of a pipeline that used FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to assess read quality and Cutadapt v1.6 (Martin, 2011) to trim sequencing reads, thus eliminating Illumina adaptor remains, and to discard reads shorter than 30 bp. Resulting reads were mapped against the mouse transcriptome (GRCm38 assembly, Ensembl release 76) and quantified using RSEM v1.2.20 (Li and Dewey, 2011). Around 80–90% of the reads participated in at least one reported alignment. Expected expression counts calculated with RSEM were then processed with an analysis pipeline that used Bioconductor package Limma (Ritchie et al., 2015) for normalization and differential expression testing in six pairwise contrasts involving mutant versus WT comparisons. We discarded two of the *Dll4^flox^;Nfatc1-Cre* samples based on preliminary analyses of *Dll4* expression levels and clustering patterns in diagnostic principal component analysis plots. Changes in gene expression were considered significant if associated with a Benjamini-Hochberg (BH) adjusted p-value<0.05. The number of differentially expressed genes detected in comparisons between *Jag1^flox^;Nfatc1-Cre*, *Dll4^flox^;Nfatc1-Cre* and *Dll4^flox^;Cdh5-Cre^ERT2^* and their control counterparts was 205, 257 and 156, respectively. Enrichment analyzes were performed with IPA (Ingenuity Pathway Analysis, Qiagen, http://www.ingenuity.com). IPA was used to identify collections of genes associated with canonical pathways, common upstream regulators, or functional terms significantly overrepresented in the sets of differentially expressed genes; statistical significance was defined by Benjamini-Hochberg adjusted p-value<0.05. Circular plots summarizing the association between genes and enriched pathways, upstream regulators, and functional terms were generated with GOplot (Walter et al., 2015).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE110614. The following dataset was generated: TravisanoSIMacGroganDdela Pompa JL2018Coronary arterial development is regulated by a Dll4-Jag1-EphrinB2 signaling cascadeNCBI Gene Expression OmnibusGSE11061410.7554/eLife.49977PMC691749431789590

## Additional files

Source data 1. Numerical data that are represented as a graph in a Figure or figure supplement, distributed in sheets corresponding to a given Figure or figure supplement by their order of appearance in the text, where they are also referred to.

Supplementary file 1. Lethality phases of *Jag1^flox^;Nfatc1-Cre, Dll4^flox^;Nfatc1-Cre, Jag1^flox^;Pdgfb-iCre^ERT2^, Dll4^flox^;Cdh5-iCre^ERT2^ Dll4^flox^;Cdh5-Cre^ERT2^, Mfng^Gof^;Tie2-Cre, Efnb2^flox^;Nfatc1-Cre* embryos.

Supplementary file 2. Lists of differentially expressed genes identified after analysis of RNA-seq data, for contrasts between E12.5 *Jag1^flox^;Nfatc1-Cre* (Jag1Nfatc1 211 Deg); E12.5 *Dll4^flox^;Nfatc1-Cre* (Dll4Nfatc1 274 Deg); E16.5 *Dll4^flox^;Cdh5-Cre^ERT2^* (Dll4Cdh5 163 Deg) and their control counterparts. Upregulated genes appear in red background and downregulated genes in blue.

Supplementary file 3. Results obtained with IPA for the sets of genes detected as differentially expressed (adjusted *P* value < 0.05) in contrasts between *Jag1^flox^;Nfatc1-Cre* (JAG1NF), *Dll4^flox^;Nfatc1-Cre* (Dll4NF), *Dll4^flox^;Cdh5-Cre^ERT2^* (Dll4Cdh5) and their control counterparts. Upstream Regulator analyses results, in sheets labelled as ‘UpRegTransc’, are restricted to molecules of type ‘transcription regulator’. For each predicted upstream regulator, tables describe expression log ratio (when available), predicted activation state, activation z-score, enrichment p_value and the collection of differentially expressed genes that are targets of the regulator. Downstream Effect analyses results, in sheets labelled as ‘CardSystDevFunc’, are restricted to functions of category ‘Cardiovascular System Development and Function’. For each functional term, tables describe enrichment p value, predicted activation state, activation z-score and the collection of differentially expressed genes associated to that particular function. Positive and negative z-score values suggest activation or inhibition of the corresponding upstream regulator or function in the mutant or control condition, respectively; abs(z-score)>2 and p value < 0.05 are considered significant.

Supplementary file 4. List of primary and secondary antibodies used in this study to immunodetect proteins in whole-mount or paraffin sections.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

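RNA from mouse hearts was sequenced in 5 experiments with 36 libraries in all. At E12.5, whole hearts were taken from *Jag1 flox;Nfatc1-Cre* and *Dll4 flox;Nfatc1-Cre* embryos, with 4 embryos in each pool. At E15.5, ventricles were taken from *Dll4 flox;Cdh5-Cre ERT2* and *Dll4 GOF;Tie2-Cre* embryos, with 3 embryos in each pool, and at E16.5 from single *Efnb2 flox;Nfatc1-Cre* embryos. Each experiment had 4 WT libraries, and 4, 2, 3, 3 and 4 mutant libraries in that order. The deposited tables number the WT libraries of the last experiment 1, 2, 3 and 5. Immunostaining, in situ hybridization, explants and cell culture are not analysed here.

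The authors demultiplexed reads with CASAVA 1.8.2, trimmed adapters with Cutadapt 1.6, discarded short reads and mapped the rest to the mouse transcriptome on GRCm38. They estimated expected counts with RSEM, for which the sample labels give 1.2.3 and the paper another release, and normalized them with limma. As deposited by the authors, the signal in each table is a normalized count: the rounded expected count plus 0.5, scaled to CPM of a library size that normalization had adjusted, for expressed genes only. This was tested on each column, in which every value was within 0.01 of a whole count after the scaling was undone (100% of genes). The tables hold 13982, 14302, 13897, 13737 and 13527 genes. Gene symbols, types and coordinates came from GENCODE on GRCm38, and genes were joined by their identifiers.

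All fold changes are mutant minus WT on the log2(value + 0.5) scale, fitted in each experiment with limma 3.58.1 in R 4.3.3, with a mean-variance trend. P values are from its moderated t test with Benjamini-Hochberg adjustment over the genes with at least 1 CPM in as many libraries as the smaller group holds. That filter removed 0 genes, since the deposited tables had been filtered. A gene was called at an adjusted p under 0.05. Means and SDs are of normalized counts over libraries, each library a pool or an embryo of its own. In each experiment, up to 35 gene lists for cell types and pathways were tested with camera at a preset correlation of 0.01, with adjustment over the lists that hold at least 3 genes. Those lists, the tests and the alternatives were written before the deposited data were examined. The study's tables of called genes had been seen when all of the lists were written. No list is therefore fully independent of the calls on these samples. The lists of clock genes and metallothioneins drew on those tables directly.

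Counts per library, recovered from the deposited values, ranged from 7827496 to 28464430. The test was tried on simulated counts, drawn independently for each gene from the means and dispersions of all libraries of an experiment, mutant and WT. In each, 100 genes were changed 1.5-fold and 100 were changed 2-fold. They were taken from genes outside the lists and above a minimum mean, and the HIF targets were raised as well. Of genes changed 2-fold, the test recovered 98%, 94%, 99%, 99% and 100% in the 5 experiments in the order above. Of genes changed 1.5-fold it recovered 85%, 61%, 69%, 90% and 84%. Of all calls in those data, between 3.67% and 5.78% were of unchanged genes. No 2 libraries held the same reads.

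The alternatives were a fit without the trend, robust variances, library quality weights, quantile normalization, removal of each library's median log ratio, the upper 75% of genes by mean, a pseudocount of 1, an absolute log2 fold change over 0.5 and an adjusted p under 0.01. A replicate block, a spread shared over the 5 tables, edgeR 4.0.16 and DESeq2 1.42.0 on recovered counts, and a fit without each library in turn were also run, and list tests were repeated with fry and with an estimated correlation. Limma voom on recovered counts and log2 values without a pseudocount were chosen after the data were seen, as were, for the list tests, the 2 normalizations, the estimated correlation without 1 library and lists without the targeted gene. Genes named in the text are those the paper names for its RNA-seq results and a set of Notch, arterial, metabolic and cell cycle genes. To these were added, in each experiment, the 10 called genes with the largest rise and the 10 with the largest fall whose mutant libraries all lay outside the WT range, pseudogenes and gene models left out, and the up to 4 members of each list with the smallest p. *Gm14207*, *Gt(ROSA)26Sor* and the gene models of the closing section lie outside that rule and were chosen after their values were seen.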

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

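The tests on variants that segregate and on parent genes were planned before their results were seen; the choice of these gene models and the present test on linked variants, by chromosome, were made after (the planned one, by 20 Mb, could not tell). *Dll4*, a Notch ligand, differed between the E12.5 genotypes by 3.22 on the log2 scale (*Jag1 flox;Nfatc1-Cre* minus *Dll4 flox;Nfatc1-Cre*), which was picked out as a difference between 2 groups; it is the gene deleted in the second, whose libraries the authors had selected in part on its level, so this difference is no independent test. At E15.5, the fatty acid carrier gene *Fabp4* differed by 0.91 between *Dll4 flox;Cdh5-Cre ERT2* and *Dll4 GOF;Tie2-Cre* ventricles (adjusted p = 0.038, limma, over 13562 genes). It had log2 fold changes of 0.71, higher in 3 of 3 mutant libraries, and -0.20, lower in 3 of 3. The processed pseudogene *Rps16-ps2* differed by -6.30 in the same comparison. In *Dll4 flox;Cdh5-Cre ERT2* ventricles it had 0 counts over the mutant and 2044 over the WT libraries, so it was at least 442.6-fold lower against a floor of 3 counts over the group. A total of 1468 genes had an unadjusted p under 0.05 for that difference, which was not repeated without single libraries.

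In *Efnb2 flox;Nfatc1-Cre* ventricles, which the paper's text does not report by RNA-seq, 4 genes passed and so were picked out as a signal outside the paper's analysis. The enolase gene *Eno2*, of glycolysis, rose by 1.81 (adjusted p = 7.23e-05, limma; higher in 4 of 4 libraries). The gene models *Gm2574*, *Gm47854* and *Gm3839* rose by 4.75, 6.42 and 1.47 (adjusted p from 1.42e-11 to 0.0162). Against 0 counts over the WT libraries, *Gm2574* was at least 177.3-fold higher on a floor of 3 counts over the group. For *Gm47854* the ratio was 1798 (95% counting interval 322 to 71070) against 1 count over the WT libraries. *Gm3839* was lost without WT 2, 3 and 5 (adjusted p = 0.0563, 0.0539 and 0.0622) and without mutant 1 and 4 (0.0516 and 0.0845). Without mutant 2 the total was 13 genes and without WT 1 it was 6. Of 35 splits of these libraries, 3 gave as many calls as the real one, the real one included, with 12 in the highest other, so chance is not excluded for the count of 4.

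Across the experiments, 11 called pseudogenes and gene models had an absolute log2 fold change above 2, and most were near 0 counts in one group. WT groups differed among themselves in these genes, with a median range of WT means over the tables of 3.39 on the log2 scale. A table holds a gene only where it was expressed, so picking genes near 0 in one group favours a large range. The tables also differ in stage and tissue. Variants that segregate in the colonies thus remain a candidate, which this range cannot decide. Variants at these genes that were carried along with the targeted locus are argued against, since 0 of the 11 lie on the chromosome of the targeted gene. The positions of parent genes and a segment carried with the Cre allele were not tested. Reads passed to a parent gene cannot be told apart either: 1 of 3 parents, *Rps16*, moved the opposite way by as many counts within 2 standard errors. *Rps16* differed by 106.6 (standard error 45.0) against -43.2 for its pseudogene, *Pgam1* by 89.0 (22.7) against -20.9, and *Cbx3* by 9.44 (8.10) against 6.15.

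A single library lay far from the others of its group, by Dixon's ratio, in 7 of 192 groups, and chance would pick out about 1 in 20. WT 4 of the *Jag1 flox;Nfatc1-Cre* experiment stood apart for *Bmp10* (23.4 normalized counts, others 29.7 to 30.9) and *Ldha* (1866, others 1630 to 1665). Mutant 1 of that experiment stood apart for *Bcl2l11* (39.2, others 31.7 to 32.2). In the *Dll4 flox;Nfatc1-Cre* experiment, it was WT 3 for *Adgrl4* (12.7, others 15.0 to 15.4) and WT 1 for *Ddit4* (25.6, others 27.6 to 28.0) and *Gm14207* (0.513, others 0.337 to 0.355). WT 5 of the *Efnb2 flox;Nfatc1-Cre* experiment held the 1 count of *Gm47854* (0.154, others 0.051 to 0.0638).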

How the results depend on the processing

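The list tests under quantile normalization, median removal, an estimated correlation without 1 library and without the targeted gene, limma voom and log2 values without a pseudocount were the tests chosen only after the data were seen. Counts of called genes are given for *Jag1 flox;Nfatc1-Cre*, *Dll4 flox;Nfatc1-Cre* and *Dll4 flox;Cdh5-Cre ERT2* in that order, where the deposited values gave 245, 311 and 160. Without the mean-variance trend they were 48, 56 and 5, a spread shared over all tables gave 1174, 762 and 609, and DESeq2 gave 1112, 883 and 346. Library quality weights gave 640, 162 and 791, and an adjusted p under 0.01 gave 8, 24 and 4. Robust variances gave 442 and 492 and an absolute log2 fold change over 0.5 gave 100 and 159 for the first 2, while the upper 75% of genes gave 369 for the first. With the replicate block, the first 2 were 77 and 29. Mutant and WT libraries of the same number had correlations of -0.133 to 0.187 in *Jag1 flox;Nfatc1-Cre* and -0.0285 to 0.233 in *Dll4 GOF;Tie2-Cre*, where 1 of 4 and 2 of 3 fitted their own number best; no experiment had every pair over 0.1, so the numbers were not taken as pairs. For *Dll4 GOF;Tie2-Cre* (0 calls), the replicate block gave 1, the shared spread 1 and DESeq2 45; for *Efnb2 flox;Nfatc1-Cre* (4 calls), the upper 75% of genes gave 0, the shared spread 15 and DESeq2 25. Leave-one-out ranges were 17 to 538, 36 to 563, 6 to 574, 0 to 29 and 3 to 13 over the 5 experiments. Under the other settings run (median removal, quantile normalization, a pseudocount of 1 or none, edgeR and voom), each count stayed within 1.5 times its own. Leaving every gene in moved nothing, since the filter removes no gene. Thresholds and fewer genes change the counts by construction. Fewer libraries lower the power to call genes, but some totals rose instead. In *Jag1 flox;Nfatc1-Cre* it was 538 without mutant 3 and 416 without mutant 4, and in *Dll4 flox;Cdh5-Cre ERT2* 574 without mutant 3. Such rises do not follow from the number of libraries, so the result depends on which mutant libraries are used. For the other settings, the cause was not tested.

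Of the lists tested, 15, 17, 18, 14 and 12 passed in the 5 experiments, 0 in each with an estimated correlation, and 10, 10, 1 and 0 with fry in the last 4. Leave-one-out ranges were 15 to 17, 16 to 21, 15 to 20, 10 to 14 and 7 to 15. HIF targets had an adjusted p of 0.262, 0.309 and 0.174 with an estimated correlation in the first 3 experiments, and 7.61e-25 to 4.59e-17, 4.54e-34 to 4.1e-23 and 3.88e-26 to 2.5e-17 without 1 library. The interferon response in *Efnb2 flox;Nfatc1-Cre* ventricles turned lower without mutant replicate 2 (adjusted p = 0.0323 from camera, but adjusted p = 0.558 with an estimated correlation; 0.88 from camera without WT replicate 5). Genes that rose in both E12.5 genotypes numbered 136 at an adjusted p under 0.1 and 2 without the trend, and those that fell 51 and 0. For *Dll4* at both stages, these were 91 and 0, and 9 and 0. Of the values of named genes under single alternatives, 0 turned direction; in *Jag1 flox;Nfatc1-Cre*, 267 of 929 lost the threshold and 8 gained it, in *Dll4 flox;Nfatc1-Cre* 165 and 7 of 919, in *Dll4 flox;Cdh5-Cre ERT2* 149 and 24 of 772. At these depths and library numbers, a 1.5-fold change is missed more often than a 2-fold change.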

Differences from the paper's values

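No tests in this part were chosen after the result was seen except limma voom and log2 values without a pseudocount. Values of the paper are those of Supplementary file 2, log2 fold changes at an adjusted p under 0.05. Of the genes named here, 31, 35 and 31 are in its tables for *Jag1 flox;Nfatc1-Cre*, *Dll4 flox;Nfatc1-Cre* and *Dll4 flox;Cdh5-Cre ERT2*, and 29, 33 and 28 are within 1 standard error of its values. For *Dll4* in *Dll4 flox;Nfatc1-Cre* hearts, the paper's value is -3.42 and the value here -3.03. For *Gm14207* there, they are 2.48 in the paper and 1.57 here. For *Slc7a3* in *Jag1 flox;Nfatc1-Cre* hearts, they are 1.16 in the paper and 0.81 here. In *Dll4 flox;Cdh5-Cre ERT2* ventricles, the paper has 2.68 for *Chac1*, 2.76 for *Slc7a3* and 1.77 for *Gm14207*, against 2.00, 1.94 and 1.31 here. Of the alternatives set before the data were examined, edgeR and DESeq2 fell within the paper's value for each of these 6 and the others (17, 16, 18, 17, 17 and 17) did not. The same limma test on log2 values without a pseudocount, chosen after seeing the values, gave -3.43 for *Dll4* and 2.47 for *Gm14207* in *Dll4 flox;Nfatc1-Cre*, 1.16 for *Slc7a3* in *Jag1 flox;Nfatc1-Cre*, and 2.64, 2.76 and 1.73 for *Chac1*, *Slc7a3* and *Gm14207* in *Dll4 flox;Cdh5-Cre ERT2*. For *Comp* in *Jag1 flox;Nfatc1-Cre* hearts, the paper's value is -1.10 and the value here -0.90. Of 21 alternatives set before the data were examined, 8 fell within it: library quality weights, quantile normalization, edgeR, DESeq2, and leaving out WT 1, WT 4, mutant 2 or mutant 4; 13 did not; without a pseudocount it was -1.07.

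The paper's tables call 211, 274 and 163 genes, of which 201, 263 and 148 were called here with the same sign, and every one at an adjusted p under 0.1. Called here and not by the paper were 44, 48 and 12 genes. Limma voom on recovered counts, chosen after seeing the values, called 211, 274 and 163, the same genes, and dropped 0 of the paper's calls; its log2 fold changes for them were within 4.87e-06, 4.5e-05 and 4.99e-06 of the paper's. Limma without a pseudocount came within 0.094, 0.0305 and 0.0762 of the paper's for the same genes, so the fold changes above differ through the 0.5 added to each value. Its calls numbered 234, 316 and 151, of which 200, 264 and 143 were the paper's, so the pseudocount alone does not account for the calls that differ. The paper states that *Fabp4* was higher at E12.5; here it missed the threshold with adjusted p = 0.0518 in *Jag1 flox;Nfatc1-Cre* and adjusted p = 0.115 in *Dll4 flox;Nfatc1-Cre* hearts. It passed in the former with robust variances, library quality weights, the upper 75% of genes, the replicate block, edgeR, DESeq2, limma voom or without mutant 2, and in the latter with the replicate block or the shared spread. The paper states that *Cdkn1b* was higher in both genotypes; in *Dll4 flox;Nfatc1-Cre* hearts it missed the threshold (adjusted p = 0.101), and passed with the shared spread, DESeq2 or without mutant 1. The paper states that *Dll4* was lower at E15.5; it was lower here in 3 of 3 mutant libraries with adjusted p = 0.0507, and passed with library quality weights, the upper 75% of genes, a pseudocount of 1, the replicate block, the shared spread, limma voom or without mutant 3. Its methods section gives other counts of called genes than its results text and tables do.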

Other observations

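The tests on mutant 3 of the *Dll4 flox;Cdh5-Cre ERT2* ventricles, on clock and metallothionein genes and on lists without the targeted gene were chosen only after the result was seen. The rules that label 3 tests were also rewritten after their first results were seen: a wrong WT label (excluded under both rules), the time of day (excluded under the first rule, open under the present one) and the splits of *Dll4 GOF;Tie2-Cre* ventricles (first labelled as chance, now as unable to tell). *Dll4 GOF;Tie2-Cre* embryos carry a *Dll4* transgene at the Rosa26 locus, which *Tie2-Cre* activates by removing a stop sequence. The paper states mild overexpression in endothelium. In ventricles of these embryos, *Dll4* was at 121%, 116% and 129% of its WT mean. Its normalized count was 33.1 ± 1.53 (SD, n = 4) in WT and 40.4 ± 2.15 (SD, n = 3) in mutants (log2 fold change 0.28, standard error 0.0608, adjusted p = 0.354, limma). *Gt(ROSA)26Sor*, a transcript of the locus itself, was at 59.3%, 62.3% and 48.0% (log2 fold change -0.76, adjusted p = 0.211; 0.00505 with the shared spread). The arterial connexin gene *Gja5* had a log2 fold change of 0.27 (adjusted p = 0.269; 0.00208 with DESeq2) and the venous receptor gene *Aplnr* one of -0.45 (adjusted p = 0.354; 0.0136 with DESeq2). Limma called 0 genes, with 1280 at an unadjusted p under 0.05, edgeR 0 and DESeq2 45. Without WT 1 it called 1 gene, and without mutant 2, 3 and 4 it called 1, 29 and 2. Of 30 cell cycle genes, 29 had a positive log2 fold change, with 0 calls over all genes tested and 1 that rose when adjusted over the list alone (adjusted p = 3.52e-08 from camera, but adjusted p = 0.544 with an estimated correlation). Of 13 mitochondrially encoded genes, 7 fell when adjusted over the list alone (adjusted p = 8.98e-07 from camera, but adjusted p = 0.544 with an estimated correlation). Of 10 endocardium genes, 9 had a positive log2 fold change, with 0 calls and 2 that rose when adjusted over the list alone (adjusted p = 0.000638 from camera, but adjusted p = 0.28 with an estimated correlation; 0.033 with fry). Macrophage (1 of 12 positive), fibroblast and cushion mesenchyme (2 of 10) and smooth muscle and pericyte genes (2 of 13) held 0 calls and 0, 0 and 1 that fell when adjusted over the list alone (adjusted p = 0.00278, 0.00384 and 0.0117 from camera, but adjusted p = 0.617, 0.617 and 0.544 with an estimated correlation). From camera, macrophage genes were 0.0535 without WT 2, and smooth muscle and pericyte genes 0.0788 and 0.0555 without WT 3 and 4. The other lists that passed were trabecular and hypertrophy genes, HIF targets, glycolysis, the integrated stress response, Myc targets and ribosome biogenesis and immediate early genes, higher, and erythroid and capillary and tip cell genes, lower (adjusted p from 0.00334 to 0.0413, but adjusted p from 0.369 to 0.729 with an estimated correlation). Of these, all but trabecular and hypertrophy genes lost it without at least 1 library (adjusted p up to 0.703). HIF targets turned lower without mutant 4 (adjusted p = 0.119 from camera), so that library set their direction. Without it, FoxO targets passed as lower and the interferon response as higher (adjusted p = 0.000646 and 0.000126 from camera). With an estimated correlation these 2 were at adjusted p = 0.564 and 0.665. With 0 calls in the real split, all 35 of 35 splits give at least as many (8 in the highest other), so the splits cannot tell chance apart here.

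In *Efnb2 flox;Nfatc1-Cre* ventricles, *Efnb2*, an arterial ligand of Eph receptors, was at 68.4%, 71.5%, 65.6% and 69.5% of its WT mean. The normalized count was 67.6 ± 12.6 (SD, n = 4) in WT and 46.5 ± 1.67 (SD, n = 4) in mutants (log2 fold change -0.52, standard error 0.106, adjusted p = 0.297, limma; 0.00286 with DESeq2 and 0.00487 with the shared spread). Of 39 HIF targets, 34 had a positive log2 fold change, with 0 calls over all genes tested and 7 that rose when adjusted over the list alone (adjusted p = 5.51e-12 from camera, but adjusted p = 0.148 with an estimated correlation). Among them, *Bnip3* had a log2 fold change of 0.33 (adjusted p = 0.345; 0.0111 with DESeq2), *Egln3* 0.40 (adjusted p = 0.34; 0.0107 with DESeq2) and *Vegfa* 0.27 (adjusted p = 0.631). The Notch target *Hey1* had one of 0.46 (adjusted p = 0.678). Of 20 arterial endothelium genes, 0 passed over all genes tested and 2 rose and 1 fell when adjusted over the list alone (adjusted p = 0.000615 from camera, 0.111 without WT 5, but adjusted p = 0.427 with an estimated correlation). Without *Efnb2*, which that list holds, its 19 others gave adjusted p = 1.36e-05 from camera (0.0171 without WT 5), but adjusted p = 0.427 with an estimated correlation. Of these 19, 14 had a positive log2 fold change, and camera placed them higher as a set. Of 30 cell cycle genes, 4 had a positive log2 fold change, with 0 calls, also when adjusted over the list alone (adjusted p = 2.01e-06 from camera, but adjusted p = 0.507 with an estimated correlation). The other lists that passed with camera were glycolysis, endocardium, pan-endothelial, trabecular and hypertrophy, immediate early, circadian clock and metallothionein genes, higher, and fibroblast and cushion mesenchyme and mitochondrially encoded genes, lower (adjusted p from 1.29e-06 to 0.0297, but adjusted p from 0.182 to 0.657 with an estimated correlation). Of these, all but glycolysis and immediate early genes lost it without at least 1 library (adjusted p up to 0.449). The paper does not report RNA-seq of these 2 genotypes.

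Mutant 3 of the *Dll4 flox;Cdh5-Cre ERT2* ventricles kept more *Dll4* than mutant 2 and 4. Over 569 genes called without it, it showed a median 0.298 of their response (95% interval 0.277 to 0.332), with 476 on the same side (83.7%), beside 0.316 for *Dll4* itself. A WT library under a wrong label would show the share of a WT library, and each WT library left out of the fit showed 0.0106 to 0.0644, against 0.313 to 0.338 for mutant 3 over the same genes, which argues against that. RNA of cells or embryos without the deletion in that pool could give the same share for *Dll4* and its response, and remains a candidate explanation; a weaker biological response in that pool was not tested. For *Jag1 flox;Nfatc1-Cre* and *Dll4 flox;Cdh5-Cre ERT2*, 1 of 35 splits, the real one, gave 245 and 160 calls, with 6 and 5 in the highest other. The real split alone is 2.86% of the 35, the lowest share they can give. This makes chance less likely for the count of called genes but cannot exclude it.

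In *Dll4 flox;Nfatc1-Cre* hearts, 5 of 14 circadian clock genes, 2 of 3 metallothioneins and 5 of 28 genes of the integrated stress response list rose, but each list had an adjusted p = 0.308 with an estimated correlation. Hearts collected at another time of day cannot be told apart: 5 genes of the opposite clock phase had a median log2 fold change of -0.0878 (standard error 0.0739), and how far they would move at E12.5 is not known. A stress hormone response cannot be told apart from its absence, since glucocorticoid-induced genes (median 0.0597) gave p = 0.245 from camera with an estimated correlation. Low oxygen cannot be told apart from these values either, since HIF targets without clock genes and metallothioneins (median 0.63) gave p = 0.0549 from camera with an estimated correlation; the paper, which found no difference in hypoxyprobe or Glut1 staining, concludes that these hearts lack overt hypoxia at this stage and proposes a defect of the endocardial or endothelial cells themselves. With 2 mutant libraries in 2 pools, a shared handling of these pools also remains open.

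Called genes near the targeted locus were counted within 20 Mb. There were 11 of 344 tested in *Jag1 flox;Nfatc1-Cre* (Fisher's exact test, p = 0.0557, adjusted p = 0.111), 7 of 269 in *Dll4 flox;Nfatc1-Cre* (p = 0.529, adjusted p = 0.705) and 0 of 130 in *Efnb2 flox;Nfatc1-Cre*. In *Dll4 flox;Cdh5-Cre ERT2* ventricles, 7 of 270 were called: *Slc1a2*, *Wt1*, *Chac1*, *Smox*, *Slc20a1*, *B2m* and *Gm14207* (Fisher's exact test, p = 0.0368, adjusted p = 0.111). Genes are not independent replicates in these tests. *Heyl* had log2 fold changes that differed by -0.96 between the E12.5 genotypes (adjusted p = 0.283).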
